# CTCF loss has limited effects on global genome architecture in *Drosophila* despite critical regulatory functions

**DOI:** 10.1038/s41467-021-21366-2

**Published:** 2021-02-12

**Authors:** Anjali Kaushal, Giriram Mohana, Julien Dorier, Isa Özdemir, Arina Omer, Pascal Cousin, Anastasiia Semenova, Michael Taschner, Oleksandr Dergai, Flavia Marzetta, Christian Iseli, Yossi Eliaz, David Weisz, Muhammad Saad Shamim, Nicolas Guex, Erez Lieberman Aiden, Maria Cristina Gambetta

**Keywords:** Developmental biology, Epigenetics, Gene regulation, Chromatin, Transcription

## Abstract

Vertebrate genomes are partitioned into contact domains defined by enhanced internal contact frequency and formed by two principal mechanisms: compartmentalization of transcriptionally active and inactive domains, and stalling of chromosomal loop-extruding cohesin by CTCF bound at domain boundaries. While *Drosophila* has widespread contact domains and CTCF, it is currently unclear whether CTCF-dependent domains exist in flies. We genetically ablate *CTCF* in *Drosophila* and examine impacts on genome folding and transcriptional regulation in the central nervous system. We find that CTCF is required to form a small fraction of all domain boundaries, while critically controlling expression patterns of certain genes and supporting nervous system function. We also find that CTCF recruits the pervasive boundary-associated factor Cp190 to CTCF-occupied boundaries and co-regulates a subset of genes near boundaries together with Cp190. These results highlight a profound difference in CTCF-requirement for genome folding in flies and vertebrates, in which a large fraction of boundaries are CTCF-dependent and suggest that CTCF has played mutable roles in genome architecture and direct gene expression control during metazoan evolution.

## Abstract (web summary)

Although the Drosophila genome has widespread contact domains and CTCF, it remains unclear whether CTCF-dependent domains exist in flies. Here, the authors ablate CTCF in Drosophila and find that CTCF is required to form a small fraction of all domain boundaries, suggesting differences in the role of CTCF for genome folding in flies and vertebrates.

## Introduction

A wide range of animal genomes are partitioned into a series of contact domains (CDs) that exhibit increased physical proximity among loci within them. An evolutionarily conserved mechanism of such genome folding is thought to be compartmentalization, reflecting the segregation of chromosomal domains based on their transcriptional and epigenetic states^1–3^. In vertebrates, chromosomal loops are additionally extruded on underlying compartmental domains through a process involving DNA-bound CTCF molecules which stall loop-extruding cohesin complexes at domain boundaries^1,4–10^. CTCF-dependent extrusion-based boundaries either reinforce or counteract compartmental domain boundaries, depending on the locus. Overall, a large fraction of boundaries in the vertebrate genome are CTCF-dependent^9,11^.

Intriguingly, although *Drosophila* has widespread CDs and CTCF, it is currently unclear whether CTCF-dependent domains exist in *Drosophila*. High-resolution genome-wide Hi-C maps of formaldehyde-crosslinking frequencies between pairs of DNA fragments (as a measurement of their proximity in 3D-space) were recently generated in *Drosophila* tissue culture cells^2,12–15^. These studies highlighted the lack of hallmarks of CTCF-mediated domains observed in vertebrate cells. Rather, evidence suggests that CDs in flies are formed by CTCF-independent compartmentalization and other transcription-related processes, as most boundaries lie between domains with different histone modifications or at promoters of highly transcribed genes^2,12,16–18^.

Crucially, the functional importance of genome folding into CTCF-dependent domains is not fully understood in any organism. CTCF is essential for the viability of mammalian cells^11,19,20^, whereas it is dispensable for early development in *Drosophila*^21^. Assessing whether or not CTCF-mediated domains exist in *Drosophila* is important for understanding their relevance for genome function. Recent studies have perturbed specific CDs in flies to address their biological roles without knowing whether they are CTCF-mediated or compartmental^22–24^, yet different types of CDs may have different functions.

CTCF-dependent domains in mammals generally comprise regulatory elements and their target promoters^25–27^. This suggested that CTCF somehow limits regulatory crosstalk between CDs, and fosters regulatory interactions within them. This model is, however, difficult to test in mammals because global perturbation of CTCF leads to cell death. Acute depletion of CTCF protein in mouse embryonic stem cells followed by transcriptional profiling did not reveal widespread transcriptional changes^11^. Alternatively, deletion of CTCF binding sites near developmental genes in cultured cells and mice identified some sites where CTCF appears to critically prevent developmental defects and disease^28–30^, and many CTCF sites that did not appear functional^31–33^. These diverse results paint an opaque picture of how CTCF impacts gene expression. Previous studies that partially knocked-down *CTCF* in *Drosophila* cell lines also did not reveal clear effects on transcription^34–36^. Analysis of the homeotic phenotype of *CTCF*^*0*^ mutants completely lacking both maternal and zygotic CTCF suggested that CTCF blocks regulatory crosstalk between elements on either side of some CTCF binding sites^21^. A fundamental question arising from comparative studies in flies and humans is how CTCF impacts transcription, and how this relates to its uncertain architectural function in flies. Whether CTCF stably associates with partner proteins to effect its functions also remains unclear.

Here, we show using *CTCF*^*0*^ mutant *Drosophila* that CTCF is critically required in neurons for fly viability. We examine the effects of CTCF loss on genome folding and transcriptional regulation in the central nervous system (CNS) and investigate the molecular basis of CTCF function.

## Results

### CTCF expression in neural stem cells (NSCs) or neurons is essential for fly viability

To identify a biologically relevant tissue in which to study CTCF function in *Drosophila*, we used previously described *CTCF* knock-out (*CTCF*^*KO*^) mutants and *CTCF*^*0*^ mutants that additionally lack maternally inherited CTCF^21^. Some *CTCF*^*KO*^ mutants (60%) hatch into adults with spasmatic movements suggesting a neurological phenotype that might be the cause of their short lifespan (Figs. 1a, 1b, Supplementary Movie 1). We tested the relevance of *CTCF* expression in the nervous system by performing tissue-specific knock-out and rescue experiments. Specifically, we used Gal4 drivers active in NSCs, mature neurons or muscles to drive conditional excision of a *CTCF* rescue transgene (knock-out) or *UAS-CTCF* expression (rescue) in *CTCF* mutant genetic backgrounds. Loss of *CTCF* expression in NSCs or neurons compromised the ability of flies to hatch to a comparable extent as loss of all zygotic *CTCF* expression (Fig. 1a) and severely shortened the life span of flies that did hatch (Fig. 1b, Supplementary Movie 2). On the other hand, loss of *CTCF* in muscle only slightly impaired adult hatching and life span (Figs. 1a, b).

**Fig. 1:**
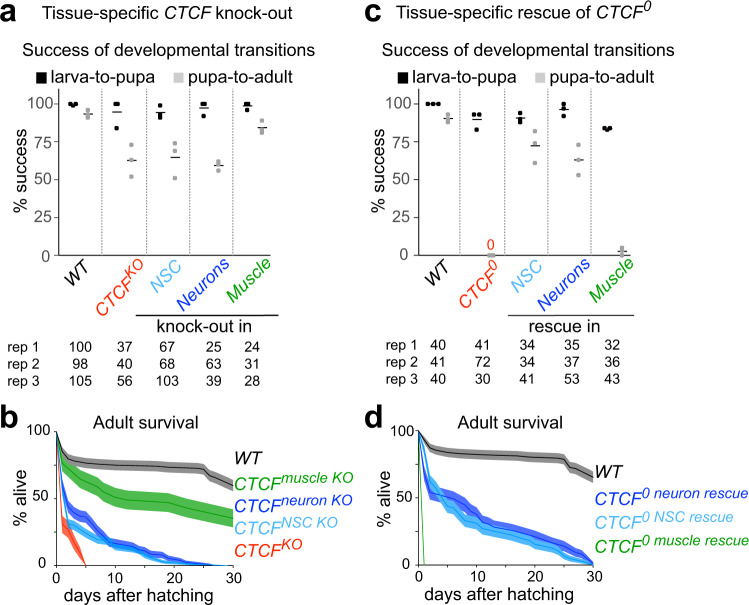
CTCF expression in neural stem cells or neurons is essential for *Drosophila* viability. **a** Percentages (in y) of wildtype (WT), *CTCF*^*KO*^ and animals lacking CTCF in neural stem cells (NSCs), neurons or muscle that successfully transition from third instar larva to pupa (black) and from pupa to adult (gray) in *n* = 3 biological replicates (rep 1–3), each containing the indicated number of animals per genotype. Horizontal lines show means. (**b**) Percentage of live adults of the same genotypes up to 30 days after pupal hatching. 40 animals of each genotype were analyzed in triplicate; dark lines show mean and shading shows ±standard deviation. **c** Same as (**a**) but for WT, *CTCF*^*0*^ and animals with CTCF expression restricted to NSCs, neurons or muscle. **d** Same as (**b**) but for genotypes indicated in (**c**).

In contrast to *CTCF*^*KO*^, *CTCF*^*0*^ mutants never hatch from the pupal case (Fig. 1c). Conditional expression of *CTCF* in NSCs or neurons of *CTCF*^*0*^ mutants strongly rescued hatching (Fig. 1c) and adults were capable of coordinated movements and survived for several days (Fig. 1d, Supplementary Movie 3). On the other hand, expressing *CTCF* in muscles of *CTCF*^*0*^ mutants barely rescued hatching (Fig. 1c, d).

Together, these results show that *CTCF* expression is critically required in neurons for pupal hatching and adult viability. Consistently, *CTCF* is more highly expressed in the nervous system than in other tissues^37,38^. Analyses of molecular phenotypes of *CTCF*^*0*^ mutants described hereafter were therefore performed in dissected CNSs of third instar larvae, a developmental stage at which *CTCF*^*0*^ mutants are fully viable.

### Physical insulation defects in *CTCF*^*0*^ mutants

To address whether CTCF is required to form CD boundaries in flies, Hi-C was performed on CNSs dissected from wildtype (WT) and *CTCF*^*0*^ larvae in biological triplicate using two 4-cutter restriction enzymes for enhanced resolution. Hi-C maps consisting of 200 million reads per genotype were obtained by combining the correlated biological replicates (see Methods, Supplementary Table 1). Hi-C maps from whole bodies of single flies of the same genotypes were also generated. In parallel, CTCF binding sites were mapped in larval CNSs by chromatin immunoprecipitation sequencing (ChIP-seq) with a polyclonal antibody specifically recognizing CTCF (Supplementary Fig. 2a) in WT and in *CTCF*^*0*^ animals as control. Only 740 CTCF peaks were defined as enriched in WT relative to *CTCF*^*0*^ CNSs, of which 77% overlapped a CTCF consensus motif (Supplementary Fig. 2b, Supplementary Data 1).

To assess the relation between CTCF peaks and CD boundaries genome-wide in WT CNS Hi-C maps, boundaries were identified at 2 kb resolution with TopDom (see “Methods”, Supplementary Table 2, Supplementary Data 2 and 3). Very few (<1%) boundaries defined in this study potentially correspond to small CDs defined in even higher resolution Hi-C studies (see “Methods”). Domain boundaries were enriched within ±1 kb of several (36%) CTCF peaks (Fig. 2a). Conversely, a CTCF peak was located within ±1 kb of only 8% of all boundaries (Fig. 2b). This indicates that while CTCF peaks are frequently at domain boundaries, CTCF is only present at a small fraction of all boundaries in flies.

**Fig. 2:**
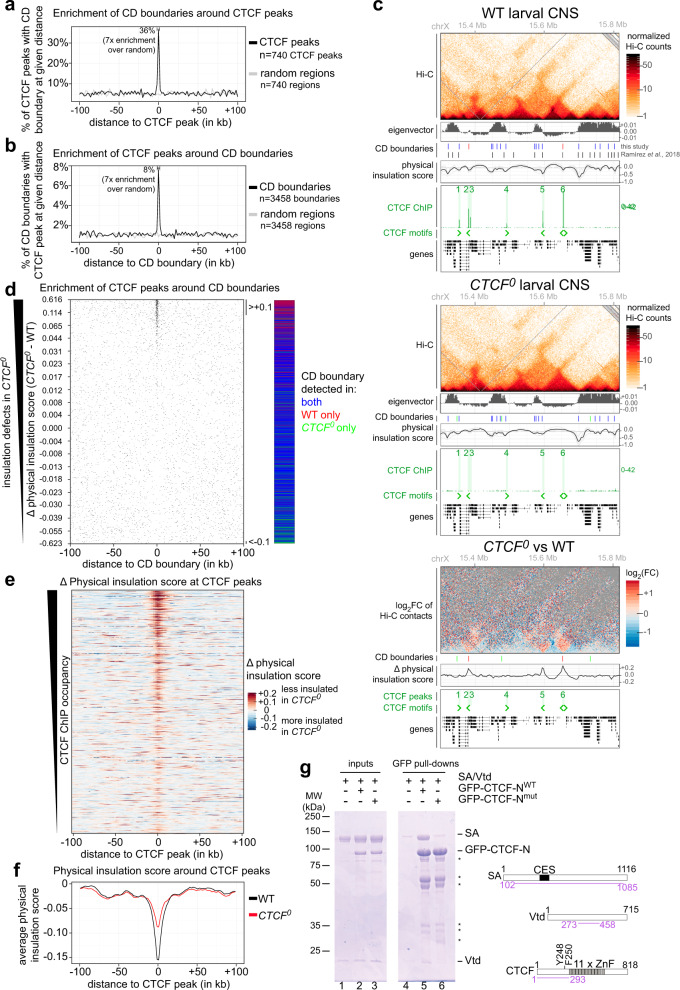
Physical insulation defects in *CTCF*^*0*^ mutants. **a** Percentage of *n* = 740 CTCF peaks with at least one contact domain (CD) boundary at a given distance (per 2 kb bins) around the CTCF peak. Enrichment of CD boundaries around the same number of random positions (gray) is shown as control. **b** Percentage of *n* = 3458 CD boundaries with at least one CTCF peak at a given distance (per 2 kb bins) around the CD boundary. Enrichment of CTCF peaks around the same number of random positions (gray) is shown as a control. **c** Example locus (dm6 coordinates) Hi-C maps, eigenvector values (positive for A compartment, negative for B compartment), CD boundaries from this study (color-coded as in Fig. 2d) and a Hi-C study in cultured cells^17^, physical insulation score (calculated with different window sizes in gray, average in black), CTCF ChIP-seq (CTCF peaks highlighted and numbered), CTCF motif orientations in DNA, and gene tracks in WT (top) and *CTCF*^*0*^ (middle) larval CNSs. (Below) Differential (*CTCF*^*0*^ minus WT) Hi-C map and physical insulation score. **d** Position of CTCF peaks around all CD boundaries defined in any genotype (*n* = 3970 boundaries) ranked by physical insulation score differences measured in *CTCF*^*0*^ minus WT Hi-C maps. Visibly weaker boundaries in *CTCF*^*0*^ (score > +0.1) or in WT (score < −0.1) are bracketed. Boundaries are color-coded in all figures as present in both WT and *CTCF*^*0*^ (blue), only in WT (red) or only in *CTCF*^*0*^ (green). **e** Physical insulation score differences measured in *CTCF*^*0*^ minus WT Hi-C maps around CTCF peaks, ranked by CTCF ChIP occupancy in WT. **f** Average physical insulation scores around CTCF peaks in WT (black) and *CTCF*^*0*^ (red). **g** GFP pull-down of tagged CTCF N-terminus (residues 1–123) that is WT (GFP-CTCF-N^WT^) or Y248A F250A point mutant (GFP-CTCF-N^mut^) mixed with untagged recombinant cohesin subcomplex (residues 102–1085 of SA and 273-458 of Vtd). Specific retention of cohesin by CTCF (lane 5) is higher than the background binding of SA-Vtd to beads (lanes 4, 6). Asterisks mark GFP-CTCF-N degradation. CES conserved essential surface, ZnF zinc finger.

WT and *CTCF*^*0*^ Hi-C maps were globally similar, and most (84%) domain boundaries were detected in both WT and *CTCF*^*0*^ mutants. Nevertheless, specific CDs were visibly less physically insulated from the neighboring domain in *CTCF*^*0*^ mutants (Fig. 2c, Supplementary Fig. 2c, Supplementary Table 3). Clearly disrupted domain boundaries in *CTCF*^*0*^ mutants frequently occurred at former CTCF peaks (Fig. 2d). Of 135 strongly affected domain boundaries that were lost in *CTCF*^*0*^ mutants, 89 (66%) were at former CTCF peaks (Supplementary Table 2). To determine how generally physical insulation defects are observed at former CTCF peaks in the absence of CTCF (irrespective of their localization at CD boundaries identified by TopDom), physical insulation score differences between WT and *CTCF*^*0*^ mutants were measured across all 740 CTCF peaks. Boundary defects in *CTCF*^*0*^ mutants were observed at most former CTCF peaks, with more prominent defects visible at CTCF peaks that are highly occupied in WT (Fig. 2e, Supplementary Fig. 2d). CTCF-dependent boundaries were variably positioned relative to neighboring genes (see examples in Fig. 2c: CTCF peaks 2, 3, 5 and 6 are respectively in an intron, at the end of a gene, within 1 kb of a gene promoter or intergenic). Many CTCF-dependent boundaries were similarly affected in Hi-C maps from whole-body flies of the same genotypes, indicating that CTCF is required to form physical boundaries in most cell types (Supplementary Fig. 2e). Together, these results strongly suggest that CTCF mediates the formation of physical boundaries.

Whereas domain boundaries were abolished at several former CTCF peaks in *CTCF*^*0*^ mutants, they were partially retained at other peaks that are similarly occupied by CTCF in WT (Supplementary Fig. 2c, compare boundary defects at CTCF peaks 5 and 6). Of 343 WT CD boundaries bound by CTCF, only 125 (36%) were fully lost in *CTCF*^*0*^ mutants (Supplementary Table 2). This resulted in a lower average physical insulation score at former CTCF peaks in *CTCF*^*0*^ mutant CNS Hi-C maps (Fig. 2f). These observations are not due to the presence of contaminating CTCF, as CTCF RNA and protein are undetectable by RNA-seq and ChIP-seq (Fig. 2c and next section). As *CTCF*^*0*^ mutants lack CTCF from the beginning of development, residual boundaries can also not be explained by a role of CTCF in the establishment but not maintenance of boundaries. Rather, this observation suggests that at some sites, CTCF reinforces boundaries redundantly established by other mechanisms, a scenario also observed in mammalian cells^1,2^. We define CTCF-occupied CD boundaries present only in WT as strictly CTCF-dependent, and those that are present in *CTCF*^*0*^ (generally weaker than in WT) as partially CTCF-dependent. These two types of CTCF-dependent boundaries are contrasted later in the “Results” section.

A region in the N-terminus of human CTCF directly interacts with cohesin and stabilizes cohesin on DNA^10,39^, partly explaining how human CTCF forms CD boundaries. Vertebrate and fly CTCF N-termini are highly diverged, yet a 10 amino acid residue stretch in CTCF’s N-terminus that binds to cohesin in human cells is present at a similar distance from the zinc finger domain in fly CTCF^10^ (boxed in Supplementary Fig. 2f). We therefore tested whether two residues critical for cohesin interaction in human CTCF (Y226 F228, homologous to Y248 F250 in fly CTCF) mediate direct interaction of fly CTCF with the SA-Vtd (homologous to human SA2-SCC1) complex. For this, GFP-tagged recombinant WT and Y248A F250A point mutant CTCF N-termini were mixed with an untagged SA-Vtd subcomplex and purified on GFP binder beads. WT but not mutant CTCF versions retained SA-Vtd (Fig. 2g). Therefore, despite profound divergence, the fly CTCF N-terminus interacts directly with cohesin in vitro. This interaction was suggested to impart directionality to CTCF-dependent boundaries in mammalian cells^10,39^, but we find that CTCF has at best a very weak preference to establish directional boundaries (Supplementary Fig. 2g) consistent with a previous study^2^.

We conclude that *Drosophila* CTCF is required to form physical boundaries with strengths generally proportional to its occupancy on DNA. Other mechanisms reinforce CTCF-dependent boundaries at some sites and explain the formation of most boundaries in flies.

### CTCF impacts expression patterns of genes near CTCF peaks

To understand how CTCF impacts transcription, we performed RNA sequencing (RNA-seq) on cDNA libraries from mRNA purified from WT and *CTCF*^*0*^ larval CNSs in triplicate. This confirmed the absence of *CTCF* mRNA in *CTCF*^*0*^ samples (Supplementary Fig. 3a). 

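RNA was extracted from 3 replicates of 60 larval CNSs each for WT and for *CTCF*0 mutants. Strand-specific libraries of poly(A)-selected mRNA were sequenced as paired-end reads of 100 bp. The authors mapped the reads to the dm6 genome and to FlyBase gene models, and the deposited values are their read counts for each of 17510 genes, without normalization and without a filter on genes. Between 11652548 and 17935428 reads were counted on genes in the WT libraries, with a median of 14710733. In *CTCF*0 libraries the counts ranged from 12638505 to 15650376, with a median of 15126314. A count of 3, taken as the smallest that a library can show, corresponds to a normalized count (CPM) between 0.167 and 0.257 in these libraries. Reads were not collapsed to molecules in the counts, so this floor covers counting error only. Confidence intervals are given for shares of genes and for a correlation across genes, and they do not cover variation between animals. Genes with at least 1 CPM in at least 3 of the 6 libraries were kept, which left 8718 genes. Library sizes were scaled by edgeR's TMM method, and *CTCF*0 was compared with its own WT control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p-value under 0.05 and a fold change over 1.5 are called DE, with the thresholds that the authors used. Normalized counts are given as CPM on the TMM scale. Gene positions are those of dm6.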

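*CTCF* (FBgn0035769) lies on the minus strand of chromosome 3L from 7353578 to 7356713. Its normalized count was 2.26 ± 0.604 CPM (SD, n = 3) in *CTCF*0 CNSs and 40.8 ± 1.48 CPM (SD, n = 3) in WT CNSs. The log2 fold change was -4.17 (standard error 0.239, adjusted p = 6.5e-05). The mean in *CTCF*0 was 5.54% of the WT mean, and single *CTCF*0 libraries ranged from 3.99% to 6.94%. Between 23 and 39 reads were counted on *CTCF* in each *CTCF*0 library, above the 3 counts taken as the floor, against 483 to 693 reads in each WT library. All 3 *CTCF*0 libraries lay below all 3 WT libraries (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -4.35 and -4.03.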

392 (~3% of all) genes were significantly differentially expressed (DE) in *CTCF*^*0*^ mutants (with adjusted p-value<0.05 and |fold-change| > 1.5) (Fig. 3a, Supplementary Data 4). 

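In the edgeR fit, 245 genes were DE, of which 168 had increased and 77 decreased expression in *CTCF*0 CNSs. The share with increased expression was 68.6% (95% Wilson confidence interval 62.5% to 74.1%). At an unadjusted p-value under 0.05 there were 1057 genes. With DESeq2's Wald test, the tool named in the methods, 392 genes were DE on the same filtered genes, and 244 of the 245 genes were among them. The number of DE genes moved most when one library was left out, to 90 without WT replicate 1 and to 556 without *CTCF*0 replicate 2. The reporting summary states that the genotypes were handled in parallel, and the paper's text does not name which *CTCF*0 and WT replicates belong together. With the replicate number as a block, 145 genes were DE, and 144 of these were among the 245. Across genes, the deviations of a *CTCF*0 and a WT library from their group means correlated with a mean r of -0.38 (range -0.50 to -0.16) for the 3 pairs of libraries with the same number and with a mean r of 0.18 (range -0.27 to 0.54) for the 6 pairs with different numbers. Libraries with the same number were thus less alike than the other pairs on average.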

*CTCF*^*0*^ mutants therefore do not show widespread transcriptional defects, though changes occurring in subsets of cells in the CNS such as CTCF’s previously validated target gene *Abdominal-B* elude our analysis^21^.

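The DE genes made up 2.81% of the genes tested. *Abd-B* (FBgn0000015, chromosome 3R from 16927212 to 16972236) had a normalized count of 5.73 ± 1.98 CPM (SD, n = 3) in *CTCF*0 CNSs and 5.54 ± 1.79 CPM (SD, n = 3) in WT CNSs. Its log2 fold change was 0.06 (standard error 0.349, adjusted p = 0.977), and the values of the 2 genotypes overlapped. With each library left out in turn, the log2 fold change lay between -0.17 and 0.27, and no change of *Abd-B* in either direction was detectable at this depth. From the share of genes that were DE, the paper concludes that transcription is not broadly disturbed in *CTCF*0 mutants, and it states that changes in subsets of CNS cells, such as those of *Abd-B*, escape its measurement.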

**Fig. 3:**
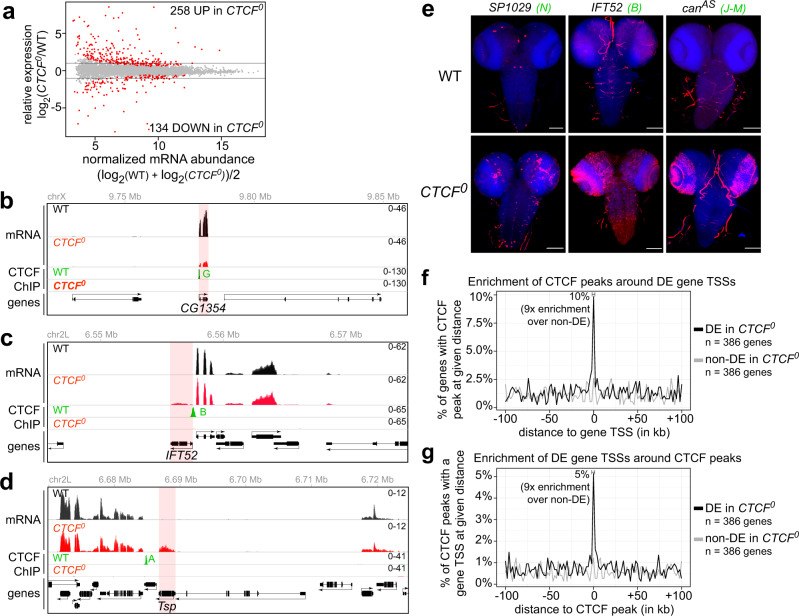
CTCF impacts expression patterns of genes near CTCF peaks. **a** RNA-seq MA plot of *CTCF*^*0*^ versus WT CNSs with mean abundance (in x) plotted as a function of enrichment (in y). Differentially expressed (DE) genes (*p*adj < 0.05 and |fold change| > 1.5) are red. **b**–**d** RNA-seq signals in WT (black) and *CTCF*^*0*^ (red) larval CNSs, and CTCF ChIP-seq signals in WT (green) and *CTCF*^*0*^ (red) larval CNSs at *CG1354* (**b**), *IFT52* (**c**) and *Tsp* (**d**) loci. Differentially transcribed regions are shaded in red. Scales in tracks of all figures indicate reads per million. In all figures, CTCF peaks labeled by capital letters were tested in Fig. 4c. **e** RNA-FISH with antisense probes (red) against indicated transcripts in CNSs of wildtype and *CTCF*^*0*^ larvae stained by DAPI (blue) (scale bars 100 µm). mRNAs of *SP1029*, *IFT52* and an antisense transcript overlapping *can* (shown in Supplementary Fig. 3b) are normally not expressed in wildtype CNSs (background signal is sometimes visible in trachea) and are misexpressed in different patterns in *CTCF*^*0*^ mutants. All animals showed similar misexpression patterns for a given transcript. **f** Percentage (in y) of *n* = 386 DE genes in *CTCF*^*0*^ larval CNSs (black) or *n* = 386 randomly sampled expression-level-matched non-DE genes (gray) with at least one of 740 CTCF peaks at a given distance (per 2 kb bins) around the gene TSS, measured in the direction of transcription (in x). Ten percent of DE genes have at least one CTCF peak within ±1 kb of their TSS, which is ninefold higher than the average enrichment at the sampled non-DE genes. **g** Percentage (in y) of CTCF peaks with at least one of *n* = 386 DE gene TSSs (black) or *n* = 386 randomly sampled expression-level-matched non-DE gene TSSs (gray) at a given distance (per 2 kb bins) around CTCF peaks, measured in the direction of transcription (in x). Five percent of CTCF peaks have at least one DE gene TSS within ±1 kb, which is 9-fold higher than at the sampled non-DE TSSs.

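*CG1354* (FBgn0030151) lies on chromosome X from 9778742 to 9782094, and the nearest CTCF peak is 102 bp from its transcriptional start site. Its normalized count was 103 ± 19.5 CPM (SD, n = 3) in *CTCF*0 CNSs and 493 ± 35.1 CPM (SD, n = 3) in WT CNSs, a log2 fold change of -2.26 (standard error 0.191, adjusted p = 4.9e-04 in edgeR's test). It was DE in all 6 fits that each left out one library, with log2 fold changes from -2.41 to -2.11. *CG13689* (FBgn0031270, chromosome 2L from 602813 to 604430) has a CTCF peak 273 bp from its start site. Its normalized count was 0.463 ± 0.230 CPM (SD, n = 3) in *CTCF*0 and 20.9 ± 1.15 CPM (SD, n = 3) in WT, a log2 fold change of -5.45 (standard error 0.330, adjusted p = 8.9e-05 in the same test). One *CTCF*0 library was at the floor of 3 counts.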

Some DE genes had decreased expression in *CTCF*^*0*^ mutant CNSs compared to WT (Fig. 3b). Several DE genes with increased expression in *CTCF*^*0*^ CNSs are normally not expressed in the CNS but rather restricted to other specialized tissues like testes (*Intraflagellar transport 52*), tendons (*Thrombospondin*), and the peripheral nervous system (*Odorant receptor 67d*) (Figs. 3c, 3d, Supplementary Fig. 3b). 

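*IFT52* (FBgn0031829) lies on chromosome 2L from 6555717 to 6557502, 18 bp from the nearest CTCF peak as measured from its start site. Its normalized count was 45.1 ± 3.98 CPM (SD, n = 3) in *CTCF*0 CNSs and 1.62 ± 0.232 CPM (SD, n = 3) in WT CNSs, a log2 fold change of 4.80 (standard error 0.216, adjusted p = 2.2e-05). Between 20 and 25 reads were counted on *IFT52* in each WT library. *Tsp* (FBgn0031850, chromosome 2L from 6686791 to 6709086) rose from 4.17 ± 0.465 CPM (SD, n = 3) to 35.7 ± 9.26 CPM (SD, n = 3), a log2 fold change of 3.09 (standard error 0.247, adjusted p = 3.7e-04). The nearest CTCF peak is 24256 bp from its start site. This distance spans the gene, which is on the minus strand. The paper lists its CTCF peak A as close to *Tsp*, and that peak lies beyond the opposite end of the gene. *Or67d* (FBgn0036080, chromosome 3L from 10273204 to 10274624) rose from 0.813 ± 0.267 CPM (SD, n = 3) to 10.4 ± 4.53 CPM (SD, n = 3), a log2 fold change of 3.69 (standard error 0.417, adjusted p = 0.0026). Its start site is 1454 bp from the nearest CTCF peak. For each of these genes, all 3 *CTCF*0 libraries lay above all 3 WT libraries, and all 6 fits that each left out one library called it DE.

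**Figure D1:**
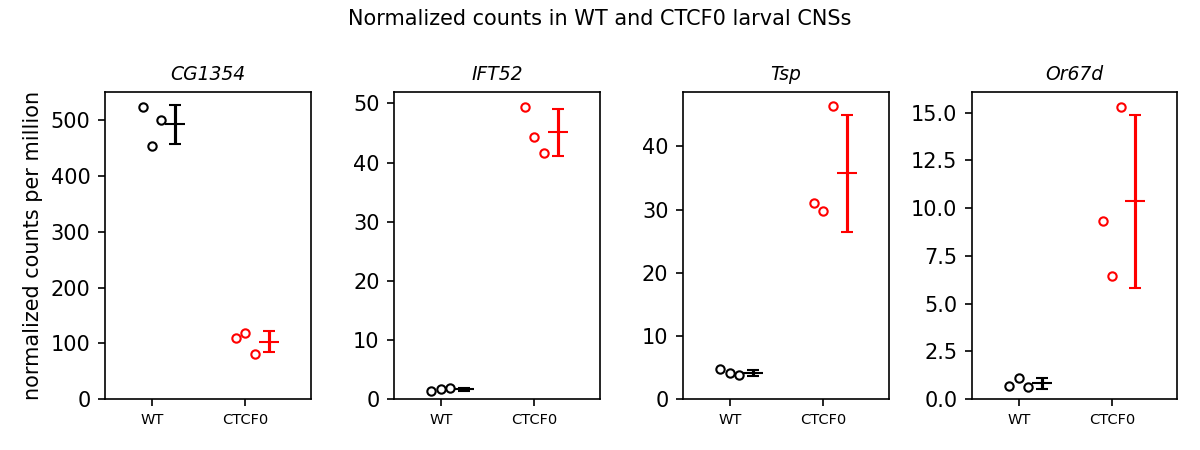
Normalized counts (CPM, y axis, linear, starting at 0) of *CG1354*, *IFT52*, *Tsp* and *Or67d* in WT (black) and *CTCF*0 (red) larval CNSs, with circles for the 3 libraries of each genotype and a dash with error bars for the mean and SD. *CG1354* falls from a mean of 493 to 103 CPM, and the other genes rise.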

Some ectopic transcripts lacked annotated start and termination sites suggesting that they are cryptic (Supplementary Fig. 3b). RNA fluorescent in situ hybridization (RNA-FISH) analysis showed that genes with increased expression in *CTCF*^*0*^ CNSs were misexpressed in various patterns, possibly driven by locus-specific enhancers (Fig. 3e).

Indirect transcriptional changes are expected in *CTCF*^*0*^ mutants, which lack CTCF since the beginning of development, and we asked whether CTCF regulates genes in the vicinity of its binding sites. 10% of DE genes had a CTCF peak within ±1 kb of their transcriptional start site (TSS) (ninefold enrichment over randomly sampled matched non-DE genes) (Fig. 3f), a result that was not very different for genes with increased versus decreased expression in *CTCF*^*0*^ mutants (Supplementary Fig. 3c). Conversely, 5% of CTCF peaks were located within ±1 kb of a DE gene TSS (9-fold enrichment over randomly sampled matched non-DE genes) (Fig. 3g). These results suggest that, depending on the locus, CTCF may directly repress or activate the transcription of nearby genes, or alternatively CTCF may shield promoters from inappropriate enhancers or silencers as observed at *Hox* gene loci^21,40^.

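The 740 CTCF peaks of Supplementary Data 1 were set against the annotated start sites of the genes tested. Of the 244 DE genes with an annotated start site, 25 had a CTCF peak within 1 kb, which is 10.2% (95% Wilson confidence interval 7.04% to 14.7%). In 1000 random draws of as many non-DE genes, matched on mean expression in 20 bins, the mean share was 2.73%. The share at DE genes was 3.75-fold higher than at matched genes, and at most 15 genes had a peak in any draw, against 25. The 25 include the mutated *CTCF* gene itself, and without it, an alternative chosen after the values were seen, 24 of 243 genes had a peak and the fold was 3.68. Among all 8423 non-DE genes, 244 had a CTCF peak within 1 kb, or 2.90% (Fisher's exact test, two-sided p = 1.3e-07). The share was 8.38% for the 167 genes with increased expression and 14.3% for the 77 with decreased expression, a difference that did not pass Fisher's exact test (two-sided p = 0.176). Of the alternatives for the window, the start sites, the peak positions and the DE calls, an adjusted p-value under 0.01 moved the fold most, to 5.41. When the matched share was averaged over all bins of 2 kb out to 100 kb, a definition chosen after the values were seen, the fold was 8.82.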

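Seen from the peaks, 25 of the 740 CTCF peaks, or 3.38%, had the start site of a DE gene within 1 kb. On average 6.71 peaks lay as close to a start site in the draws of matched non-DE genes, and the fold between both numbers was 3.73. A gene that passed the 1 CPM filter lay within 1 kb of 217 peaks.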

Could the structural defects observed in *CTCF*^*0*^ Hi-C maps be secondary consequences of gene misregulation in the vicinity of former CTCF peaks? Some CTCF-dependent domain boundaries were located far from genes (Fig. 2c, CTCF peak 6 is 9 kb away from the closest gene) and are thus unlikely to be impacted by transcription. 

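Of the genes tested, 269 had a CTCF peak within 1 kb of their start site. Expression of 244 of these was not significantly different in *CTCF*0 CNSs, a share of 90.7% (95% Wilson confidence interval 86.6% to 93.6%). Expression was increased at 14 of the others and decreased at 11. Boundaries lost in *CTCF*0 mutants were taken from the part of the boundary list that was read, which holds 1758 WT boundaries of which 279 were lost, and 65 CTCF peaks lay within 2 kb of a lost boundary. Within 1 kb of these peaks were the start sites of 17 genes that were tested, of which 1 had increased, 3 had decreased and 13 had not significantly different expression. Within 10 kb there were 75 such genes, of which 2 had increased, 3 had decreased and 70 had not significantly different expression.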

Others were located near genes whose expression increased (Supplementary Fig. 2c, peak 3), decreased (Supplementary Fig. 2c, peak 6) and in most cases remained unchanged (Supplementary Fig. 2c, peak 7). Few (8%) DE genes were located in different A/B compartments in *CTCF*^*0*^ mutants relative to WT, indicating that differential gene expression mostly occurred without large changes in higher-order spatial chromatin configuration (Supplementary Fig. 3d, Supplementary Data 5). Together, these results indicate that the pervasive weakening of physical boundaries observed at former CTCF peaks in *CTCF*^*0*^ mutants (Fig. 2e-f) is not a mere consequence of altered transcription.

### CTCF occupancy scales with enhancer-blocker activity in a reporter assay

Previous studies of the functionality of CTCF binding sites stably integrated into the fly genome suggested that most of them lack insulator activity (i.e., the ability to block regulatory crosstalk)^36^, at least in single copies^40^. Here, we tested CTCF peaks in a quantitative reporter assay. The reporter comprises an enhancer positioned between two fluorescent reporter genes (EGFP and mCherry) driven by minimal *Heat-shock-protein-70* (*Hsp70*) promoters (Fig. 4a). Test fragments were cloned in between EGFP and the enhancer, maintaining the enhancer at a similar distance from both reporter genes. Reporter plasmids were then transiently transfected into *Drosophila* S2 cells, and relative EGFP and mCherry intensities were measured in thousands of single cells with a cell analyzer (Supplementary Fig. 4a). An insulator should reduce EGFP expression while mCherry expression should remain high. Control experiments with a neutral spacer or the well-characterized *gypsy* insulator^41^ validated the assay (Fig. 4b, lanes 1 and 2). Two CTCF peaks near genes whose expression decreased (peak G from Fig. 3b) or increased (peak N from Fig. 3e) in *CTCF*^*0*^ mutants had similar effects as *gypsy* (Fig. 4b, lanes 3 and 4). EGFP levels in the presence of *gypsy* or CTCF peaks were not strongly reduced below basal levels measured in enhancer-less control reporters (Supplementary Fig. 4b), suggesting that these tested sequences mostly impaired enhancer-mediated EGFP expression. Additional CTCF peak regions (Supplementary Fig. 4c, average size 360 bp) were tested and their relative insulator strengths were estimated from the median ratio of mCherry-over-EGFP fluorescence measured in single cells. Eleven out of 14 tested CTCF peaks selectively reduced EGFP intensities to various degrees that globally scaled with CTCF ChIP-seq occupancy measured in S2 cells^42^ (Fig. 4c) and that appeared independent of the endogenous locations of CTCF peaks relative to their nearest genes (Supplementary Fig. 4c) and of combinatorial co-binding with other fly insulator-binding proteins on the cloned fragments (Supplementary Fig. 4d). Mutating two base pairs of a CTCF motif in one of these fragments abolished its activity (Fig. 4c, fragment N mut); thus, the reporter specifically reveals the activity of a single CTCF binding site. Taken together, these observations indicate that CTCF sites in the reporter do not strongly directly repress or activate transcription but rather insulate a promoter from an enhancer.

**Fig. 4:**
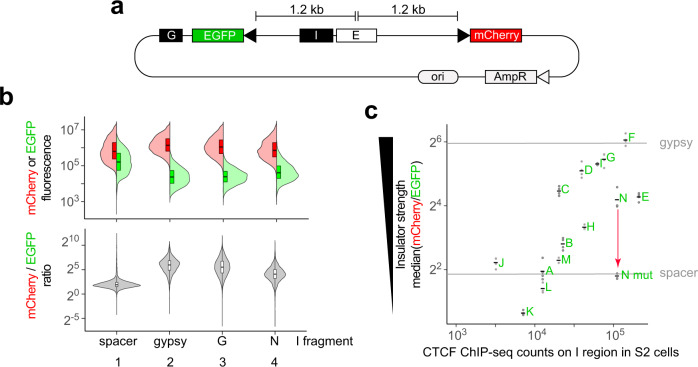
CTCF occupancy scales with enhancer-blocker activity in a reporter assay. **a** In the reporter plasmid, a test insulator I is cloned in between an enhancer E and EGFP, and mCherry serves as a reference (elements are drawn to scale, arrowheads represent *Hsp70* minimal promoters). A *gypsy* insulator G is present downstream of EGFP to block EGFP activation by the enhancer (which in a circular plasmid molecule is both upstream and downstream of EGFP) from the left. **b** Split violin plots (thick lines mark medians, boxes mark interquartile ranges) show distributions of mCherry (left) and EGFP (right) fluorescence intensities (log_10_ values in y) measured in thousands of single S2 cells transiently transfected with reporters with indicated I fragments (in x). mCherry-to-EGFP ratios (log_2_ values in y) in single cells are shown below. For each reporter, merged biological triplicates are plotted. **c** Median mCherry-to-EGFP ratios in single transfected S2 cells (log_2_ values in y) relative to CTCF ChIP-seq counts in S2 cells ^42^ (log_10_ values in x) on selected CTCF peaks (labeled A–N, Supplementary Fig. 4c) cloned as I fragments. *n* = 2 (M), 3 (H, I, L, N) or 4 (A–G, J, K, N mut) biological replicates (dots) and mean values (horizontal lines) are shown. As a reference, mean values obtained with the *gypsy* insulator or a neutral spacer are indicated as horizontal lines. As a control, a CTCF motif in fragment N was mutated, leading to fragment N mut for which CTCF ChIP occupancy was not determined.

### CTCF recruits Cp190 to a subset of Cp190-bound domain boundaries

To further understand how CTCF functions, we asked whether it stably associates with partner proteins that contribute to its activity. Unbiased identification of CTCF partners from *Drosophila* embryonic nuclear extracts in biological duplicates by mass spectrometry reproducibly identified known insulator-binding proteins Centrosomal protein 190 kDa (Cp190) and Insulator binding factors 1 and 2 (Ibf1 and Ibf2) as enriched CTCF interactors relative to negative control (Supplementary Fig. 5a). Reciprocal Cp190 purifications published by others also identified Ibf1, Ibf2 and CTCF among other proteins^43^. Traces of the cohesin complex also co-purified with CTCF (Supplementary Fig. 5a) reminiscent of transient interactions between cohesin and CTCF seen in mammalian cells^44^.

CTCF was previously shown to directly interact with Cp190^45^, yet the relevance of this interaction remained unclear. No common target genes are known^46^ and a mutant version of CTCF reported to no longer interact with Cp190 was largely functional in vivo^45^. We performed pull-downs of GFP-tagged CTCF fragments co-expressed in bacteria with Cp190’s BTB (Broad-Complex, Tramtrack and Bric-a-brac) domain and found that amino acids 698-771 in CTCF C-terminus directly interact with Cp190 BTB (Supplementary Fig. 5b). Importantly, this stretch in CTCF does not overlap the previously deleted region (amino acid residues 774–818) that was used to conclude that CTCF’s interaction with Cp190 was unimportant in vivo.

To assess the genome-wide overlap between CTCF and Cp190 binding sites in larval CNSs, specific Cp190 peaks were identified by ChIP-seq with a polyclonal anti-Cp190 antibody in WT and in *Cp190*^*KO*^ animals with a CRISPR-Cas9 mediated deletion of the *Cp190* open reading frame as control (Supplementary Fig. 5c). 6,473 Cp190 peaks were enriched in WT relative to *Cp190*^*KO*^ CNSs (Fig. 5a, Supplementary Data 6). Cp190 colocalized with CTCF at most (79%) CTCF peaks and was additionally present at many other sites (Fig. 5a), consistent with other studies^35,36,47^. We profiled Cp190 binding sites in WT and *CTCF*^*0*^ larval CNSs and found that Cp190 was normally recruited to most Cp190 peaks in *CTCF*^*0*^ mutants with the exception of former CTCF peaks, at which Cp190 was globally reduced (Figs. 5a, 5b, Supplementary Data 7 and 8). In *CTCF*^*0*^ mutants, Cp190 was lost from former higher-occupancy CTCF peaks but only reduced at former lower-occupancy CTCF peaks (Fig. 5b). We therefore distinguish between strictly CTCF-dependent Cp190 peaks (lacking a detectable Cp190 peak when comparing *CTCF*^*0*^ and *Cp190*^*KO*^ mutants) and partially CTCF-dependent Cp190 peaks (with a detectable Cp190 peak in *CTCF*^*0*^ relative to *Cp190*^*KO*^ mutants, generally weaker in *CTCF*^*0*^ than in WT).

**Fig. 5:**
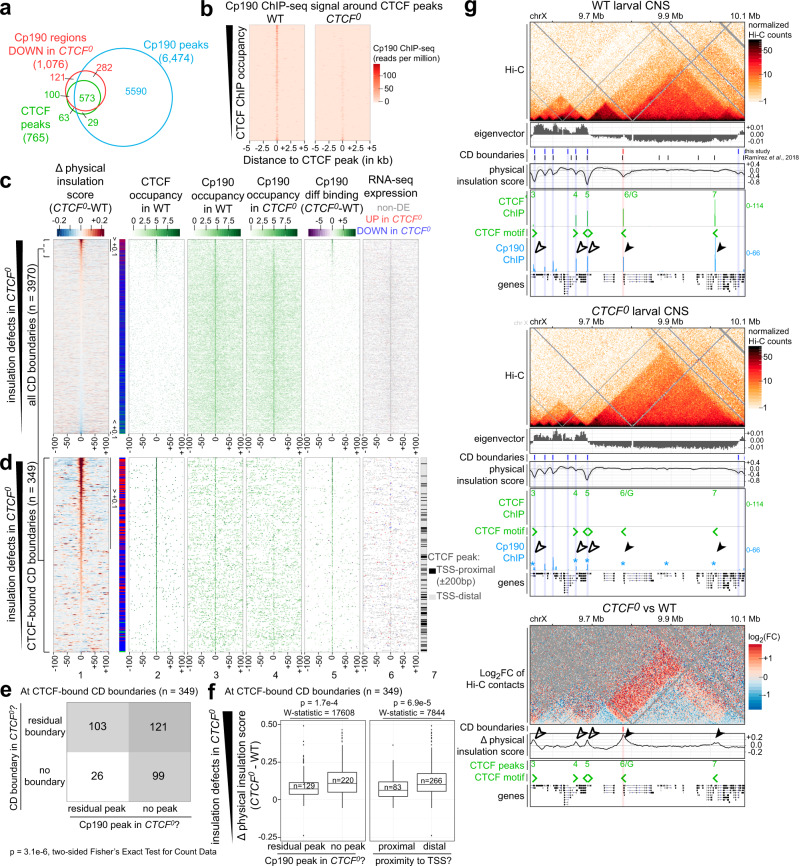
CTCF recruits Cp190 to a subset of Cp190-bound domain boundaries. **a** Overlap between CTCF (green) and Cp190 (blue) peaks in WT, and regions with reduced Cp190 binding in *CTCF*^*0*^ relative to WT (red). Some peaks were split for three-way comparisons (see “Methods”). **b** Cp190 ChIP-seq signal in WT or *CTCF*^*0*^ around CTCF peaks, ranked by CTCF occupancy in WT. **c** Distribution of indicated datasets around CD boundaries defined in any genotype (*n* = 3970 boundaries) ranked by insulation defects in *CTCF*^*0*^. (1) Insulation score differences in *CTCF*^*0*^ minus WT. Visibly weaker boundaries in *CTCF*^*0*^ (score > +0.1) or in WT (score < −0.1) are bracketed. On the right, boundaries are classified as in Fig. 2d. (2–4) ChIP occupancy of CTCF peaks in WT, Cp190 peaks in WT or Cp190 peaks in *CTCF*^*0*^. (5) Differential Cp190 ChIP occupancy in *CTCF*^*0*^ minus WT. (6) Expressed TSSs in WT and *CTCF*^*0*^ with similar (gray), increased (red) or decreased (blue) expression in *CTCF*^*0*^ relative to WT. **d** As above for CD boundaries with a CTCF peak within ±2 kb (*n* = 349 boundaries) centered on the closest CTCF peak classified as TSS-proximal (within ±200 bp of a TSS) or distal (lane 7). **e** Numbers of CD boundaries bound by CTCF in WT (*n* = 349 boundaries) that are present or absent in *CTCF*^*0*^ mutants, and whose associated CTCF peak overlaps or not a residual Cp190 peak in *CTCF*^*0*^ mutants (*p*-val = 3.1e−6, two-sided Fisher’s Exact Test for Count Data). **f** Physical insulation score differences in *CTCF*^*0*^ minus WT at CTCF-bound CD boundaries (*n* = 349 boundaries) are higher when the associated CTCF peak does not overlap a residual Cp190 peak in *CTCF*^*0*^ mutants, or a TSS within 200 bp (indicated *p* values and W-statistics from two-sided Wilcoxon rank-sum test with continuity correction). Box plot: center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile ranges; points, outliers; *n* = CTCF peaks of each category (in x). **g** Example locus like Fig. 2c also displaying Cp190 ChIP-seq signal in WT and *CTCF*^*0*^ mutant larval CNSs. Asterisks mark Cp190 peaks in *CTCF*^*0*^ mutants with reduced occupancy relative to WT revealed by differential analysis. Solid arrowheads mark strictly CTCF-dependent boundaries (the second boundary was not called by TopDom), empty arrowheads mark partially CTCF-dependent boundaries.

Unlike CTCF, Cp190 binding was enriched at CD boundaries genome-wide (Fig. 5c lane 3, Supplementary Figs. 5d, e)^2,15,17^. Outside of CTCF peaks, Cp190-occupied domain boundaries were often proximal to transcribed TSSs (Fig. 5c, lane 6). In *CTCF*^*0*^ mutants, residual Cp190 binding at former CTCF-occupied boundaries was significantly associated with boundary retention (Figs. 5d–f). Seventy-five percent of strictly CTCF-dependent boundaries lacked a residual Cp190 peak, and 80% of residual Cp190 peaks were associated with a residual boundary in *CTCF*^*0*^ mutants (Fig. 5e). CD boundary defects in *CTCF*^*0*^ mutants were also less severe at former TSS-proximal CTCF peaks (within 200 bp of a gene TSS) than at former TSS-distal CTCF peaks (Fig. 5f). This suggests that either Cp190 itself, its associated factors, or transcription at Cp190-bound TSSs may redundantly contribute to the formation of physical boundaries independently of CTCF and may synergize with CTCF at partially CTCF-dependent Cp190 peaks (see examples in Fig. 5g).

### CTCF and Cp190 co-regulate a subset of target genes

To assess whether loss of Cp190 results in transcriptional changes shared with *CTCF*^*0*^ mutants, RNA-seq was performed on *Cp190*^*KO*^ larval CNSs in biological triplicate. 

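RNA was extracted from 3 replicates of 60 larval CNSs each for *Cp190* KO and for a WT control of its own. The libraries were sequenced on another instrument than those of *CTCF*0 and its WT control, as single-end reads of 150 bp. The deposited values are again the authors' counts per gene. Between 16126996 and 20410398 reads were counted on genes in the WT libraries (median 19756423), and between 16678885 and 21522453 in the libraries labelled *Cp190* KO (median 18530593). The 1 CPM filter left 8599 genes. *Cp190* (FBgn0000283, chromosome 3R from 15270432 to 15275241) had a normalized count of 32.0 ± 8.38 CPM (SD, n = 3) in the libraries labelled *Cp190* KO and 37.1 ± 11.6 CPM (SD, n = 3) in WT, with overlapping values. Its log2 fold change was -0.22 (standard error 0.295, adjusted p = 0.810), so *Cp190* counts did not tell the groups apart. Of its 4293 bp of exonic sequence, 1014 bp (23.6%) lie outside the interval between the homology arms of the knockout construct, and the mean count was 86.1% of WT. The counts per gene do not say where in *Cp190* the reads lie. In the library labelled *Cp190* KO replicate 3, only 375 genes had 1 to 3 counts, against 1738 to 2199 genes in the other 11 libraries.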

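Between the libraries labelled *Cp190* KO and their WT control, 207 genes were DE, of which 119 were higher and 88 lower in the libraries labelled *Cp190* KO. These directions rest on the labels of the libraries. The share of DE genes that were higher was 57.5% (95% Wilson confidence interval 50.7% to 64.0%), and 1130 genes had an unadjusted p-value under 0.05. DESeq2 called 440 genes, 248 higher and 192 lower, and all of the 207 genes were among them. Without WT replicate 3 of this experiment, 24 genes were DE. Without the library labelled *Cp190* KO replicate 3, which had few genes at low counts, 71 genes were DE, 31 higher and 40 lower. The replicate number as a block gave 89 DE genes, of which 88 were among the 207. The 3 pairs of libraries with the same number had a mean r of 0.17 (range -0.01 to 0.48) between their deviations from the group means across genes, and the 6 other pairs had a mean r of -0.09 (range -0.34 to 0.34). The ranges of both kinds of pair overlap.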

Overall, 440 DE genes were observed in *Cp190*^*KO*^ mutant CNSs compared to WT, of which 192 went up and 248 went down relative to WT (with adjusted *p*-value < 0.05 and |fold-change| > 1.5) (Supplementary Fig. 6a, Supplementary Data 9). Since Cp190 is bound to many more sites than CTCF (Fig. 5a), we did not expect that many transcriptional changes in *Cp190*^*KO*^ mutants would be shared in *CTCF*^*0*^ mutants. Surprisingly, however, a considerable fraction of DE genes in *CTCF*^*0*^ and *Cp190*^*KO*^ mutants were common (31% of all DE genes in *CTCF*^*0*^ and 26% of all DE genes in Cp190^*KO*^) and concordantly changed in similar directions and to similar degrees relative to WT (Fig. 6a). This is exemplified at the *SP1029* (Fig. 6b–c) and *CG15478* (Fig. 6d–e) genes that are proximal to a CTCF and Cp190 co-bound peak (peak 1/N in Fig. 6b, peak 2 in Fig. 6d). 

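Of 8463 genes tested in both comparisons, 195 were DE in *CTCF*0 and 167 in the libraries labelled *Cp190* KO. Both sets shared 49 genes, where 3.85 would be shared by chance (odds ratio 23.2, Fisher's exact test, two-sided p = 6.2e-42). Genes are not independent replicates, so this p-value describes the lists and not the animals. The shared genes were 20.0% of all DE genes in *CTCF*0 and 23.7% of those in the libraries labelled *Cp190* KO. Expression was higher in both mutants at 24 genes and lower in both at 22, so that 46 of 49 (93.9%, 95% Wilson confidence interval 83.5% to 97.9%) changed in the same direction (exact binomial test against 50%, two-sided p = 7.0e-11). Across the 49 genes, the log2 fold changes correlated with Pearson's r = 0.79 (95% confidence interval 0.65 to 0.88) and Spearman's rho = 0.82. Permutation tests gave p = 1e-05 for both, the smallest that 100000 resamples can give. Over all 8463 genes, r was 0.45. For 29 of the 49 genes, the fold changes in the 2 mutants were within 2-fold of each other. The number of shared genes ranged from 5, without WT replicate 2 or 3 of the *Cp190* KO experiment, to 119 with DESeq2's calls. With the replicate number as a block in both fits, 19 genes were shared. Leaving out the library labelled *Cp190* KO replicate 3 also left 19 shared genes.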

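*SP1029* (FBgn0263236) lies on chromosome 3R from 29244961 to 29250451, 1279 bp from the nearest CTCF peak as measured from its start site. Its normalized count rose from 63.7 ± 9.22 to 149 ± 4.02 CPM in *CTCF*0 (SD, n = 3 each), a log2 fold change of 1.22 (standard error 0.163, adjusted p = 0.0053). It rose from 69.1 ± 13.9 to 157 ± 27.7 CPM in the libraries labelled *Cp190* KO (SD, n = 3 each), a log2 fold change of 1.18 (standard error 0.192, adjusted p = 0.0229). *CG15478* (FBgn0029955, chromosome X from 7712783 to 7717932) has its nearest CTCF peak 6972 bp from its start site. Its normalized count fell from 179 ± 5.42 to 82.4 ± 15.2 CPM in *CTCF*0 (SD, n = 3 each), a log2 fold change of -1.12 (standard error 0.174, adjusted p = 0.0114). It fell from 164 ± 20.8 to 85.6 ± 8.51 CPM in the libraries labelled *Cp190* KO (SD, n = 3 each), a log2 fold change of -0.93 (standard error 0.146, adjusted p = 0.0203). For both genes and both mutants, the 3 mutant libraries did not overlap the 3 WT libraries, but only 2 of the 6 fits that each left out one library called *CG15478* DE in either mutant or *SP1029* DE in the libraries labelled *Cp190* KO. With the replicate number as a block, *SP1029* stayed DE in *CTCF*0 (adjusted p = 0.0424) and passed the threshold no longer in the libraries labelled *Cp190* KO (adjusted p = 0.0757), and *CG15478* passed it in neither (adjusted p = 0.0659 and 0.0784). No difference between the changes in both mutants was detected for *SP1029* (log2 difference 0.05, adjusted p = 1.00) or *CG15478* (log2 difference -0.18, adjusted p = 1.00).

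**Figure D2:**
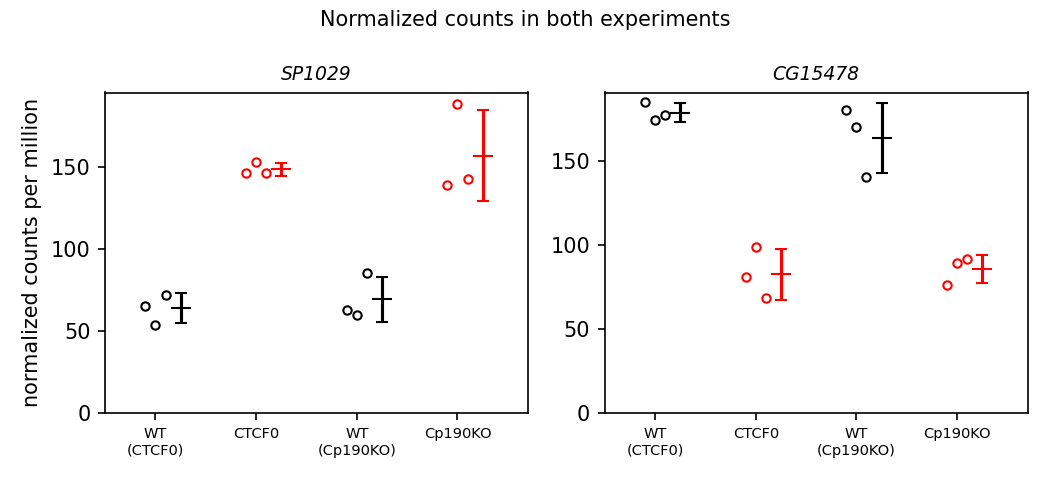
Normalized counts (CPM, y axis, linear, starting at 0) of *SP1029* and *CG15478* in *CTCF*0, in the libraries labelled *Cp190* KO and in the WT control of each, with circles for the 3 libraries of each group and a dash with error bars for the mean and SD. *SP1029* is higher and *CG15478* lower in both mutants (red) than in their WT controls (black).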

In the absence of CTCF, Cp190 is additionally lost from these peaks (Figs. 6b and d, middle), a CD boundary is disrupted (Supplementary Figs. 6b and c), and the gene is expressed at increased (*SP1029* in Fig. 6b, middle) or decreased (*CG15478* in Fig. 6d, middle) levels relative to WT. In the absence of Cp190, CTCF remains bound at *SP1029* (Fig. 6b, bottom) and *CG15478* (Fig. 6d, bottom) which are nevertheless also similarly misexpressed relative to WT (Figs. 6b and d, bottom). This suggests that Cp190 is required for CTCF function independently of CTCF binding to DNA. To more stringently compare *SP1029* and *CG15478* misexpression in the absence of CTCF or Cp190, we visualized their mRNAs in embryos completely lacking maternal and zygotic CTCF (*CTCF*^*0*^) or Cp190 (*Cp190*^*0*^). Already at 11 h of development, *CTCF*^*0*^ and *Cp190*^*0*^ embryos ectopically expressed *SP1029* in the same cells (in the nervous system and additional cell types) (Fig. 6c) and failed to express WT levels of *CG15478* in the nervous system (Fig. 6e). We conclude that Cp190 is a critical partner of CTCF for regulating a subset of common genes (see summary model in Fig. 6f).

**Fig. 6:**
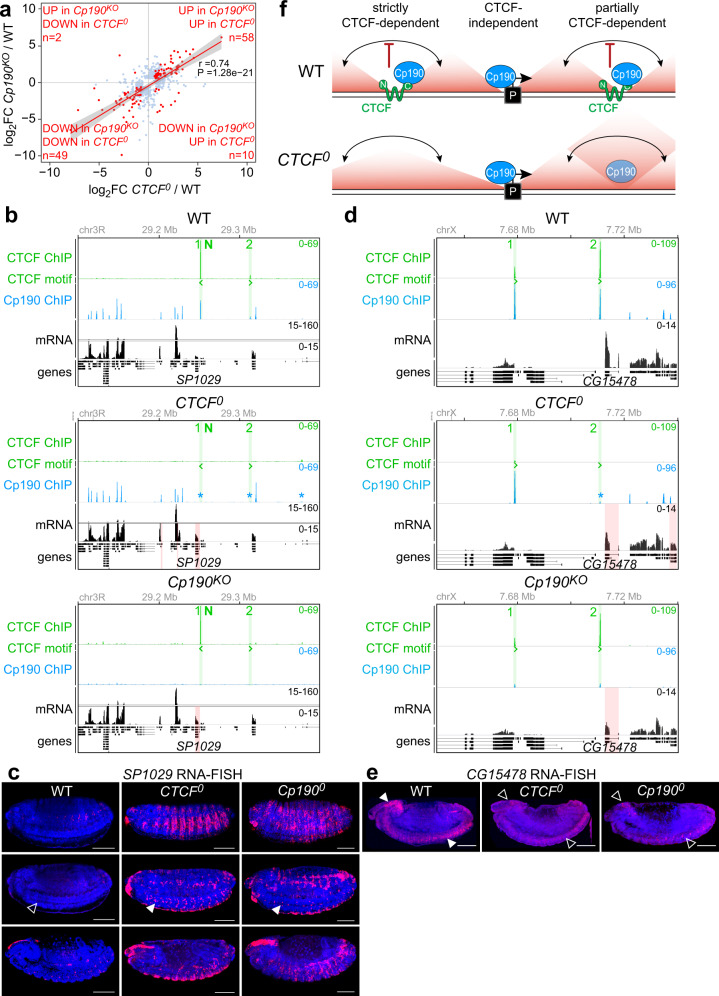
CTCF and Cp190 co-regulate a subset of target genes. **a** DE genes (with padj<0.05 and |fold change| > 1.5) in *CTCF*^*0*^ and/or *Cp190*^*KO*^ mutant larval CNSs relative to WT with detectable expression in both differential RNA-seq analyses (omitting 55 DE genes in *CTCF*^*0*^ and 54 DE genes in *Cp190*^*KO*^ that had low counts in the other differential analysis) are plotted in light blue and red. DE genes common in *CTCF*^*0*^ and *Cp190*^*KO*^ mutants are highlighted in red and counted in each quadrant. Pearson’s correlation coefficient and *p*-value show correlated changes of common DE genes. The red line shows linear regression and gray shadowing the corresponding 95% confidence interval. **b** Extended *SP1029* gene locus displaying CTCF ChIP-seq (peaks numbered and highlighted in green), CTCF motif orientations in DNA, Cp190 ChIP-seq, and mRNA-seq tracks (DE genes highlighted in red) in WT (top), *CTCF*^*0*^ (middle) and *Cp190*^*KO*^ CNSs (bottom). Asterisks mark Cp190 peaks in *CTCF*^*0*^ mutants with reduced occupancy relative to WT revealed by differential analysis. **c** Lateral views of 11 h old embryos of labeled genotypes (columns) in 3 confocal sections (rows) subjected to *SP1029* RNA-FISH (scale bars 100 µm). Arrowheads mark *SP1029* misexpression in the nerve chord of *CTCF*^*0*^ and *Cp190*^*0*^ mutants (filled arrowheads), not occurring in WT embryos (empty arrowhead). **d** As Fig. 6b for the extended *CG15478* gene locus. Residual Cp190 ChIP signal in *Cp190*^*KO*^ mutants could be maternally deposited Cp190 or non-specific ChIP signal. **e** As Fig. 6c for *CG15478* RNA-FISH. Arrowheads mark *CG15478* expression in the brain and nerve chord of WT embryos (filled arrowheads), strongly reduced in *CTCF*^*0*^ and *Cp190*^*0*^ mutants (empty arrowheads). **f** Wildtype *Drosophila* contact domain boundaries are strictly CTCF-dependent, partially CTCF-dependent, or not bound by CTCF. CTCF recruits Cp190 to CTCF-dependent boundaries, and Cp190 is recruited independently to additional boundaries many of which are close to transcribed gene promoters. In *CTCF*^*0*^ mutants, Cp190 is lost from strictly CTCF-dependent boundaries, while at other former CTCF peaks residual Cp190 binding is associated with partial boundary retention. CTCF-dependent boundaries can prevent regulatory crosstalk (double-sided arrows) between genes and regulatory elements positioned on either side, and Cp190 co-regulates a subset of genes together with CTCF.

## Discussion

CTCF-dependent CDs have been proposed to regulate the communication between genes and their regulatory elements. Here, we analyzed *Drosophila* that developed in the complete absence of CTCF and reached the following conclusions: (1) CTCF is most critically required in neuronal cells for adult viability (Fig. 1). (2) Domain boundary defects in *CTCF*^*0*^ mutants are overwhelmingly associated with CTCF-bound sites, consistent with a mechanism in which CTCF can form boundaries (Fig. 2). At the same time, the vast majority of boundaries are CTCF-independent. (3) CTCF prevents ectopic activation and silencing of certain genes in its vicinity (Fig. 3). (4) Sites bound by CTCF do not directly repress or activate transcription, but rather functionally insulate promoters and enhancers in a reporter assay in S2 cells (Fig. 4). (5) Cp190 directly binds to the C-terminus of CTCF and is recruited to CTCF peaks in a strictly or partially CTCF-dependent manner (Fig. 5). Residual Cp190 binding at former CTCF peaks coincides with residual boundary retention in *CTCF*^*0*^ mutants (Fig. 5). (6) CTCF binding to DNA alone is not sufficient for correct expression patterns of a subset of genes that also rely on Cp190. Below we discuss how this work furthers our understanding of genome folding in *Drosophila*, CTCF’s role in transcriptional regulation and the molecular basis thereof.

### Relaxed requirement of CTCF for *Drosophila* genome architecture

In comparison to vertebrates, the principles of genome folding into CDs in *Drosophila* are less clear. On the one hand, the majority of fly CDs were proposed to form by compartmentalization of domains with different transcriptional states or because actively transcribed genes cluster, with little contribution from architectural proteins acting independently of transcription^2,48^. On the other hand, analyses of enriched transcription factor motifs at domain boundaries defined at high-resolution revealed that 77% were enriched in core promoter motifs (and called promoter boundaries) and the remaining 23% were enriched in motifs of insulator-binding proteins like CTCF, su(Hw) and Ibf1 (and called non-promoter boundaries)^17^. This suggested that architectural proteins may form some domain boundaries. By completely ablating CTCF in vivo, we definitively show that CTCF contributes to the formation of a small fraction (below 10%) of domain boundaries in *Drosophila* (Fig. 2). This strongly contrasts with the mammalian genome where extrusion-based mechanisms are responsible for the formation of a large fraction of boundaries. This demonstrates that although domain formation is ubiquitous in different species, the contributions of different mechanisms can vary widely. The limited role that CTCF plays in global genome architecture in flies is nevertheless consistent with our finding that CTCF binding sites are an order of magnitude less frequent in flies (~800 peaks in 130 Mb genome) than in humans (~80,000 peaks in 3 billion bp genome)^49^, and the fact that alternative boundary-forming mechanisms exist in flies.

At strictly CTCF-dependent boundaries, CTCF can form boundaries independently of the presence/absence of a nearby TSS and of detectable transcriptional changes in nearby genes (Figs. 2c and 5d). At partially CTCF-dependent boundaries, defects in *CTCF*^*0*^ mutants are limited by redundant boundary-forming mechanisms often associated with CTCF-independent recruitment of Cp190, Cp190-associated factors or the presence of Cp190-bound transcribed gene TSSs (Figs. 5c–g and 6f). Cp190 marks both promoter and non-promoter boundaries (Fig. 5c)^15,17^, and it remains to be clarified whether Cp190 or its associated factors directly contribute to domain boundary formation (through similar or unrelated mechanisms as CTCF) or whether boundary formation is governed by transcription of Cp190-bound TSSs. Pervasive transcriptional perturbation globally affects Hi-C contact maps^2,16,48^, indicating that transcription itself or the transcription machinery at least reinforces CDs. Finally, we note that apart from CTCF, the transcription factor Zelda has also been shown to affect CD boundaries in flies: Zelda depletion in early *Drosophila* embryos led to partial disruption of former Zelda-occupied domain boundaries, and to concurrent loss of RNA polymerase II recruitment which may account for the observed boundary defects^16^.

Whether *Drosophila* CTCF, like its mammalian counterpart, forms CD boundaries in concert with loop-extruding cohesin remains unclear because of discrepancies between flies and mammals. (1) In mammalian Hi-C maps, CTCF sites at both anchors of an extruded loop often engage in high-frequency contacts^4^ not seen in *Drosophila*^2^ (Fig. 2c, Supplementary Fig. 2c). (2) CTCF and cohesin colocalize genome-wide in mammals^49,50^, but cohesin does not colocalize specifically with CTCF in *Drosophila*^13,17^. Fly CTCF may therefore not have a robust or unique ability to stall or stabilize loop-extruding cohesin complexes, despite their ability to interact in vitro (Fig. 2g). (3) CTCF-dependent boundaries are directional in mammals^4,5,51^ but lack clear directionality in flies (Supplementary Fig. 2g)^2^. All these discrepancies could nevertheless be expected given the probable differences in how fly CTCF interacts with extruding cohesin (Supplementary Fig. 2f). Indeed, previous in silico simulations^6^ and experiments affecting loop-extrusion processivity across CTCF-dependent boundaries in human cells^7,9,10^ described CDs with weaker corner interactions more similar to domains observed in flies. The N-terminus of DNA-bound mammalian CTCF may stall or stabilize cohesin by directly interacting with cohesin subunits and regulators^10,39,52,53^ via binding interfaces that are not all conserved in fly orthologs (Supplementary Fig. 2f). Our results suggest that direct interaction of fly CTCF N-terminus with cohesin is insufficient to form directional chromosomal loops.

### Impact of CTCF on transcriptional regulation

Functional studies of how CTCF impacts expression are challenging in mammalian cells. Recent studies that manipulated CTCF binding sites at specific loci have moderated our view of how critical CTCF is for patterned gene expression, but a limitation is that effects can be masked by unperturbed CTCF sites nearby that function redundantly^31–33^.

Our transcriptional analyses of *Drosophila CTCF*^*0*^ CNSs showed that CTCF is required for patterned expression of selected genes in the CNS while at the same time being dispensable for orchestrating other complex gene expression programs. Gene misexpression may result from defective gene insulation from local regulatory elements, as supported by the binding of CTCF between certain neuronal and non-neuronal genes in vivo (Figs. 3c, d), the increased expression of these genes in *CTCF*^*0*^ larval CNSs (Figs. 3c–e) and the enhancer-blocking activity of CTCF peaks in S2 cells (Fig. 4b–c). Our reporter assay is independent of chromatin environment, allowing quantitative measurements of insulator activity that reveal a direct relation to the efficiency of CTCF recruitment. These findings are consistent with our previous characterization of *Hox* gene misexpression in *CTCF*^*0*^ mutants, which phenocopies deletions of insulator boundaries that maintain the independence of some *Hox* regulatory domains^21^. Our ability to detect gene misregulation in *CTCF*^*0*^ larval CNSs likely depends on genomic context, notably the presence of regulatory elements active in this organ in a sufficiently large number of cells to detectably alter transcription.

Why aren’t gene misexpression defects in *CTCF*^*0*^ mutants more widespread? Recent studies have emphasized that specific communication between regulatory elements and gene promoters is controlled at many levels, of which CTCF provides one. In particular, enhancer-promoter compatibility^54^ and regulation of the chromatin properties of regulatory elements themselves^55^ also determine whether or not regulatory elements and promoters functionally communicate. CTCF may also function redundantly with other insulator-binding proteins in *Drosophila* to limit regulatory crosstalk in this compact genome. Unlike what is known in mammals, flies have a family of insulator-binding proteins, many of which have DNA binding domains with which they target specific loci^56^.

### Molecular basis of how CTCF impacts gene regulation

Whether CTCF’s ability to form physical boundaries explains its conserved genetic insulator activity remains an open question^1,57^. An ideal scenario to address this would be to separate boundary formation from gene insulator function. Human CTCF with mutated critical cohesin-interacting residues was largely functional, but CD boundaries were only partially disrupted^10^. We observed that some DE genes in *CTCF*^*0*^ mutants are close to partially CTCF-dependent boundaries (Fig. 5d, lane 6). Gene misregulation in the absence of CTCF may therefore occur despite significant retention of a physical boundary, but we did not definitively confirm that these DE genes are direct CTCF targets.

We found that CTCF functionally cooperates with a stably bound regulatory cofactor, expanding the view of how CTCF may impact gene regulation. The relevance of the CTCF-Cp190 interaction has been debated. On the one hand, Cp190 was assumed to be required for CTCF’s insulator function based on the observations (1) that the enhancer-blocking activity of a *Hox* gene insulator in transgenic reporter assays depended on both CTCF and Cp190, and (2) that CTCF failed to be recruited to many sites on polytene chromosomes in *Cp190* mutants^58,59^. The latter observation was, however, not reproduced in genome-wide ChIP experiments in Cp190 knock-down cells^36^. On the other hand, no common CTCF and Cp190 target genes were known^46^, and the interaction between CTCF and Cp190 was recently concluded to be dispensable in vivo^45^. The latter conclusion was based on deleting residues in CTCF that did not interact with Cp190 in our pull-down experiments (Supplementary Fig. 5b). We identified genes with concordant transcriptional changes upon loss of either CTCF and Cp190 that are potentially directly regulated by both proteins.

Is this interaction conserved in vertebrates? Around 40 Cp190-like proteins comprising an N-terminal BTB domain and zinc fingers exist in humans^60^, but Cp190 does not have a direct ortholog. The C-terminus of human CTCF is capable of interacting with the BTB domain of a Cp190-like protein called KAISO in yeast two-hybrid experiments^61^, reminiscent of the interaction between fly CTCF C-terminus and the BTB domain of Cp190 (Supplementary Fig. 5b). Whether CTCF transiently interacts with a BTB domain-containing protein in human cells or whether this interaction has not been maintained in vivo remains to be clarified.

How do Cp190 and CTCF collaborate? Incomplete overlap of DE genes in *CTCF*^*0*^ and *Cp190*^*KO*^ mutants suggests that CTCF requires Cp190 at some loci but not others (Fig. 6a). 

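The difference between the changes in the 2 mutants was tested in one edgeR fit of all 12 libraries with a mean for each of the 4 groups, which compares each mutant with its own WT control. Among 8954 genes, 127 changed differently in *CTCF*0 and in the libraries labelled *Cp190* KO, and 617 had an unadjusted p-value under 0.05. Of the 127 genes, 94 were tested in both separate comparisons, and 64 of these had log2 fold changes of opposite sign. Of 146 genes that were DE only in *CTCF*0 and tested in both, 36 (24.7%) passed the test of the difference, and 108 had the same sign in both mutants. DESeq2 called 213 genes, and with the replicate number as a block 60 genes passed. Of the 11 genes tested that the paper names, 7 were called. The log2 difference was -4.52 for *CTCF*, -2.25 for *CG1354*, 4.05 for *IFT52*, 4.46 for *Tsp* and -4.70 for *CG13689*, each of which was called in all 12 fits that each left out one library and with the block. It was 3.26 for *Or67d* (adjusted p = 0.0259) and 3.01 for *can* (adjusted p = 0.0438), which were called in 5 and 2 of the 12 fits and not with the block. From the incomplete overlap of DE genes, the paper proposes that CTCF depends on Cp190 at some loci and not at others.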

Alternatively, additional common targets may be masked by other transcriptional changes in *Cp190*^*KO*^ mutants or by maternal Cp190 rescuing early defects in these mutants. How Cp190 functions is not known, but it may contribute to CTCF’s insulator activity similarly to how Cp190 contributes to the activities of *gypsy* and some *Hox* gene boundary insulators^46,62^. Cp190 may help CTCF form CD boundaries, or Cp190 may function independently of boundary formation through unknown mechanisms that could uncover paradigms for controlling the communication between genes and regulatory elements.

## Methods

### Tissue-specific *CTCF* loss-of-function

*(CTCF*^*KO*^*, UAS-FLP)/TM6B* heterozygotes were crossed to *CTCF*^*KO*^*/TM6B* heterozygotes for an independently isolated *CTCF*^*KO*^ allele that also carried an FRT-flanked genomic *CTCF* rescue transgene and one of various Gal4 drivers: expressed in neuroblasts [*worniu-Gal4* (Bloomington stock 56553)], mature neurons [*elav-Gal4* (Bloomington stock 25750)], or muscles [*Mef2-Gal4* (Bloomington stock 25756)]. Resulting non-TM6B animals were transheterozygous for *CTCF*^*KO*^ alleles, derived from a WT maternal germline, and expressed *UAS-FLP* under the control of a *Gal4* driver leading to tissue-specific excision of the *CTCF* rescue transgene. *w*^*1118*^ (wildtype) and *CTCF*^*KO*^ transheterozygous animals were used as controls.

### Tissue-specific rescue of *CTCF*^*0*^ mutants

Females trans-heterozygous for two independently isolated *CTCF*^*KO*^ alleles were rescued with an FRT-flanked genomic *CTCF* rescue transgene that was excised in their germline by expressing FLP recombinase under the control of *nanos* regulatory sequences. These females were crossed to *CTCF*^*KO*^/TM6B males carrying a *UAS-CTCF-3xHA* transgene (FlyORF stock F000619) and a Gal4 driver mentioned above or no Gal4 driver as control. Resulting non-TM6B animals were transheterozygous for *CTCF*^*KO*^ alleles, derived from a maternal germline devoid of *CTCF* (*CTCF*^*0*^ mutant background) and expressed *UAS-CTCF* under the control of a *Gal4* driver. *w*^*1118*^ animals were used as WT control.

### *Drosophila* viability tests

Three sets of 30–40 third instar larvae of desired genotypes were transferred into separate vials and the number of pupae and fully hatched adults was recorded. The average percentage and standard deviation of animals alive at each developmental stage and over a 30-day period after hatching were scored and plotted in Kaplan-Meier survival plots with 5% confidence intervals from the triplicate experiments.

### Antibodies

For this study, polyclonal rabbit antibodies were raised against CTCF^1–293^ and Cp190^1–1096^. Proteins were recombinantly purified in *E. coli* by tandem affinity purification using N-terminal GFP- and C-terminal His-tags. Tags were cleaved off by 3C protease and used for immunization.

### Western blotting

Forty third-instar larval CNSs per biological replicate were dissected in ice-cold PBS. Samples were sonicated in 100 µl of 20 mM Tris pH 7.5, 500 mM NaCl, 0.1% Triton X-100, 1× complete protease inhibitors (Roche) in a Bioruptor (settings on high, 5 min, 4 °C). Extracts were centrifuged for 5 min at maximum speed and total protein was quantified by Qubit protein assay (ThermoFisher). Calibrated amounts of extract from WT, *CTCF*^*0*^ and *CTCF*^*OE*^ animals were loaded on a 4–12% acrylamide gel and probed with rabbit anti- CTCF^1–293^ crude serum (diluted 1:1000) and mouse anti-tubulin clone B-5-1-2 (Sigma T5168, diluted 1:10,000). *CTCF*^*OE*^ animals expressed a CTCF cDNA under the control of upstream activating sequences (UAS) driven by a ubiquitous *tubulin-Gal4* driver, and served as control. Chemilumiscence pictures of nitrocellulose membranes were imaged in Fiji v2.1.0/1.53c.

### Chromatin preparation from larval CNSs

60 third-instar larval cuticles per biological replicate (two biological replicates per sample except CTCF ChIP-seq in WT performed in biological triplicates) were dissected in ice-cold PBS, then cross-linked 15 min at room temperature in 1.8% (v/v) paraformaldehyde, 50 mM HEPES pH 8, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA. Crosslinking was stopped by washing for 10 min in 1 ml PBS, 0.01% Triton-X100, 125 mM glycine, then cuticles were washed for 10 min in 10 mM HEPES pH 7.6, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X-100. CNSs were dissected from the cuticles in 10 mM HEPES pH 7.6, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.01% Triton X-100, then sonicated in 120 µl of RIPA buffer (10 mM Tris-HCl pH 8, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, protease inhibitor cocktail) in AFA microtubes in a Covaris S220 sonicator for 5 min with a peak incident power of 140 W, a duty cycle of 5% and 200 cycles per burst. Sonicated chromatin was centrifuged to pellet insoluble material and snap-frozen.

### ChIP-seq

ChIP was performed with 2 µl of rabbit polyclonal antibody crude sera against CTCF^1–293^ or Cp190^1–1096^, each incubated with half of the chromatin prepared from a biological replicate overnight at 4 °C. Twenty-five microliters of pre-mixed Protein A and G Dynabeads (Thermo Fisher 100-01D and 100-03D) were added for 3 h at 4 °C, then washed for 10 min each once with RIPA, four times with RIPA with 500 mM NaCl, once in LiCl buffer (10 mM Tris-HCl pH 8, 250 mM LiCl, 1 mM EDTA, 0.5% Igepal CA-630, 0.5% sodium deoxycholate) and twice in TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA). DNA was purified by RNase digestion, proteinase K digestion, reversal of crosslinks at 65 °C for 6 h, and elution from a QIAGEN Minelute PCR purification column. ChIP-seq libraries were prepared using the NEBNext Ultra II DNA Library Prep kit for Illumina. An equimolar pool of multiplexed ChIP-seq libraries at 4 nM was sequenced on the Illumina HiSeq4000 (150 bp paired-end).

### ChIP-seq analysis

Paired-end ChIP-seq reads were demultiplexed and mapped to the dm6 genome using Micmap, a derivative of the fetchGWI tool^63^. Only chromosomes 2, 3, 4, and X were used. ChIP-seq peaks were called using the R package csaw^64^ v1.16.1 using a window width of 20 bp and spacing of 10 bp, ignoring duplicate reads. A background enrichment was evaluated as the median over all samples in the comparison of the average number of reads per 2 kb bins. Windows with less than threefold enrichment over background were filtered out. Data were normalized using the TMM method^65^ implemented in csaw. Differential binding analysis in csaw is based on the quasi-likelihood framework implemented in the edgeR package^66^. Results obtained on different windows were combined into regions by clustering adjacent windows. Combined *p*-values were evaluated for each region using csaw and Benjamini & Hochberg method was applied to control the false discovery rate. Regions with false discovery rate (FDR) < 0.01 and |fold change| > 2 were considered as differential binding regions and are reported in Supplementary Data files 1, 6, 7, and 8. Genuine CTCF peaks were identified by differential analysis of ChIP-seq signals in WT versus *CTCF*^*0*^ as being lower in the mutant samples relative to WT. Genuine Cp190 peaks were similarly identified by differential analysis of ChIP-seq signals in WT versus *Cp190*^*KO*^ (Cp190 peaks in WT) or in *CTCF*^*0*^ versus *Cp190*^*KO*^ (Cp190 peaks in *CTCF*^*0*^). Additional differential analyses were performed for Cp190 ChIP-seq signal in WT versus *CTCF*^*0*^ (for Fig. 5a). We defined ChIP occupancy as the best.log2FC obtained from csaw in the respective differential analysis. We defined peak positions as the best.pos obtained from csaw. To count overlaps between CTCF and Cp190 peaks in three-way comparisons shown in Fig. 5a, some CTCF and Cp190 peaks were split into 2 or 3 sub-regions. Specifically, 740 WT CTCF peaks were split into 765 peaks, 6473 WT Cp190 peaks were split into 6474 peaks, and 1045 differentially bound Cp190 regions with lower occupancy in *CTCF*^*0*^ relative to WT were split into 1076 peaks. Accompanying the CTCF ChIP-seq, matches to the *Drosophila* CTCF motif MA0531.1 downloaded from the JASPAR website were indicated in all figures.

### Hi-C library preparation

60 third-instar larval CNSs (~600,000 cells) per biological replicate were dissected in ice-cold PBS. CNSs or a single whole-bodied female fly were crushed in RPMI supplemented with 10% fetal bovine serum using a micro-pestle. Cells were fixed in 1% (v/v) paraformaldehyde for 10 min at room temperature. The Hi-C libraries were prepared using MboI and MseI as restriction enzymes. Restricted ends were marked with biotin, then ligated. Fragmented DNA was enriched for pairwise DNA junctions by biotin pull-down using Dynabeads MyOne Streptavidin T1 beads following the manufacturer’s instructions. Illumina sequencing libraries were prepared with standard protocols. 4 nM equimolar pools of multiplexed Hi-C libraries were subjected to paired-end sequencing on Illumina HiSeqX Ten and HiSeq4000 instruments.

### Hi-C data processing

We pre-computed a table containing the positions of all restriction sites used for Hi-C present in the dm6 genome. The FASTQ read pairs were analyzed with a Perl script available for download in the Micmap^63^ package (see Code Availability) to locate and separate fusion sites using the patterns /GATCGATC/, /TTATAA/, /GATCTAA/ and /TTAGATC/. The maximal length of each read was trimmed at 60 nucleotides, then reads were mapped to the dm6 genome using Micmap and matched to their closest pre-computed genomic restriction site. Read pairs were discarded if they (1) mapped to non-unique positions in the reference genome, (2) had indels or >2 mismatches per read, (3) represented fusion of 2 oppositely oriented reads within 2 kb of each other, which may have not resulted from ligation of 2 digested fragments (these fragments were used to estimate local copy number status of the underpinning genomic region), (4) were likely additional copies of a given read pair, i.e., likely PCR duplicates. Only chromosomes 2, 3, 4, and X were considered.

To assess the correlation of biological replicates, samples were downsampled to 45 million contacts per replicate. Raw Hi-C contact matrices were created by binning Hi-C pairs at 10 kb resolution. These matrices were then normalized with the ICE normalization implemented in iced v0.5.2^67^. Low coverage regions (bins with no contacts and those with the 2% smallest total number of contacts among bins) were filtered out. Pearson correlation coefficients were determined for every pair of normalized matrices by flattening each matrix and evaluating the Pearson correlation coefficient for the resulting vector, using only pairs of bins at a genomic distance below 1 Mb. The limitation on the distance was introduced to compare contacts at a scale relevant to the analyses performed in this manuscript which were at the level of CDs. Resulting Pearson correlation coefficients were ≥0.949 for all replicates, showing that they were well correlated and that WT and *CTCF*^*0*^ Hi-C matrices were globally similar. For the analyses presented in the main figures, pooled replicates of the same genotype were downsampled to 200 million contacts per genotype. Raw Hi-C contact matrices obtained by binning Hi-C pairs at 2 kb resolution were then normalized with the ICE normalization implemented in iced v0.5.2^67^. Low coverage regions (bins with no contacts and those with the 2% smallest total number of contacts among bins) were filtered out before normalization (these regions are marked by gray lines in Hi-C maps shown in the figures).

For each normalized Hi-C contact matrix, CD boundaries were called using TopDom^68^. Given a window size *w*, a physical insulation score was defined for each bin *i* as:

1 $${\mathrm{log}}2\frac{{binSignal_i}}{{\mathop {\sum}\nolimits_{i - w/2 < j < i + w/2} {binSignal_j} }}$$

where *binSignal*_*i*_ is the average normalized Hi-C contact frequency between *w* bins upstream of bin *i* and *w* bins downstream of bin *i* determined by TopDom. The strength of a boundary at bin *i* was thus estimated as the log_2_ of the *binSignal* value at bin *i* normalized by its local average on a window of size *w*. With this definition, lower insulation scores indicate stronger boundaries. We extracted CD boundaries and physical insulation scores for Hi-C matrices at 2 kb resolution using window sizes 20, 40, 80, and 160 kb. CD boundaries found with all window sizes were merged, and the average insulation score obtained with all window sizes was retained. To facilitate comparisons of CD boundaries found in WT and *CTCF*^*0*^ genotypes and avoid mismatches due to small fluctuations of CD boundary positions obtained with different window sizes or genotypes, groups of consecutive boundaries (i.e., within 2 kb of each other) were merged. Groups of consecutive boundaries were replaced by the boundary with the lowest insulation score (average of both genotypes for boundaries common to WT and *CTCF*^*0*^).

Hi-C maps were visualized in R and Juicebox^69^ (see Supplementary Table 3 for links to interactive maps for browsing).

### A/B compartment calling

A/B compartment calling was performed following the method proposed in Lieberman Aiden et al.^70^. Each individual chromosome arm (chr2L, chr2R, chr3L, chr3R, chr4, chrX) was analyzed separately. Normalized Hi-C contact matrices at 2 kb resolution were considered after discarding invalid bins (low coverage regions) and bins around centromeres (chosen for exclusion as dm6 coordinates >22,170,000 for chr2L, <5,650,000 for chr2R, >22,900,000 for chr3L, <4,200,000 for chr3R). Observed-over-expected matrices were generated by dividing the normalized Hi-C contact matrices by the average number of normalized Hi-C contacts at the corresponding genomic distance. For each chromosome arm, the first eigenvector of the correlation matrix was obtained by principal component analysis of the observed-over-expected matrix. Each eigenvector was then centered around zero by subtracting its mean value, then multiplied by the sign of the Pearson correlation between the eigenvector and the number of expressed gene TSSs per 2 kb bin. 2 kb bins with positive eigenvector values were assigned to compartment A, those with negative eigenvector values were assigned to compartment B. chr4 eigenvectors appeared to reflect a large-scale structure that separated the chromosome into two halves, and were thus excluded from Supplementary Fig. 3d.

### Comparison with CD boundaries from other Hi-C studies

To assess whether CD boundaries called in our study could correspond to small CDs resolved in higher resolution Hi-C contact maps (analyzed at 500 bp resolution instead of 2 kb used here), we compared our CD boundary calls to CD coordinates published by Eagen et al^14^. and Ramírez et al.^17^ (converted from dm3 to dm6 genome coordinates using the liftOver tool http://genome.ucsc.edu/cgi-bin/hgLiftOver) in Kc167 tissue culture cells. We counted how many small (≤4 kb) CDs identified in those published studies were close (within 2 kb) to one of our CD boundaries. We could have potentially mis-called such small domains as a domain boundary. The result is that Eagen et al. did not report CDs smaller than 6 kb. Only 31 of our domain boundaries were within 2 kb of a ≤ 4 kb CD identified by Ramírez et al. Thus, very few (31/3970, or <1%) of our domain boundaries may correspond to a small domain defined by Ramírez et al. We next asked: How many domain boundaries that disappear in *CTCF*^*0*^ mutants could correspond to small domains? The result is that very few (4/567, or <1%) of our domain boundaries identified only in WT were within 2 kb of a ≤4 kb CD identified by Ramírez et al. Domain boundaries identified by Ramírez et al. are displayed together with domain boundaries identified in this study in all Hi-C screenshots throughout the manuscript for comparison.

### RNA-seq on larval CNSs

WT, *CTCF*^*0*^ and *Cp190*^*KO*^ mutant third instar larval brains were dissected in ice-cold PBS. For RNA isolation, triplicates of 60 larval brains each were homogenized in TRIzol LS (ThermoFisher) with pestles (VWR) on ice. RNA was extracted following the manufacturer’s instructions, remaining DNA digested with DNase I (Roche), and RNA was purified using RNAClean XP beads (Beckman Coulter). Strand-specific mRNA-seq libraries were prepared from 1 µg of total RNA after mRNA selection with NEBNext Oligo d(T)25 beads, using the NEBNext Ultra directional RNA library prep kit for Illumina following the manufacturer’s instructions. Multiplexed libraries were sequenced on one lane of a HiSeq2500 (100 bp paired-end for *CTCF*^*0*^ and WT control) or a Hiseq4000 (150 bp single-end for *Cp190*^*KO*^ and WT control).

### Differential RNA-seq analysis

RNA-seq reads were mapped both to the dm6 *Drosophila melanogaster* reference genome and to Flybase gene models and transcripts (dmel-all-r6.26.gtf.gz) using Micmap^63^. The results of both mappings were combined into spliced alignments in BAM file format. Then, htseq-count (v0.9.1) was used to produce read counts per gene^71^. Statistical analysis was performed in R (v3.5.1). Genes with <1 count per million in at least three replicate samples were filtered out using EdgeR (v3.22.5)^66^. Normalization and differential expression analysis were performed in DEseq2 (v1.22.1)^72^ individually for both WT versus *CTCF*^*0*^ and WT versus *Cp190*^*KO*^ samples. Statistical significance was tested by Wald test and the Benjamini-Hochberg method was used for multiple testing adjustment. A significance threshold of |fold change| > 1.5 and *p*-adjusted < 0.05 was used to identify DE genes. The R package ggplot2 (v3.2.1) was used for data visualization.

### RNA-FISH

Labeled RNA probes were generated by in vitro transcription with Dig-UTP labeling mix (Roche 11277073910) and T7 RNA polymerase (Roche 10881767001) antisense to full-length complementary DNA clones of *SP1029* (FI20034) and *IFT52* (MIP14443), genomic DNA amplified from dm6 coordinates chr3L: 10263888-10266244, or cDNAs amplified using gene-specific primers from a cDNA library prepared from *Drosophila* embryos (see Supplementary Data 10 for primer sequences). After DNase I digestion for 20 min at 37 °C, probes were fragmented by incubating 20 min at 65 °C in 60 mM Na_2_CO_3_, 40 mM NaHCO_3_ pH 10.2, precipitated in 300 mM sodium acetate pH 5.2, 1.25 M LiCl, 50 mg/ml tRNA and 80% EtOH, resuspended in 50% formamide, 75 mM sodium citrate pH 5, 750 mM NaCl, 100 µg/ml salmon sperm DNA, 50 µg/ml heparin and 0.1% Tween20, and stored at −20 °C. Embryos or third instar larval cuticles were fixed in 4% paraformaldehyde for 30 min at room temperature, washed, and then stored in 100% MeOH at −20 °C for at least overnight. Samples were rehydrated in PBS with 0.1% Tween20, post-fixed in 4% paraformaldehyde for 20 min at room temperature, progressively equilibrated to hybridization buffer (50% formamide, 75 mM sodium citrate pH 5, 750 mM NaCl) and heated to 65 °C. RNA probes were diluted 1:50 in hybridization buffer, denatured at 80 °C for 10 min then placed on ice, and added to the samples overnight shaking at 65 °C. Samples were washed 6 times 10 min in hybridization buffer at 65 °C, then progressively equilibrated to PBS with 0.1% Triton X-100. Samples were incubated overnight at 4 °C in anti-dig peroxidase (Roche 11207733910) diluted 1:2000 in PBS, 0.1% Triton X-100, 1× Western blocking reagent (Sigma 1921673). Samples were washed six times 10 min in PBS with 0.1% Tween20, labeled with Cyanine 3 tyramide in the TSA Plus kit (Perkin Elmer NEL753001KT) for 3 min at room temperature, washed 6 times 10 min in PBS with 0.1% Tween20, and finally mounted with DAPI to stain DNA. Images were acquired on a Zeiss LSM 880 microscope with a ×20 objective and visualized with Fiji software v2.1.0/1.53c.

### Insulator reporter

An insulator reporter (Fig. 4a) was designed with an enhancer (*OpIE2*) equidistant from EGFP and mCherry fluorescent reporters with basal *Hsp70* promoters. A *gypsy* insulator is present in the reporter plasmid, downstream of the EGFP transcription unit. Selected CTCF binding sites (Supplementary Fig. 4c) were PCR-amplified from genomic DNA and cloned in between the enhancer and EGFP. Control reporters had a neutral spacer (a fragment of the bacterial *Kanamycin* resistance gene) or the *gypsy* insulator in between the enhancer and EGFP. In addition, one CTCF binding site (fragment N) was mutagenized by PCR to mutate 2 bp in a CTCF motif (ATGTCAGAGGGCGCT converted to ATGTCAGACAGCGCT). All plasmids were transfected in parallel into S2 cells (originally purchased from ATCC, reference number CRL-1963) in triplicates in a 96-well plate using 100 ng of reporter plasmid and Effectene (QIAGEN) following the manufacturer’s instructions. After 48 h, fluorescence was measured on a NovoCyte Flow Cytometer (ACEA) using FITC and PE-TexasRed detection settings. Recordings were gated to discard measurements of untransfected cells (Supplementary Fig. 4a). Distributions of mCherry/EGFP fluorescence ratios in thousands of single transfected cells were plotted and the median mCherry/EGFP ratio was extracted for each experiment. The average of these median values obtained for each replicate is plotted in Fig. 4c as a function of the total CTCF ChIP-seq read counts in S2 cells on the cloned fragment tested in the insulator reporter—extracted using bedtools multicov^73^ applied to CTCF ChIP-seq data in S2 cells^42^ (GEO accession GSM1015410).

### Recombinant protein pull-downs

#### Purification of N-terminal CTCF constructs

The sequence encoding WT or Y248A F250A mutant versions of the dmCTCF N-terminus (residues 1-293) were cloned into a pET-based vector with an N-terminal GFP-tag and a C-terminal His_6_ tag. The constructs were transformed into an *E.coli* expression strain (Rosetta), and 1 liter cultures were grown in TB-medium to an OD(600) of 1.0 at 37 °C. The culture temperature was then reduced to 18 °C and IPTG was added to a final concentration of 0.5 mM. Cells were harvested after overnight incubation at 18 °C by centrifugation, and the cell pellet was resuspended in 2 volumes of Lysis Buffer (50 mM Tris pH 7.5, 300 mM NaCl, 5 % glycerol, 25 mM Imidazole). Cells were opened by sonication, and the lysate was clarified by centrifugation at 50,000 × *g* at 4 °C. The supernatant was loaded onto a 5 ml HisTrap column (GE Healthcare), washed extensively with Lysis Buffer, and the bound material was eluted with Lysis Buffer supplemented with 400 mM Imidazole. The eluate was then diluted 10-fold with buffer QA (20 mM Tris pH 7.5, 100 mM NaCl, 5% glycerol), and the resulting solution was loaded onto a 5 ml HiTrap-Q column (GE Healthcare). After washing the column with 5 column volumes (cV) of QA buffer, the bound material was eluted with a 5 cV gradient from QA to QB (20 mM Tris pH 7.5, 1000 mM NaCl, 5% glycerol). Fractions containing the CTCF protein at sufficient purity were identified by SDS-PAGE followed by Coomassie staining. Proteins aliquots were snap-frozen in liquid nitrogen and stored at −80 °C.

#### Purification of SA-Vtd complex

The sequences encoding dmSA (residues 102–1085) and Vtd (Rad21) (residues 273-458) were cloned into a pET-based vector with an N-terminal His_10_-TwinStrep-3C tag on SA. The complex was expressed in 1 liter of *E.coli* (Rosetta) grown in TB. Growth, induction of expression, and cell harvesting and lysis were carried out as described for CTCF constructs. Clarified lysates were loaded onto a 5 ml StrepTrap column (GE Healthcare), washed with 5 cV of Lysis buffer, and bound material was eluted with 8 cV of elution buffer (20 mM Tris pH 7.5, 100 mM NaCl, 5 % glycerol, 2.5 mM des-thiobiotin). The eluate was loaded on a 5 ml HiTrap-Q column (GE Healthcare), and after washing the column with 5 column volumes (cV) of QA buffer, the bound material was eluted with a 5 cV gradient from QA to QB (20 mM Tris pH 7.5, 1000 mM NaCl, 5% glycerol). Fractions containing the purified SA-Vtd complex were identified by SDS-PAGE and Coomassie staining, pooled, aliquoted, snap-frozen in liquid nitrogen, and stored at −80 °C.

#### Pulldowns between CTCF and SA-Vtd

Proteins were diluted to a final concentration of 2.5 µM in 500 µl of binding buffer (20 mM Tris pH 7.5, 150 mM potassium acetate, 10 % glycerol) and allowed to bind to each other at 4 °C for 2 h. Twenty microliters of this solution was removed as ‘input’ sample and boiled in SDS-PAGE loading buffer. GFP-binder beads (Agarose beads covalently bound to GFP-nanobody; 20 µl per reaction) were washed in binding buffer and added to the binding reactions for 30 min at 4 °C on a rotating wheel to bind to the GFP-tagged CTCF construct. Beads were harvested by centrifugation (1 min, 700 × *g*) and washed twice with 1 ml of binding buffer. The final immobilized material was eluted by boiling in 50 µl of SDS-PAGE loading buffer. Inputs and pulldowns were loaded onto a 12% SDS-PAGE gel, and the proteins were visualized by staining with Coomassie.

#### Pull-downs between C-terminal CTCF constructs and Cp190 BTB domain

Expression plasmids encoding GFP-His-tagged constructs of the C-terminal domain of CTCF (all with Ampicillin resistance) were co-transformed with an expression plasmid carrying a His-tagged Cp190 BTB-domain (with Kanamycin resistance) into the *E.coli* Rosetta strain. Colonies were inoculated in 10 ml TB cultures and grown at 37 °C to an OD(600) of 1. The culture temperature was then reduced to 18 °C, and 0.5 mM IPTG was added to induce protein expression. Cells were harvested after overnight incubation at 18 °C, and the pellets were resuspended in 2 volumes of lysis buffer (50 mM Tris pH 7.5, 200 mM NaCl, 5% glycerol, 25 mM Imidazole). Cells were lysed by sonication and the lysate was clarified by centrifugation at 16000 g for 10 min at 4 °C. The lysates was split into two halves, which were incubated for 1 h at 4 °C with either 20 µl of GFP-binder resin or 20 µl of Ni(2+)-NTA resin, to pull down only CTCF-constructs or both CTCF and CP190-BTB, respectively. The beads were then washed three times with 1 ml of Lysis buffer to remove non-specifically bound proteins. The bound material was eluted either by boiling in SDS-loading buffer (for GFP pulldowns) or by incubation with Lysis buffer supplemented with 500 mM Imidazole (for Ni(2+)-NTA pulldowns), and analysed by SDS-PAGE followed by Coomassie staining.

### Co-purification of CTCF interactors from embryo nuclear extracts

Soluble nuclear protein extracts were prepared from WT (OregonR) 0–14 h embryos. Thirty grams of embryos were dechorionated, taken up in 30 ml of NU1 buffer (15 mM HEPES pH 7.6, 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA pH 8, 0.5 mM EGTA pH 8, 350 mM sucrose, 2 mM DTT, 0.2 mM PMSF), and dounce-homogenized. The lysate was filtered through a double layer of miracloth, then centrifuged 15 min at 9000 rpm at 4 °C. The nuclei pellet was resuspended and lysed in 30 ml of high-salt buffer (15 mM HEPES pH 7.9, 400 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 20% glycerol, 1 mM DTT, protease inhibitor cocktail) rotating for 20 min at 4 °C, and ultracentrifuged 1 h with a SW40 rotor at 38000 rpm at 4 °C. The lipid layer was removed by suction and the soluble nuclear extract was dialyzed into 15 mM HEPES pH 7.9, 200 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA pH 7.9, 20% glycerol, 1 mM DTT with a 6-8 kDa molecular weight cut-off membrane. Soluble nuclear extract was snap-frozen in liquid nitrogen, and stored at −80 °C. *Drosophila* CTCF^1–293^ fused to an N-terminal GFP-3C tag and a 3C-His_6_ C-terminal tag was purified from bacterial lysates by Ni-NTA affinity then ion-exchange chromatography as described above. Purified GFP-3C-CTCF^1–293^-3C-His_6_ was immobilized on GFP binder beads, of which 30 µl bead volume were then incubated with 6 mg of *Drosophila* embryo nuclear extract in a total volume of 10 ml of IP buffer (50 mM Tris-Cl pH 7.5, 150 mM potassium acetate, 2 mM MgCl_2_, 10% glycerol, 0.1 mM DTT, 0.2% Igepal, 1× complete protease inhibitor cocktail) rotating for 3 h at 4 °C. Beads were washed three times with IP buffer, rotating for 10 min at 4 °C for each wash. Proteins were eluted with 3 C protease, adjusted to 1× SDS-loading buffer and loaded on an SDS-PAGE gel. A duplicate experiment was similarly performed with nuclear protein extracts prepared from another biological replicate embryo sample. Peptides covering the entire CTCF full-length protein were recovered, indicating that pull-downs with CTCF N-terminus recovered interactors of full-length CTCF.

### Mass spectrometry analysis

Protein samples were separated by SDS-PAGE and stained by Coomassie. Gel lanes between 15–300 kDa were excised into five pieces and digested with sequencing-grade trypsin. Extracted tryptic peptides were dried and resuspended in 0.05% trifluoroacetic acid, 2% (v/v) acetonitrile. Tryptic peptide mixtures were injected on a Dionex RSLC 3000 nanoHPLC system (Dionex, Sunnyvale, CA, USA) interfaced via a nanospray source to a high-resolution mass spectrometer LTQ-Orbitrap Velos Pro. Peptides were loaded onto a trapping microcolumn Acclaim PepMap100 C18 (20 mm × 100 μm ID, 5 μm, Dionex) before separation on a C18 reversed-phase custom-packed column using a gradient from 4 to 76% acetonitrile in 0.1 % formic acid. In data-dependent acquisition controlled by Xcalibur software (Thermo Fisher), the 10 most intense multiply charged precursor ions detected with a full MS survey scan in the Orbitrap were selected for collision-induced dissociation (CID, normalized collision energy NCE = 35%) and analysis in the ion trap. The window for precursor isolation was of 4.0 *m/z* units around the precursor and selected fragments were excluded for 60 s from further analysis. Data files were analyzed with MaxQuant 1.6.3.4 incorporating the Andromeda search engine^74,75^ for protein identification and quantification based on IBAQ intensities^76^. The following variable modifications were specified: cysteine carbamidomethylation (fixed) and methionine oxidation and protein N-terminal acetylation (variable). The sequence databases used for searching were *Drosophila melanogaster* and *Escherichia coli* reference proteomes based on the UniProt database (www.uniprot.org, versions of 31 January 2019, containing 21,939 and 4915 sequences respectively), and a contaminant database containing the most usual environmental contaminants and the enzymes used for digestion (keratins, trypsin, etc). Mass tolerance was 4.5 ppm on precursors (after recalibration) and 0.5 Da on CID fragments. Both peptide and protein identifications were filtered at 1% FDR relative to hits against a decoy database built by reversing protein sequences. The MaxQuant output table proteinGroups.txt was processed with Perseus software^77^ to remove proteins matched to the contaminants database as well as proteins identified only by modified peptides or reverse database hits. Next, the table was filtered to retain only proteins identified by a minimum of two peptides, the IBAQ quantitative values were log-2 transformed and missing values imputed with a constant value of 9.

### Generation of *Cp190*^*KO*^ animals

We cloned ~1.5 kb homology arms (dm6 coordinates chr3R:15276111-15274519 and chr3R:15271056-15269404) into the pHD-DsRed-attP vector^78^. Guide RNAs close to the start and stop codons of the *Cp190* open reading frame were cloned into pCFD3 vector^79^. Plasmids were co-injected into *nanos-Cas9* embryos^79^. Experiments were performed in animals transheterozygous for two independent knockout alleles.

### Generation of *Cp190*^*0*^ animals

*Cp190*^*KO*^ mutants were rescued into viable and fertile adults with an FRT-flanked 7 kb *Cp190* genomic rescue transgene (dm6 coordinates chr3R:15269425-15276409) amplified by PCR. The *Cp190* rescue cassette was excised from male and female germlines through *nanos-Gal4:VP16* (NGVP16)-driven expression of *UAS-FLP*. *Cp190*^*0*^ animals were collected from crosses between such males and females.

### Statistics and reproducibility

All described replicate experiments are biological (not technical) replicates. For all box plots: center line, median; box limits, upper and lower quartiles; upper whisker extends to the largest value no further than 1.5× interquartile range from the upper hinge; lower whisker extends to the smallest value no further than 1.5× interquartile range from the lower hinge; points, outliers. Figure 2g: This experiment was repeated twice from independently grown bacterial cultures, with similar results. Figure 3e and Supplementary Fig. 1a–b: *n* = 10 independent third instar larvae per genotype were examined over two independent experiments each. All animals showed similar expression patterns for a given gene, that was characteristic of each genotype. RNA-FISH probes for additional genes were tested on larval nervous systems but discarded because they showed an inconsistent pattern (variable, asymmetric signal in the optic lobes in all genotypes) that we concluded was non-specific background. Figure 6c, e: *n* = 50 independent embryos per genotype were examined over two independent RNA-FISH experiments each. All animals showed similar expression patterns for a given gene, that was characteristic of each genotype. Supplementary Fig. 2a: The experiment was repeated twice with independently prepared extracts, with similar results. Supplementary Fig. 5b: The pull-down experiments were repeated twice from independently grown bacterial cultures, with similar results.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting summary

## Data Availability

All sequencing data (Hi-C, ChIP-seq, RNA-seq) that support the findings of this study were deposited in Gene Expression Omnibus with accession code GSE146752. Hi-C maps are browsable on Juicebox (links in Supplementary Table 3). Mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019487. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Additional information is provided in Supplementary Data files 1–10 and a reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CTCF loss has limited effects on global genome architecture in Drosophila despite critical regulatory functions
**Source:** Nat Commun. 2021 Feb 12;12:1011. doi: 10.1038/s41467-021-21366-2
**Supplement:** Supplementary file 1 — Supplementary Information

# CTCF loss has limited effects on global genome architecture in *Drosophila* despite critical regulatory functions

## SUPPLEMENTARY INFORMATION

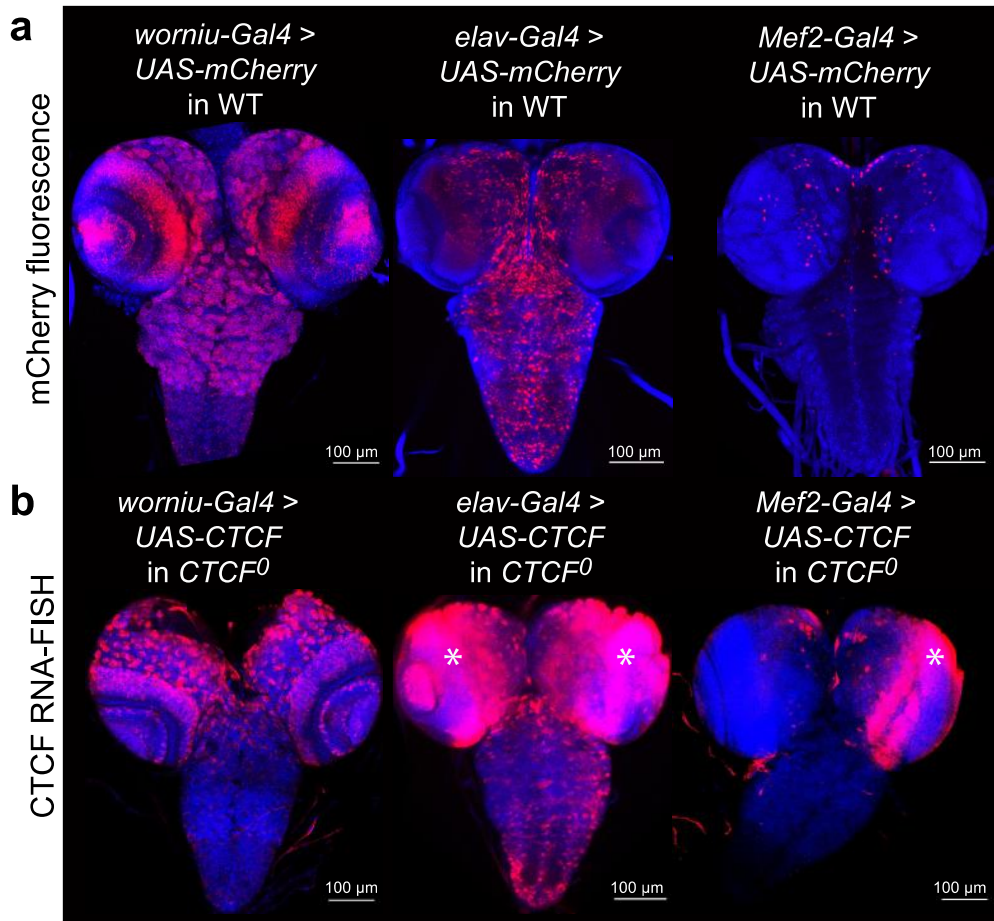

**Supplementary Figure 1: Tissue-specific rescue of *CTCF*<sup>0</sup> mutants.**

(a) Wildtype third instar larval central nervous systems of animals expressing *UAS-mCherry* (red) under the control of Gal4 drivers used in Fig.1 that are active in neural stem cells (*worniu-Gal4*), mature neurons (*elav-Gal4*) or muscle (*Mef2-Gal4*). Gal4-expressing cells are marked by mCherry direct immunofluorescence. Scale bars 100  $\mu$ m.

(b) Third instar larval central nervous systems of *CTCF*<sup>0</sup> mutants analyzed in Fig. 1c-d, in which *UAS-CTCF* was expressed in restricted cells under the control of Gal4 drivers. Samples were labeled by RNA-FISH with an antisense probe to *CTCF* mRNA. White asterisks mark variable non-specific signal visible in the optic lobes of some *CTCF*<sup>0</sup> mutants, also those without a *UAS-CTCF* transgene. Scale bars 100  $\mu$ m.

# Supplementary Figure 2

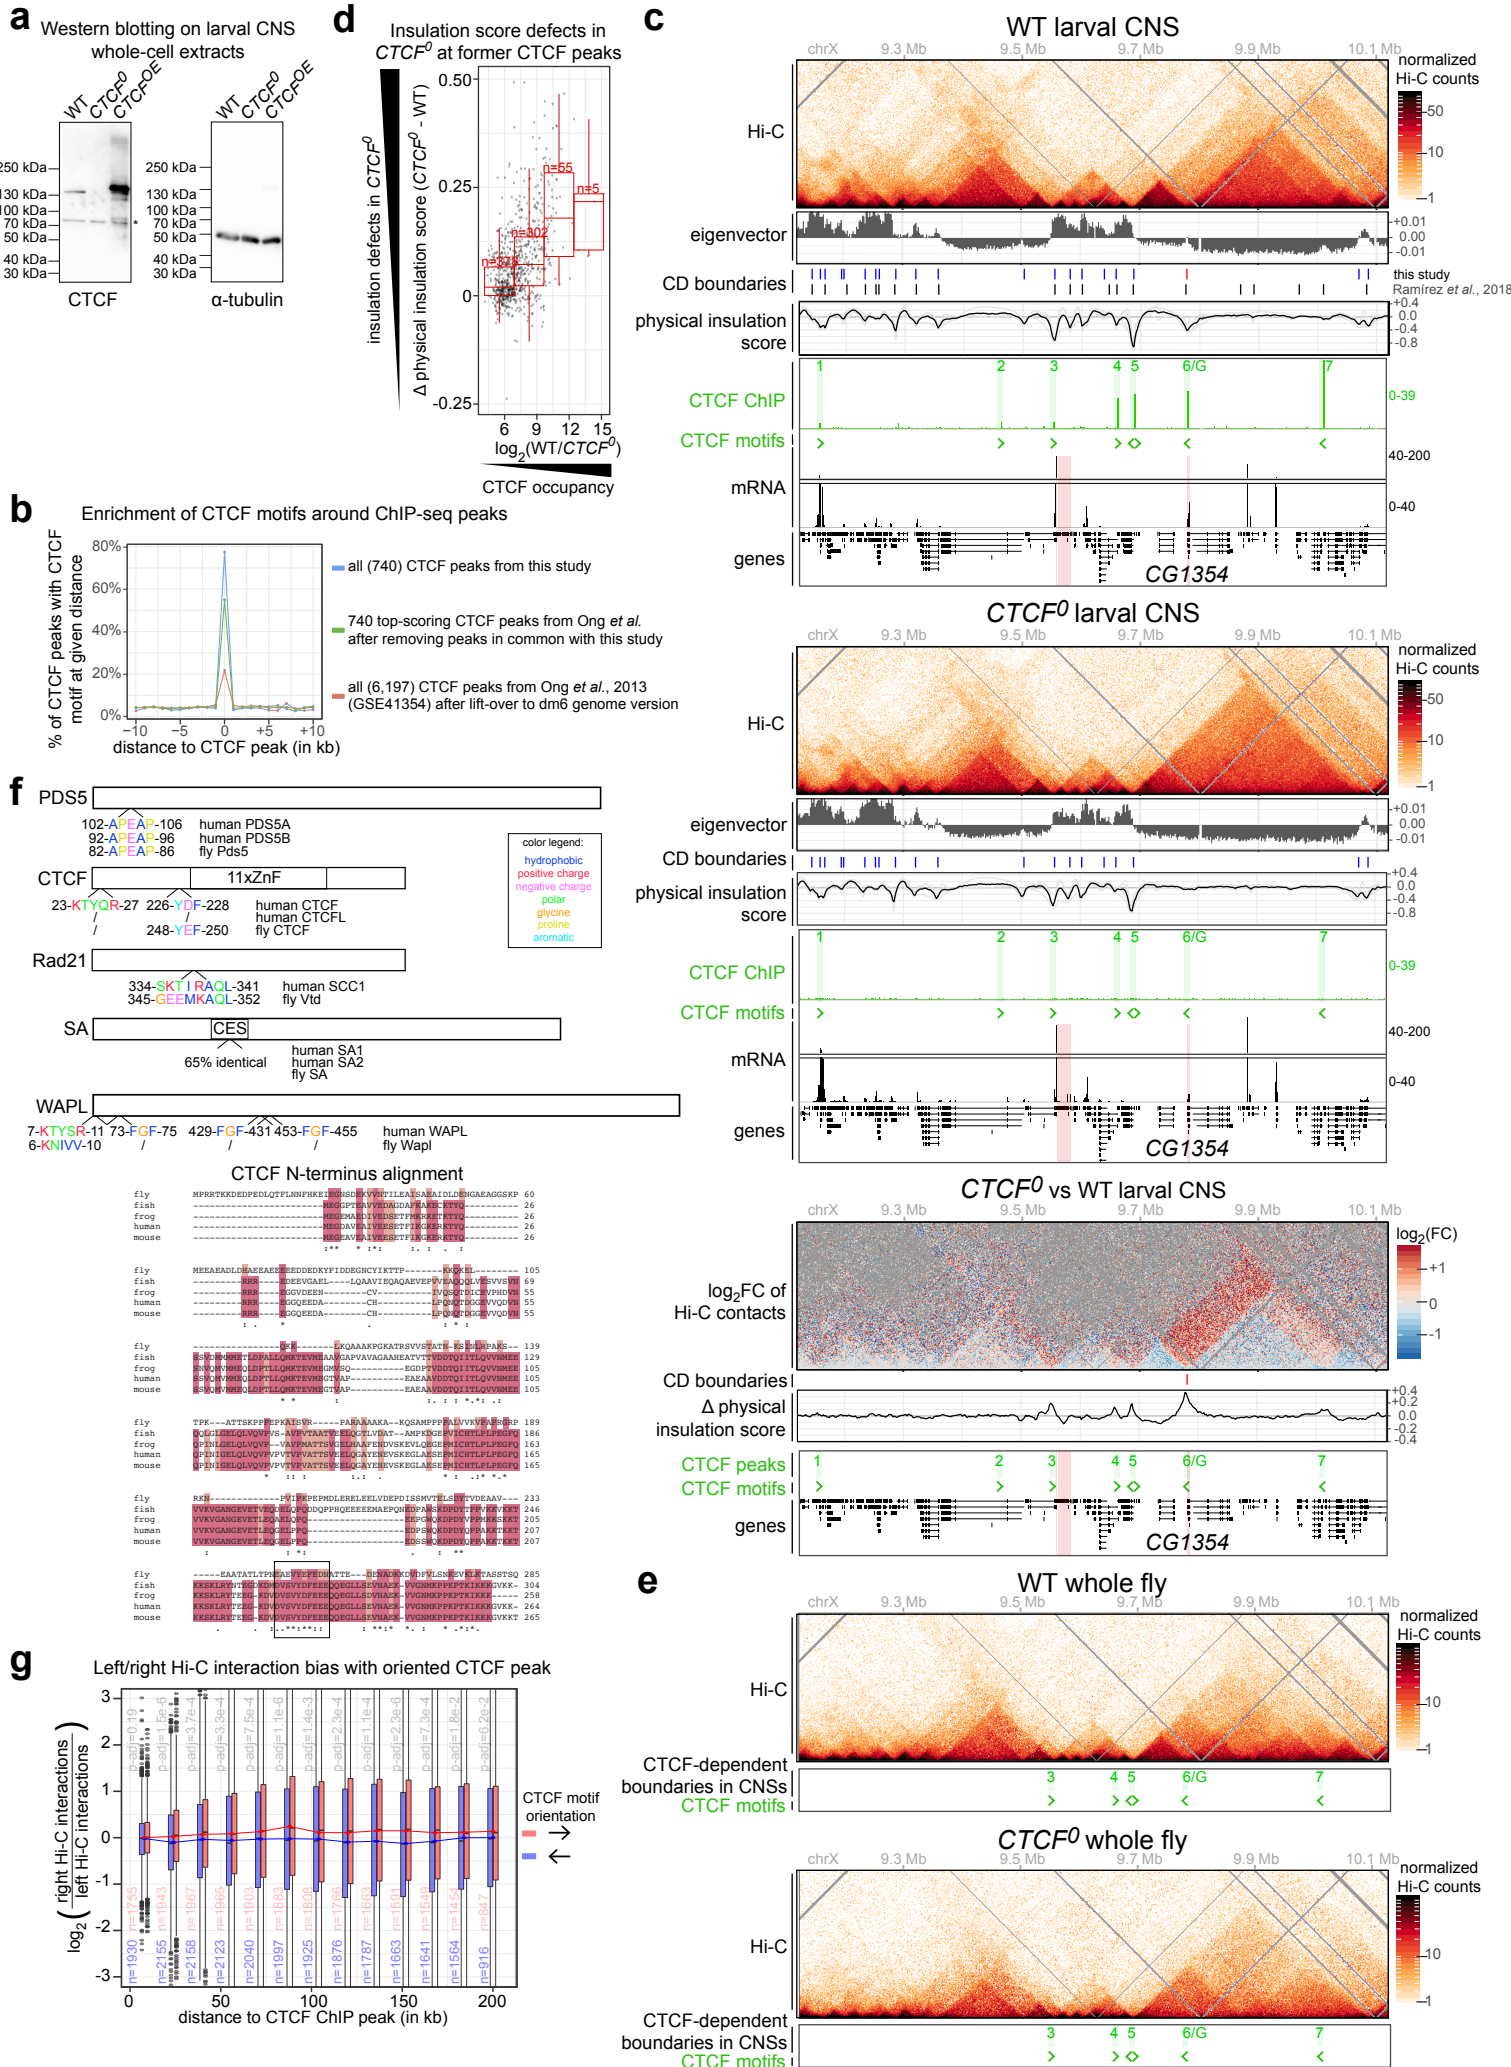

**Supplementary Figure 2: Characterization of CTCF antibody and CTCF-dependent contact domain boundaries.**

- (a) Western blotting of whole-cell extracts from WT, *CTCF<sup>0</sup>* and CTCF-overexpressing (*CTCF<sup>OE</sup>*) larval CNSs probed with anti-CTCF (asterisk marks cross-reacting band), then with anti-alpha-tubulin to verify equal loading of each extract.
- (b) Percentage of CTCF peaks from this or a published study<sup>1</sup> with at least one CTCF motif (JASPAR motif MA0531.1) at a given distance.
- (c) Example locus like Fig. 2c additionally displaying mRNA-seq tracks (genes differentially expressed in *CTCF<sup>0</sup>* highlighted). CTCF-dependent boundaries are observed near genes with unchanged (peak 7), decreased (*CG1354* near peak 6/G) or increased (peak 3) expression in *CTCF<sup>0</sup>* CNSs.
- (d) Physical insulation score differences measured in *CTCF<sup>0</sup>* minus WT Hi-C maps as a function of CTCF occupancy measured by ChIP-seq [ $\log_2(\text{WT}/\text{CTCF}^0)$ ] for each CTCF peak (dots). Box plots of indicated n CTCF peaks binned by ChIP occupancy are overlaid. Box plots in d and g: center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile ranges; points, outliers.
- (e) Hi-C maps like (c) generated from single whole-bodied WT or *CTCF<sup>0</sup>* flies. CTCF peaks 3-7 at which boundary defects were detected in *CTCF<sup>0</sup>* larval CNS Hi-C maps are marked.
- (f) Fly and human CTCF and cohesin subunits and regulators implicated in TAD boundary formation. DNA-bound CTCF zinc-fingers (ZnF) form a semi-permeable barrier to loop-extruding cohesin in mammals<sup>2</sup>. Human CTCF YDF and fly CTCF YEF bind to the conserved essential surface in cohesin<sup>3</sup> (Fig. 2g). Mammalian CTCF KTYQR (similar to WAPL KTYSR) binds to PDS5A APEAP<sup>2</sup>; but fly CTCF lacks this motif and does not co-purify with Pds5 in vivo (Supplementary Fig. 5a). Human CTCF binds to cohesin competitively with WAPL (possibly via WAPL FGF) in vitro<sup>3</sup>. (Bottom) Clustal Omega alignment of fly and vertebrate (fish, frog, human, mouse) CTCF N-termini.
- (g) Box plots of  $\log_2$  ratios (n indicated in the figure) of right-over-left Hi-C interactions in WT established by forward (red) or reverse (blue) pointing CTCF motifs, at increasing distances from the CTCF peak (in 16 kb bins). Colored lines connect means.  $\log_2$  ratios between forward and reverse pointing CTCF motifs were significantly different (indicated adjusted p-values <0.05) between 16 and 192 kb (two-sided Wilcoxon rank-sum test with Benjamini-Hochberg multiple testing correction).

# Supplementary Figure 3

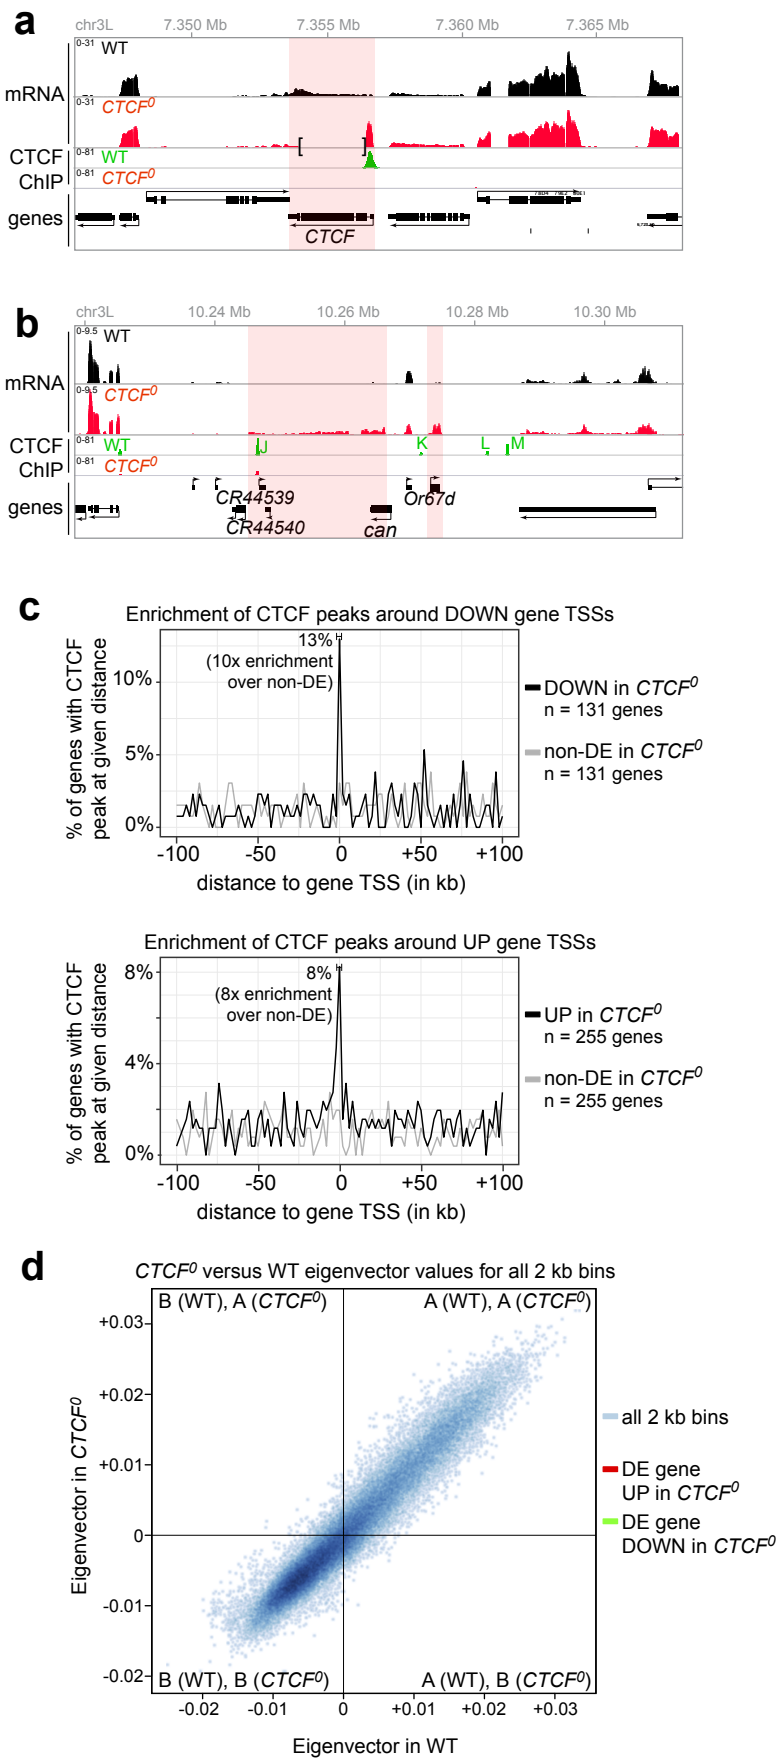

### Supplementary Figure 3: Transcriptional defects in *CTCF*<sup>0</sup> mutant CNSs.

(a) Like Figs. 3b-d for the *CTCF* locus. The deleted region in *CTCF*<sup>0</sup> mutants is bracketed. Increased transcription of *CTCF* 5'UTR in *CTCF*<sup>0</sup> mutants could be due to potential CTCF-autoregulation or driven by 3xP3 regulatory sequences of the knocked-in *DsRed* selection marker <sup>4,5</sup>.

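At the *Or67d* locus on chromosome 3L, the annotation lists *can* (FBgn0011569) on the minus strand from 10263909 to 10267111. To its left, lncRNA:CR44539 (FBgn0265732) starts at 10246790 and has a CTCF peak within 1 kb of its start site. Reads counted on *can* rose from 1.15 ± 0.306 CPM (SD, n = 3) in WT to 9.49 ± 5.63 CPM (SD, n = 3) in *CTCF*0 CNSs, a log2 fold change of 3.05 (standard error 0.500, adjusted p = 0.0156 in edgeR's test). Of the 6 fits that each left out one library, 4 called *can* DE. The paper's text does not name the strand option used for counting, so the counts alone do not tell transcripts of *can* from transcripts antisense to it. For lncRNA:CR44539, chosen after its values were seen, no read was counted in the 3 WT libraries, and the 3 *CTCF*0 libraries had 1.04, 1.42 and 1.60 CPM.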

(b) As above for a locus harboring a cryptic transcript (transcribed from left-to-right) in *CTCF*<sup>0</sup> CNSs, and *Or67d*.

(c) (Top) Percentage (in y) of n = 131 DE genes with decreased expression in *CTCF*<sup>0</sup> larval CNSs (black) or n = 131 randomly sampled expression-level-matched non-DE genes (grey) with at least one of 740 CTCF peaks at a given distance (per 2 kb bins) around the gene TSS, measured in the direction of transcription (in x). 

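For DE genes with decreased expression in *CTCF*0 CNSs, 11 of 77 had a CTCF peak within 1 kb of their start site (95% Wilson confidence interval 8.17% to 23.8%). The mean share in random draws of matched non-DE genes was 2.76%, a 5.18-fold difference, and at most 9 genes had a peak in any draw. The 11 genes include the mutated *CTCF* gene, and without it, an alternative chosen after the values were seen, the fold was 4.72 for 10 of 76 genes.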

13% of DOWN genes have at least one CTCF peak within  $\pm 1$  kb of their TSS, which is 10-fold higher than the average enrichment at the sampled non-DE genes. (Bottom) Percentage (in y) of n = 255 DE genes with increased expression in *CTCF*<sup>0</sup> larval CNSs (black) or n = 255 randomly sampled expression-level-matched non-DE genes (grey) with at least one of 740 CTCF peaks at a given distance (per 2 kb bins) around the gene TSS, measured in the direction of transcription (in x). 

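For DE genes with increased expression in *CTCF*0 CNSs, 14 of 167 had a CTCF peak within 1 kb of their start site (95% Wilson confidence interval 5.06% to 13.6%). Matched non-DE genes had a mean share of 2.69% in the random draws, which makes the fold 3.12, and the highest number in any draw was 11 genes.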

8% of UP genes have at least one CTCF peak within  $\pm 1$  kb of their TSS, which is 8-fold higher than the average enrichment at the sampled non-DE genes. 6 out of 392 DE genes were omitted from these analyses because they overlapped blacklisted regions in the CTCF ChIP-seq analysis <sup>6</sup>.

(d) Eigenvector values in *CTCF*<sup>0</sup> mutants (in y) versus WT (in x) for every 2 kb bin of chromosomes 2, 3 and X (density plot in blue), with bins overlapping DE gene TSSs highlighted in red (for genes with increased expression in *CTCF*<sup>0</sup>) or green (for genes with decreased expression in *CTCF*<sup>0</sup>). Bins with positive eigenvector values are in the A (active) compartment, those with negative eigenvector values are in the B (inactive) compartment. Bins in the top left and bottom right quadrants are considered to be located in opposite compartments in *CTCF*<sup>0</sup> mutants relative to WT.

Supplementary Figure 4

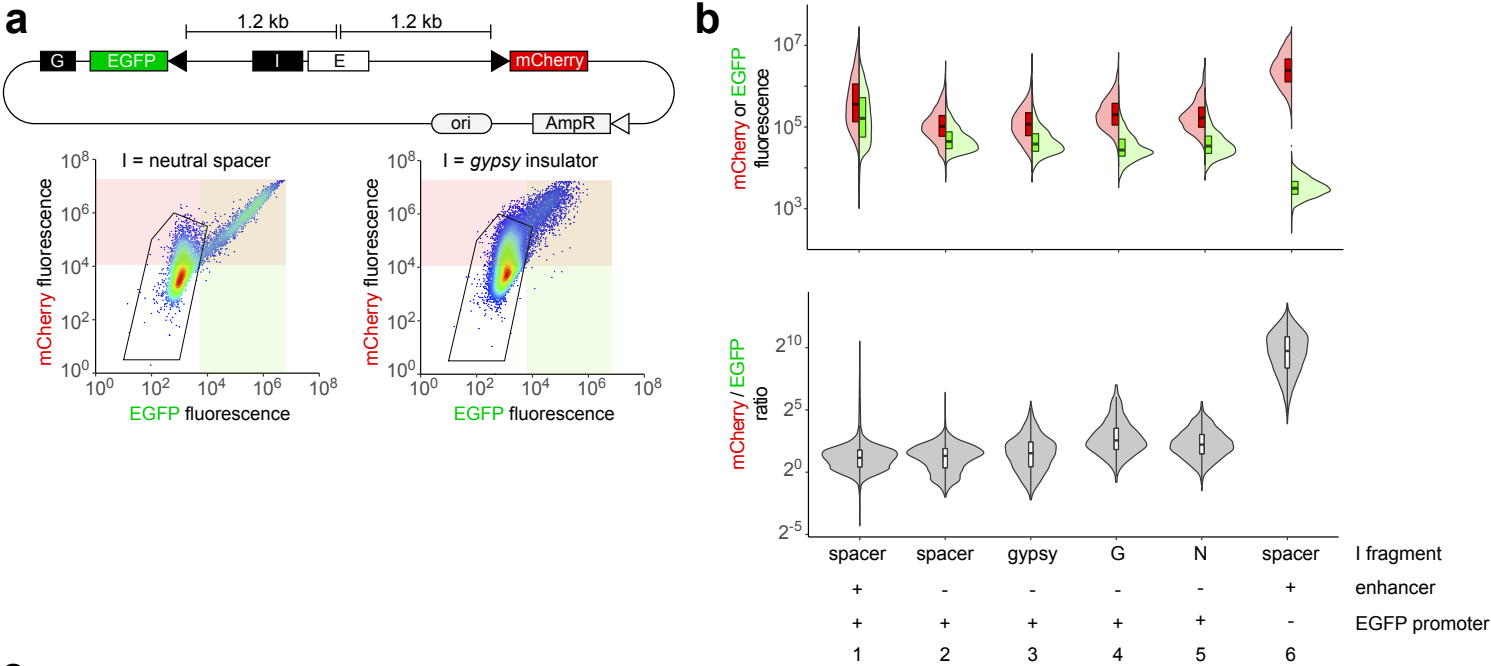

**c**

| label | dm6 coordinates         | size   | close to differentially expressed gene in <i>CTCF</i> <sup>0</sup> | position relative to closest gene | distance from fragment center to closest annotated TSS | # matches to CTCF motif | CTCF-dependent boundary in larval CNS? |
|-------|-------------------------|--------|--------------------------------------------------------------------|-----------------------------------|--------------------------------------------------------|-------------------------|----------------------------------------|
| A     | chr2L:6684687-6684980   | 294 bp | <i>Tsp</i>                                                         | overlaps TTS                      | 467 bp                                                 | 1                       | partially CTCF-dependent               |
| B     | chr2L:6557352-6557697   | 346 bp | <i>IFT52</i>                                                       | overlaps TSS                      | 22 bp                                                  | 1                       | partially CTCF-dependent               |
| C     | chr2L:602317-602729     | 411 bp | <i>CG13689</i>                                                     | upstream of TSS                   | 291 bp                                                 | 3                       | strictly CTCF-dependent                |
| D     | chr2L:17784631-17785007 | 377 bp | none                                                               | downstream of TTS                 | 2,151 bp                                               | 2                       | strictly CTCF-dependent                |
| E     | chr2R:6151039-6151512   | 474 bp | none                                                               | intron                            | 5,853 bp                                               | 7                       | partially CTCF-dependent               |
| F     | chr2L:7534948-7535274   | 327 bp | none                                                               | intron                            | 4,512 bp                                               | 3                       | strictly CTCF-dependent                |
| G     | chrX:9778493-9778804    | 312 bp | <i>CG1354</i>                                                      | upstream of TSS                   | 96 bp                                                  | 1                       | strictly CTCF-dependent                |
| H     | chr2R:19826269-19826627 | 359 bp | cryptic transcript                                                 | overlaps TSS                      | 130 bp                                                 | 0                       | strictly CTCF-dependent                |
| I     | chr2L:6797475-6797786   | 312 bp | none                                                               | intron                            | 563 bp                                                 | 2                       | strictly CTCF-dependent                |
| J     | chr3L:10246350-10246920 | 571 bp | <i>can</i>                                                         | upstream of TSS                   | 1,843 bp                                               | 2                       | partially CTCF-dependent               |
| K     | chr3L:10271587-10271968 | 382 bp | <i>can</i>                                                         | upstream of TSS                   | 1,412 bp                                               | 1                       | no boundary                            |
| L     | chr3L:10281692-10282362 | 671 bp | <i>can</i>                                                         | downstream of TTS                 | 7,318 bp                                               | 1                       | no boundary                            |
| M     | chr3L:10284788-10285203 | 579 bp | <i>can</i>                                                         | downstream of TTS                 | 10,000 bp                                              | 1                       | no boundary                            |
| N     | chr3R:29251563-29251840 | 278 bp | <i>SP1029</i>                                                      | overlaps TTS                      | 3,623 bp                                               | 2                       | strictly CTCF-dependent                |

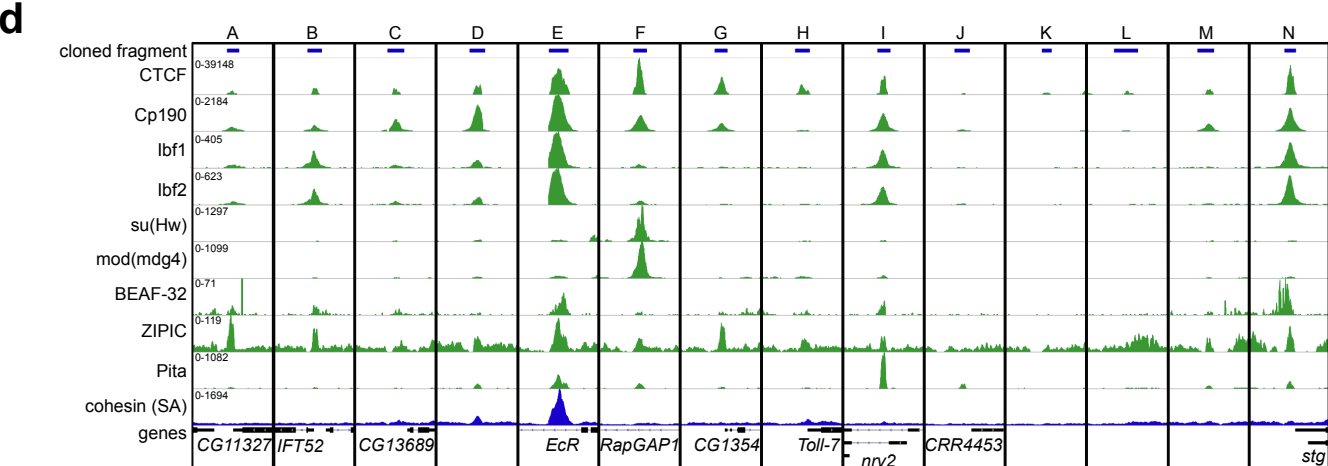

#### Supplementary Figure 4: Insulator reporter assay.

(a) Scatter plots of EGFP and mCherry fluorescence intensities in S2 cells transiently transfected with reporters with no insulator (left) or *gypsy* (right) cloned as I fragments. Gated untransfected cells (polygon) were excluded in Figs. 4b-c and in Supplementary Fig. 4b. Ranges of EGFP and mCherry fluorescence values considered to be above background (when outside of the black polygon) are shaded in green and red.

(b) Split violin plots (thick lines mark medians, boxes mark interquartile ranges) of mCherry (left) and EGFP (right) fluorescence intensities measured in thousands of single S2 cells (merged biological duplicates) transiently transfected with reporters with or without EGFP promoters or enhancers, and with the indicated I fragments. mCherry-to-EGFP ratios ( $\log_2$  values) in single cells are shown below. Reporters in lanes 1 (with promoter and enhancer), 2 (with promoter but no enhancer) and 6 (no promoter and no enhancer) reveal enhancer-activated, basal and background EGFP fluorescence levels. Reporters shown in lanes 2-5 lack an enhancer and differ by the cloned I fragment.

(c) For each cloned CTCF peak (labeled A-N in all figures) tested in Fig. 4c: dm6 coordinates; size; name of the nearby gene if this gene was differentially expressed in *CTCF<sup>0</sup>* mutant CNSs; position of the CTCF peak relative to the closest gene (irrespective of whether the gene is differentially expressed in *CTCF<sup>0</sup>* mutants or not); distance from the center of the cloned CTCF peak to the closest annotated TSS; number of matches to the Jaspar insect CTCF motif (MA0531.1); and whether this CTCF peak overlapped a CTCF-dependent boundary in larval CNSs. (TSS: transcription start site, TTS: transcription termination site)

(d) Published ChIP-seq profiles in S2 cells of indicated insulator-binding proteins and of cohesin SA on fragments A-N. The following datasets were re-mapped and visualized: CTCF, mod(mdg4) and su(Hw) from GSE41354<sup>1</sup>; Cp190, Ibf1 and Ibf2 from GSE47559<sup>7</sup>; Pita and ZIPIC from GSE54337<sup>8</sup>; BEAF-32 from GSE52962<sup>9</sup> and dSA from GSE85191<sup>10</sup>. Scales show total counts.

# Supplementary Figure 5

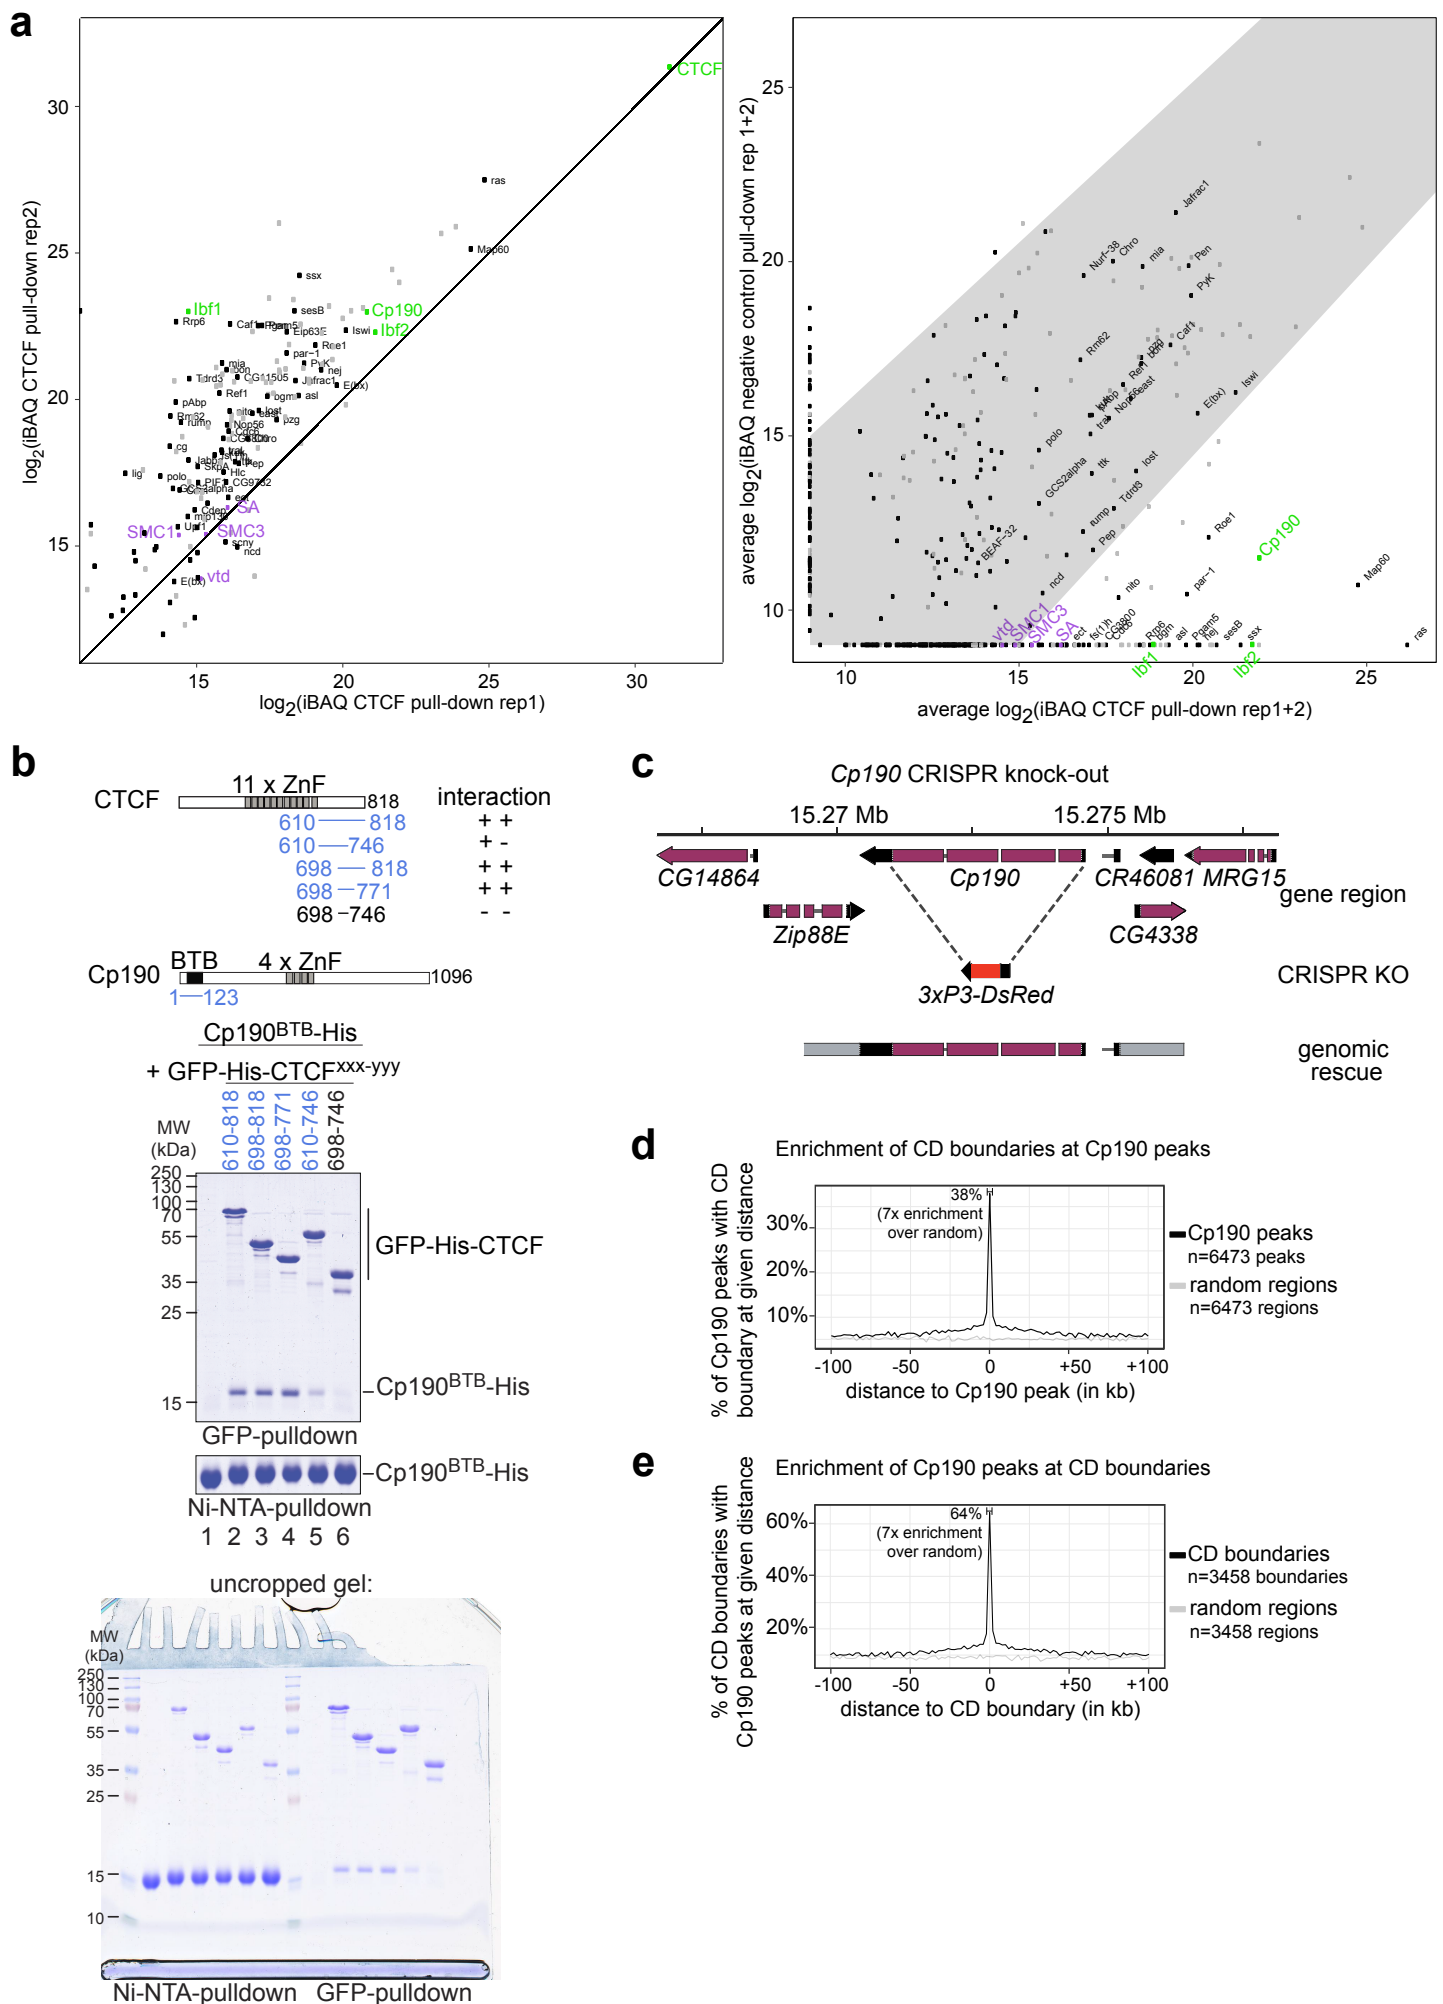

### Supplementary Figure 5: CTCF stably binds to the pervasive boundary-associated factor Cp190.

- (a) Proteins identified by mass spectrometry with indicated  $\log_2$  intensity-based absolute quantification (iBAQ) values. Known insulator-binding proteins (green) and cohesin subunits (purple) are indicated; abundant likely common contaminants are marked by grey dots (see Source Data). (Left) Proteins with iBAQ values  $>11$  reproducibly co-purified with recombinant GFP-tagged CTCF N-terminus mixed with *Drosophila* embryonic nuclear extracts in biological duplicates. CTCF bait was added in excess to extracts and is disproportionately abundant in the pull-down. (Right) Average  $\log_2$  iBAQ values from biological duplicates of CTCF pull-downs or negative control pull-downs using recombinant GFP. Proteins not enriched by more than 64-fold ( $6 \log_2$  iBAQ units) in the CTCF pull-down relative to the negative control are shaded in grey.
- (b) GFP-His-tagged CTCF constructs were co-expressed with His-tagged Cp190<sup>BTB</sup> in bacteria (blue fragments interacted, black did not). Extracts were split in half and subjected to GFP or Ni-NTA pull-downs (to control for similar amounts of Cp190<sup>BTB</sup> in each extract). CTCF<sup>698-771</sup> was the smallest fragment that retained Cp190<sup>BTB</sup> with similar efficiency as CTCF's entire C-terminal domain. Further C-terminally truncated CTCF<sup>610-746</sup> retained Cp190<sup>BTB</sup> more weakly, and further N-terminally truncated CTCF<sup>698-746</sup> bound even more weakly. The uncropped gel is below.
- (c) *Cp190* extended gene region with coding (purple) and noncoding (black) exons and introns (lines). In *Cp190*<sup>KO</sup> mutants, a *DsRed* selection marker replaces *Cp190* open reading frame. *Cp190*<sup>0</sup> mutants were generated by excising (with FLP recombinase) the indicated FRT-flanked genomic rescue fragment from germlines of conditionally rescued *Cp190*<sup>KO</sup> mothers and fathers.
- (d) Percentage of  $n=6473$  Cp190 peaks in WT with at least one CD boundary in WT at a given distance (per 2 kb bins). Enrichment of CD boundaries around the same number of random positions (grey) is shown as control.
- (e) Percentage of  $n=3458$  CD boundaries in WT with at least one Cp190 peak in WT at a given distance (per 2 kb bins). Enrichment of Cp190 peaks around the same number of random positions (grey) is shown as control.

# Supplementary Figure 6

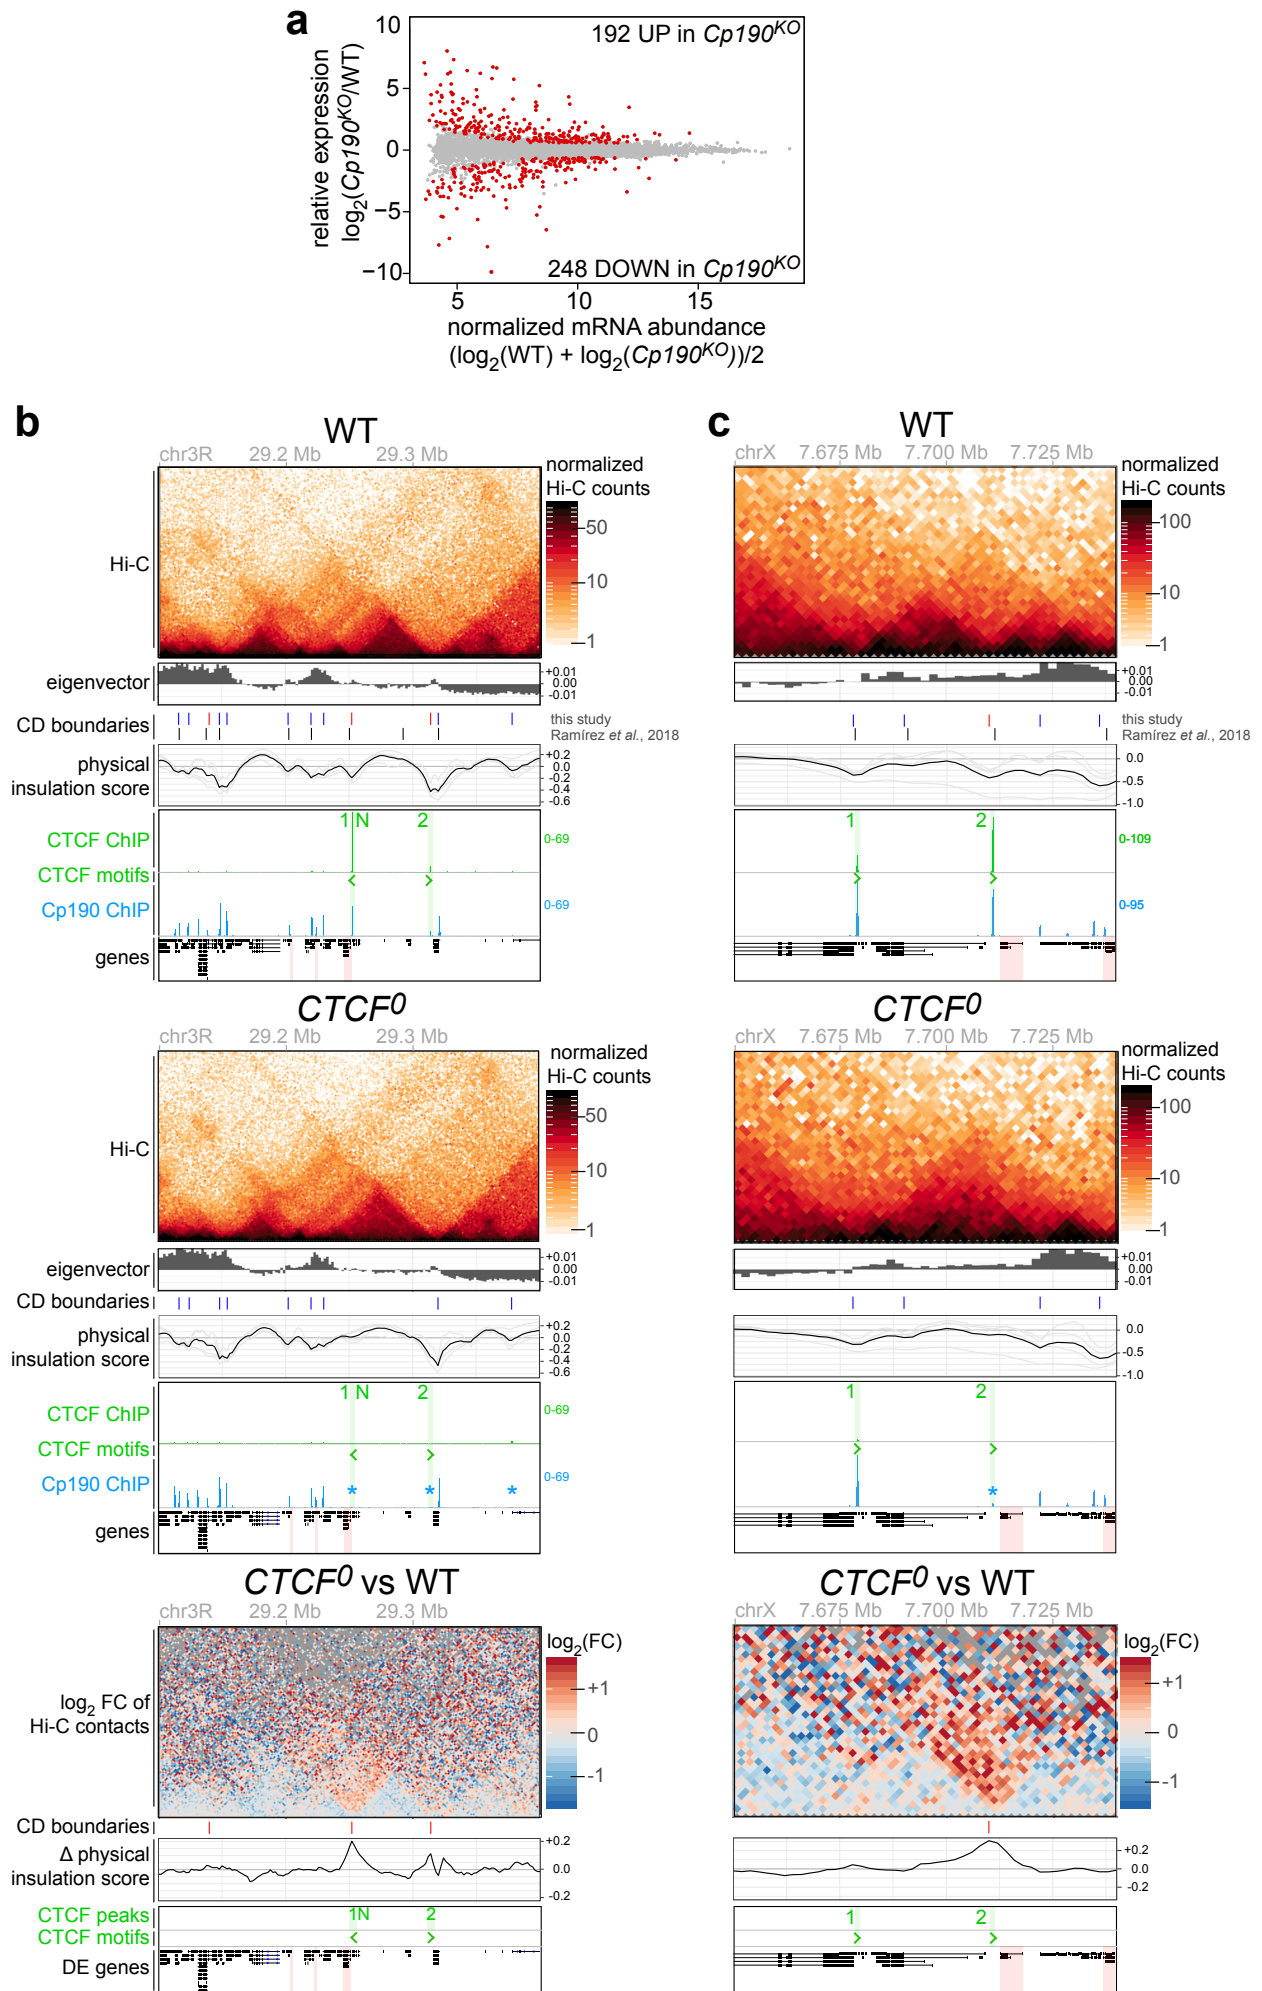

**Supplementary Figure 6: Transcriptional misregulation in *Cp190*<sup>KO</sup> CNSs and Hi-C maps of loci from Fig. 6.**

(a) RNA-seq MA plot of *Cp190*<sup>KO</sup> versus WT larval CNSs with mean abundance (in x) plotted as a function of enrichment (in y). DE genes ( $p_{adj} < 0.05$  and  $|\text{fold change}| > 1.5$ ) are red.

(b) *SP1029* gene region shown in Fig. 6b with Hi-C maps, eigenvector values (positive for A compartment, negative for B compartment), CD boundaries from this study and a Hi-C study in cultured cells<sup>11</sup>, physical insulation score (calculated with different window sizes in grey, average in black), CTCF ChIP-seq (CTCF peaks highlighted and numbered), CTCF motif orientations in DNA, Cp190 ChIP-seq (asterisks mark Cp190 peaks in *CTCF*<sup>0</sup> mutants with reduced occupancy relative to WT revealed by differential analysis), and gene tracks (differentially expressed genes in *CTCF*<sup>0</sup> relative to WT shaded in red) in WT (top) and *CTCF*<sup>0</sup> (middle) larval CNSs. (Below) Differential (*CTCF*<sup>0</sup> minus WT) Hi-C maps and physical insulation score.

(c) Same as (b) but for the *CG15478* extended gene region shown in Fig. 6d.

**Supplementary Table 1: Quality metrics of Hi-C reads.**

| Hi-C sample                                                   | total reads                  | interchr   | intrachr    | intrachr<br><20 kb | intrachr<br>>20 kb |
|---------------------------------------------------------------|------------------------------|------------|-------------|--------------------|--------------------|
| WT larval brain<br>(combined replicates)                      | 200,000,000<br>(downsampled) | 24,618,605 | 175,381,395 | 50,788,347         | 124,593,048        |
| <i>CTCF<sup>0</sup></i> larval brain<br>(combined replicates) | 200,000,000<br>(downsampled) | 27,076,150 | 172,923,850 | 47,787,104         | 125,136,746        |
| WT whole fly<br>(single replicate)                            | 11,0261,440                  | 22201387   | 88060053    | 26894987           | 124,593,048        |
| <i>CTCF<sup>0</sup></i> whole fly<br>(single replicate)       | 83,302,985                   | 19,068,061 | 64,234,924  | 16,155,686         | 48,079,238         |

**Supplementary Table 2: Contact domain (CD) boundary counts.**

(Column 1) Total CD boundaries called in both WT and *CTCF<sup>0</sup>* mutants (common), or only in WT, or only in *CTCF<sup>0</sup>* mutant larval CNS Hi-C maps. CD boundaries were split into those with (columns 2 and 3) or without (columns 4 and 5) a CTCF peak within  $\pm 2$  kb (the resolution at which CD boundaries were called). Strongly affected CD boundaries (columns 3 and 5) were defined as having a physical insulation score difference between *CTCF<sup>0</sup>* minus WT Hi-C maps  $> 0.1$  (weaker boundary in *CTCF<sup>0</sup>* relative to WT) for boundaries only called in WT, or  $< -0.1$  (stronger boundary in *CTCF<sup>0</sup>* relative to WT) for boundaries only called in *CTCF<sup>0</sup>*, or an absolute value  $> 0.1$  for common boundaries.

|                                 | 1                 | 2                                       | 3                 | 4                                          | 5                 |
|---------------------------------|-------------------|-----------------------------------------|-------------------|--------------------------------------------|-------------------|
|                                 | All CD boundaries | CD boundaries with CTCF peak $\pm 2$ kb |                   | CD boundaries without CTCF peak $\pm 2$ kb |                   |
|                                 |                   | all                                     | strongly affected | all                                        | strongly affected |
| Common                          | 2891              | 218                                     | 75                | 2673                                       | 51                |
| Only in WT                      | 567               | 125                                     | 89                | 442                                        | 46                |
| Only in <i>CTCF<sup>0</sup></i> | 512               | 6                                       | 1                 | 506                                        | 22                |
| Total                           | 3970              | 349                                     | 165               | 3621                                       | 119               |

**Supplementary Table 3: Interactive links to browse Hi-C and ChIP-seq data on Juicebox.**

Differential Hi-C maps of WT (A) and *CTCF<sup>0</sup>* (B) larval CNSs are displayed for the indicated genomic intervals (1 Mb each). Additional tracks are: CTCF ChIP-seq peaks in WT (track 1), CTCF peaks intersected with underlying motifs in forward (green) or reverse (red) orientations (track 2), Cp190 ChIP-seq peaks in WT (track 3), and Cp190 ChIP-seq signal that is differentially enriched in *CTCF<sup>0</sup>* mutants relative to WT (track 4).

| dm6 genomic coordinates           | url                                                       |
|-----------------------------------|-----------------------------------------------------------|
| NT_033779.5:1-1,000,000           | <a href="http://bit.ly/2TM42hd">http://bit.ly/2TM42hd</a> |
| NT_033779.5:1,000,000-2,000,000   | <a href="http://bit.ly/2VSG0DV">http://bit.ly/2VSG0DV</a> |
| NT_033779.5:5,000,000-6,000,000   | <a href="http://bit.ly/2xgSijn">http://bit.ly/2xgSijn</a> |
| NT_033779.5:6,000,000-7,000,000   | <a href="http://bit.ly/2PTGFRO">http://bit.ly/2PTGFRO</a> |
| NT_033779.5:7,000,000-8,000,000   | <a href="http://bit.ly/2PQQ3FK">http://bit.ly/2PQQ3FK</a> |
| NT_033779.5:14,000,000-15,000,000 | <a href="http://bit.ly/3avWeHl">http://bit.ly/3avWeHl</a> |
| NT_033778.4:8,000,000-9,000,000   | <a href="http://bit.ly/2TnejBz">http://bit.ly/2TnejBz</a> |
| NT_037436.4:3,000,000-4,000,000   | <a href="http://bit.ly/2PU06tU">http://bit.ly/2PU06tU</a> |
| NT_037436.4:6,000,000-7,000,000   | <a href="http://bit.ly/3awLuZ7">http://bit.ly/3awLuZ7</a> |
| NT_037436.4:14,000,000-15,000,000 | <a href="http://bit.ly/3aEI5I5">http://bit.ly/3aEI5I5</a> |
| NT_033777.3:4,800,000-5,800,000   | <a href="http://bit.ly/2VQiLud">http://bit.ly/2VQiLud</a> |
| NT_033777.3:7,000,000-8,000,000   | <a href="http://bit.ly/3aydD1Z">http://bit.ly/3aydD1Z</a> |
| NT_033777.3:14,000,000-15,000,000 | <a href="http://bit.ly/3cAfmpr">http://bit.ly/3cAfmpr</a> |
| NT_033777.3:16,000,000-17,000,000 | <a href="http://bit.ly/2PUXaNH">http://bit.ly/2PUXaNH</a> |
| NT_033777.3:28,500,000-29,500,000 | <a href="http://bit.ly/2VMq1aJ">http://bit.ly/2VMq1aJ</a> |
| NC_004354.4:9,500,000-10,500,000  | <a href="http://bit.ly/2vAMyN6">http://bit.ly/2vAMyN6</a> |
| NC_004354.4:15,000,000-16,000,000 | <a href="http://bit.ly/2TIN2sl">http://bit.ly/2TIN2sl</a> |
| NC_004354.4:17,000,000-18,000,000 | <a href="http://bit.ly/2vltGvm">http://bit.ly/2vltGvm</a> |
| NC_004354.4:20,500,000-21,500,000 | <a href="http://bit.ly/2VSxBke">http://bit.ly/2VSxBke</a> |

## Supplementary References

1. Ong, C.-T., Van Bortle, K., Ramos, E. & Corces, V. G. Poly(ADP-ribosyl)ation Regulates Insulator Function and Intrachromosomal Interactions in *Drosophila*. *Cell* **155**, 148–159 (2013).
2. Nora, E. P. *et al.* Molecular basis of CTCF binding polarity in genome folding. *Nat Commun* **11**, 5612 (2020).
3. Li, Y. *et al.* The structural basis for cohesin–CTCF-anchored loops. *Nature* **578**, 1–9 (2020).
4. Gratz, S. J., Harrison, M. M., Wildonger, J. & O'Connor-Giles, K. M. Precise Genome Editing of *Drosophila* with CRISPR RNA-Guided Cas9. *Methods in molecular biology (Clifton, N.J.)* **1311**, 335–348 (2015).
5. Gambetta, M. C. & Furlong, E. E. M. The Insulator Protein CTCF Is Required for Correct Hox Gene Expression, but Not for Embryonic Development in *Drosophila*. *Genetics* **210**, 129–136 (2018).
6. Amemiya, H. M., Kundaje, A. & Boyle, A. P. The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Sci Rep-uk* **9**, 9354 (2019).
7. Cuartero, S., Fresán, U., Reina, O., Planet, E. & Espinàs, M. L. Ibf1 and Ibf2 are novel CP190-interacting proteins required for insulator function. *The EMBO Journal* **33**, 637–647 (2014).
8. Maksimenko, O. *et al.* Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin. *Genome Research* **25**, 89–99 (2015).
9. Liang, J. *et al.* Chromatin Immunoprecipitation Indirect Peaks Highlight Long-Range Interactions of Insulator Proteins and Pol II Pausing. *Molecular Cell* **53**, 672–681 (2014).
10. Henriques, T. *et al.* Widespread transcriptional pausing and elongation control at enhancers. *Genes & development* **32**, 26–41 (2018).
11. Ramírez, F. *et al.* High-resolution TADs reveal DNA sequences underlying genome organization in flies. *Nature Communications* **9**, 189 (2018).

# Supplementary material for: CTCF loss has limited effects on global genome architecture in Drosophila despite critical regulatory functions
**Source:** Nat Commun. 2021 Feb 12;12:1011. doi: 10.1038/s41467-021-21366-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** Differential CTCF binding analysis (wildtype versus *CTCF<sup>0</sup>*) with csaw, using Benjamini & Hochberg method to control the false discovery rate. Regions with false discovery rate (FDR)<0.01 and  $|\log_2(\text{fold change})|>1$  were considered as differential binding regions. CTCF peaks are sites with direction=up.

**Supplementary Data 2:** Physical insulation scores in wildtype and *CTCF<sup>0</sup>*.

**Supplementary Data 3:** Contact domain boundaries found in wildtype and/or in *CTCF<sup>0</sup>* and associated physical insulation scores.

**Supplementary Data 4:** Differential RNA-seq analysis (*CTCF<sup>0</sup>* versus wildtype). Statistical significance of differential gene expression was measured using a Wald Test from DESeq2 package. P-values are two-tailed and adjusted for multiple testing using the Benjamini-Hochberg method.

**Supplementary Data 5:** First eigenvector and A/B compartments.

**Supplementary Data 6:** Differential Cp190 binding analysis (wildtype versus *Cp190<sup>KO</sup>*) with csaw, using Benjamini & Hochberg method to control the false discovery rate. Regions with false discovery rate (FDR)<0.01 and  $|\log_2(\text{fold change})|>1$  were considered as differential binding regions. Cp190 peaks are sites with direction=up.

**Supplementary Data 7:** Differential Cp190 binding analysis (wildtype versus *CTCF<sup>0</sup>*) with csaw, using Benjamini & Hochberg method to control the false discovery rate. Regions with false discovery rate (FDR)<0.01 and  $|\log_2(\text{fold change})|>1$  were considered as differential binding regions.

**Supplementary Data 8:** Differential Cp190 binding analysis (*CTCF<sup>0</sup>* versus *Cp190<sup>KO</sup>*) with csaw, using Benjamini & Hochberg method to control the false discovery rate. Regions with false discovery rate (FDR)<0.01 and  $|\log_2(\text{fold change})|>1$  were considered as differential binding regions. Cp190 peaks in *CTCF<sup>0</sup>* are sites with direction=up.

**Supplementary Data 9:** Differential RNA-seq analysis (*Cp190<sup>KO</sup>* versus wildtype). Statistical significance of differential gene expression was measured using a Wald Test from DESeq2 package. P-values are two-tailed and adjusted for multiple testing using the Benjamini-Hochberg method.

**Supplementary Data 10:** List of primers.

**Supplementary Movie 1:** *CTCF<sup>KO</sup>* animals that hatched from the pupal case.

**Supplementary Movie 2:** *CTCF<sup>KO</sup>* animals rescued with a *CTCF* rescue transgene that was conditionally excised by Flp recombinase expressed under the control of a Gal4 driver active in neural stem cells (*worniu-Gal4*).

**Supplementary Movie 3:** *CTCF<sup>0</sup>* animals rescued with a *UAS-CTCF* rescue transgene conditionally expressed under the control of a Gal4 driver active in neural stem cells (*worniu-Gal4*).

# Supplementary material for: CTCF loss has limited effects on global genome architecture in Drosophila despite critical regulatory functions
**Source:** Nat Commun. 2021 Feb 12;12:1011. doi: 10.1038/s41467-021-21366-2
**Supplement:** Supplementary file 17 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Mass spectrometry:  
Xcalibur software v4.2 (Thermo Fisher)

ChIP-seq, Hi-C, RNA-seq:  
Micmap v2.20200223 (Iseli et al, 2007): <https://github.com/sib-swiss/micmap>

Data analysis

All analyses were performed using published open source software and links that are also listed in the "Code availability" section. Custom scripts are provided in <https://github.com/gambettalab/kaushal2020/>.

Mass spectrometry:  
MaxQuant 1.6.3.4 (Cox et al. 2008, 2011)  
Perseus v1.6.2.3 (Tyanova 2016)

Imaging (Western blotting and RNA-FISH):  
Fiji v2.1.0/1.53f: <https://imagej.net/Fiji/>

Hi-C:  
iced v0.5.2 (Servant et al, 2015): <https://github.com/hiclib/iced>  
TopDom v0.0.2: <https://github.com/jasminzhoulab/TopDom>  
Juicebox v1.5.1 (Durand et al, 2016): [aidenlab.org/juicebox](https://aidenlab.org/juicebox)

ChIP-seq:

csaw v1.16.1 (Lun and Smyth, 2014, 2015): <https://bioconductor.org/packages/release/bioc/html/csaw.html>  
 edgeR v3.22.5: <https://bioconductor.org/packages/release/bioc/html/edgeR.html>  
 Eulerr v6.0.0 (Larsson 2019): <https://cran.r-project.org/package=eulerr>  
 bedtools multicov v2.29.2 (Quinlan 2010): <https://bedtools.readthedocs.io/en/latest/>

RNA-seq:  
 DESeq2 v1.22.2 (Love, Huber and Anders, 2014): <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>  
 HTSeq v0.9.1 (Anders, Pyl and Huber, 2015): <https://github.com/simon-anders/htseq>  
 edgeR v3.22.5 (Robinson, McCarthy and Smyth, 2009): <https://bioconductor.org/packages/release/bioc/html/edgeR.html>

General:  
 R v3.5.1 (R Core Team 2018): <https://www.R-project.org/>  
 ggplot2 v3.1.0 (Wickham 2016): <https://ggplot2.tidyverse.org/>

Custom scripts to regenerate figures from the raw data provided in Source data are provided in: <https://github.com/gambettalab/kaushal2020/>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data (Hi-C, ChIP-seq, RNA-seq) that support the findings of this study were deposited in Gene Expression Omnibus with accession code GSE146752 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146752>). Hi-C maps are browsable on Juicebox (Supplementary Table 3). Mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019487 (<https://www.ebi.ac.uk/pride/archive?keyword=PX019487%20>). Raw data for Figs. 1-6 is provided in Source Data and additional information is provided in Supplementary Data files 1-10.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>For Drosophila viability tests performed in Figure 1, 100 animals were analyzed per genotype because clear differences between genotypes were visible already at this scale.</p> <p>For RNA-FISH experiments shown in Supplementary Fig. 1b and Fig. 3e, 10 larvae were examined per genotype over two independent experiments and only representative phenotypes observed in all animals are shown. For RNA-FISH experiments shown in Figs. 6c and 6e, 50 embryos were examined per genotype over two independent RNA-FISH experiments and only representative phenotypes observed in all embryos of the same stage (11 hours post fertilization) are shown. These numbers were chosen because they revealed that phenotypes were reproducibly detected in all animals and because sample collection beyond this scale was rate-limiting as the mutant animals were obtained by genetic crosses (and hand-dissection for larval brains).</p> <p>For ChIP-seq, Hi-C and RNA-seq experiments, 60 third instar larval brains were dissected on ice per replicate because this number allowed sufficient material to be amplified for next-generation sequencing library preparation with a limited number of PCR cycles to avoid over-amplification. This number was sufficient because all biological replicates were well correlated. Dissecting more samples could have compromised the quality of the samples because it would have required keeping the dissected organs on ice for many hours.</p> |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | <p>Next-generation sequencing datasets were generated and analyzed in biological triplicates (RNA-seq, Hi-C, CTCF ChIP-seq in wildtype) or duplicates (all remaining ChIP-seq datasets).</p> <p>Protein purifications analyzed by mass spectrometry were performed and analyzed in biological duplicates.</p> <p>All attempts at replication were successful except for one CTCF ChIP-seq in wildtype replicate that failed in the library preparation step. CTCF ChIP-seq in wildtype was then repeated to generate 2 new biological replicates that were successful, and analyses were performed with the combined successful triplicates (replicates 1, 2 and 3).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Samples were grouped according to genotype (wildtype or various mutants).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Blinding

The investigators were not blinded during data collection as the biological groups (genotypes) were well defined and handled in parallel. Computational analysis was performed by data scientists different from the researchers who collected the data.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rabbit polyclonal antibodies against Drosophila CTCF and Cp190 proteins were generated for this study as described in the Methods. Mouse monoclonal anti-alpha-tubulin clone B-5-1-2 (Sigma T5168, lot 038M4813V) was used as loading control for Western blotting. Anti-digoxigenin-peroxidase (Roche 11207733910, lot 28557000) was used for RNA-FISH.

### Validation

CTCF and Cp190 antibodies were validated by performing the following control experiments on CTCF and Cp190 mutant animals:  
 1/ CTCF WT ChIP-seq signals were globally lost in CTCF[0] mutants (Figs. 2,3,5,6 and Supplementary Figures 2,3,6);  
 2/ CTCF is specifically detected by Western blotting (Supplementary Figure 2a);  
 3/ Cp190 ChIP peaks detected in WT were lost or reduced in Cp190[KO] mutants (Fig. 6). Reduced Cp190 ChIP-seq signal in Cp190 [KO] mutants detected at some peaks could be expected maternally deposited Cp190 present in Cp190[KO] mutants. Cp190 ChIP peaks overlapping CTCF peaks detected in WT were specifically lost or reduced in CTCF[0] mutants (Figs. 5,6 and Supplementary Figure 6).

## Eukaryotic cell lines

### Policy information about [cell lines](#)

#### Cell line source(s)

Drosophila SL2 (Schneider's Drosophila Line 2) cells were originally purchased from ATCC (reference number CRL-1963) in 2006.

#### Authentication

The SL2 cell line was not authenticated because it is commercially available.

#### Mycoplasma contamination

The SL2 cell line tested negative for mycoplasma contamination by PCR upon receipt from the ATCC.

#### Commonly misidentified lines (See [ICLAC](#) register)

No cell lines from the ICLAC register were used.

## Animals and other organisms

### Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Drosophila melanogaster w[1118] strain or mutant derivatives generated by CRISPR-Cas9 genome-editing were analyzed at embryo, third instar larva and adult stages as described in the Methods. Animals were not separated by sex, except for whole-fly Hi-C maps which were generated from females as described in the Methods.

#### Wild animals

No wild animals were used in this study.

#### Field-collected samples

No field-collected samples were used in this study.

#### Ethics oversight

This study did not require an ethical approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146752>

### Files in database submission

GSM4405388 ChIP-seq\_CTCF, wildtype, rep 1  
 GSM4966396 ChIP-seq\_CTCF, wildtype, rep 2  
 GSM4966397 ChIP-seq\_CTCF, wildtype, rep 3  
 GSM4405389 ChIP-seq\_CTCF, CTCF[0] mutant, rep 1  
 GSM4405390 ChIP-seq\_CTCF, CTCF[0] mutant, rep 2  
 GSM4405391 ChIP-seq\_CTCF, Cp190[KO] mutant, rep1  
 GSM4405392 ChIP-seq\_CTCF, Cp190[KO] mutant, rep2  
 GSM4405393 ChIP-seq\_Cp190, wildtype, rep 1  
 GSM4405394 ChIP-seq\_Cp190, wildtype, rep 2  
 GSM4405395 ChIP-seq\_Cp190, CTCF[0] mutant, rep 1  
 GSM4405396 ChIP-seq\_Cp190, CTCF[0] mutant, rep 2  
 GSM4405397 ChIP-seq\_Cp190, Cp190[KO] mutant, rep 1  
 GSM4405398 ChIP-seq\_Cp190, Cp190[KO] mutant, rep 2

### Genome browser session (e.g. [UCSC](#))

The Hi-C and ChIP-seq data is browsable in Juicebox (as described in Supplementary Table S1):

<http://bit.ly/2TM42hd>  
<http://bit.ly/2VSG0DV>  
<http://bit.ly/2xgSijn>  
<http://bit.ly/2PTGFRO>  
<http://bit.ly/2PQQ3FK>  
<http://bit.ly/3avWeHI>  
<http://bit.ly/2TnejBz>  
<http://bit.ly/2PU06tU>  
<http://bit.ly/3awLuZ7>  
<http://bit.ly/3aEI5I5>  
<http://bit.ly/2VQiLud>  
<http://bit.ly/3aydD1Z>  
<http://bit.ly/3cAfmpr>  
<http://bit.ly/2PUXaNH>  
<http://bit.ly/2VMq1aJ>  
<http://bit.ly/2vAMyN6>  
<http://bit.ly/2TIN2sl>  
<http://bit.ly/2vltGvm>  
<http://bit.ly/2VSxBke>

## Methodology

### Replicates

Each ChIP was performed in biological duplicates, except for CTCF ChIP-seq in wildtype that was performed in biological triplicates, and showed good agreement.

### Sequencing depth

GSM4405388 ChIP-seq\_CTCF, wildtype, rep 1 - 20972834 unique reads - 144bp, PE  
 GSM4966396 ChIP-seq\_CTCF, wildtype, rep 2 - 26182228 unique reads - 144 bp, PE  
 GSM4966397 ChIP-seq\_CTCF, wildtype, rep 3 - 27923954 unique reads - 144 bp, PE  
 GSM4405389 ChIP-seq\_CTCF, CTCF[0] mutant, rep 1 - 19321710 unique reads - 144 bp, PE  
 GSM4405390 ChIP-seq\_CTCF, CTCF[0] mutant, rep 2 - 22561508 unique reads - 144 bp, PE  
 GSM4405391 ChIP-seq\_CTCF, Cp190[KO] mutant, rep1 - 20205568 unique reads - 144 bp, PE  
 GSM4405392 ChIP-seq\_CTCF, Cp190[KO] mutant, rep2 - 21701536 unique reads - 144 bp, PE  
 GSM4405393 ChIP-seq\_Cp190, wildtype, rep 1 - 23583410 unique reads - 144 bp, PE  
 GSM4405394 ChIP-seq\_Cp190, wildtype, rep 2 - 33925006 unique reads - 144 bp, PE  
 GSM4405395 ChIP-seq\_Cp190, CTCF[0] mutant, rep 1 - 24696710 unique reads - 144 bp, PE  
 GSM4405396 ChIP-seq\_Cp190, CTCF[0] mutant, rep 2 - 31283806 unique reads - 144 bp, PE  
 GSM4405397 ChIP-seq\_Cp190, Cp190[KO] mutant, rep 1 - 17591230 unique reads - 144 bp, PE  
 GSM4405398 ChIP-seq\_Cp190, Cp190[KO] mutant, rep 2 - 21277088 unique reads - 144 bp, PE

### Antibodies

Rabbit polyclonal antibodies against Drosophila CTCF and Cp190 proteins were generated for this study and are described in the Methods.

### Peak calling parameters

The following was described in the Methods section:

Paired end ChIP-seq reads were demultiplexed and mapped to the dm6 genome using a derivative of the fetchGWI tool. Only chromosomes 2, 3, 4 and X were used. ChIP-seq peaks were called using the R package csaw v1.16.1 using a window width of 20 bp and spacing of 10 bp (Lun & Smyth, 2015), ignoring duplicate reads. A background enrichment was evaluated as the median over all samples in the comparison of the average number of reads per 2 kb bins. Windows with less than 3-fold enrichment over background were filtered out. Data were normalized using the TMM method (Robinson & Oshlack, 2010) implemented in csaw. Differential binding analysis in csaw is based on the quasi-likelihood framework implemented in the edgeR package (Robinson et al., 2009). Results obtained on different windows were combined into regions by clustering adjacent windows. Combined p-values were evaluated for each region using csaw and Benjamini & Hochberg method was applied to control the false discovery rate. Regions with false discovery rate (FDR) < 0.01 and |fold change| > 2 were considered as differential binding regions. Genuine CTCF peaks were identified by differential analyses of ChIP-seq signals in WT versus CTCF[0] as being lower in the mutant samples relative to WT. Genuine Cp190 peaks were similarly identified by differential analyses of ChIP-seq signals in WT versus Cp190[KO] (WT Cp190 peaks) or in CTCF[0] versus Cp190[KO] (Cp190 peaks in CTCF[0]). Additional differential analyses were performed for Cp190 ChIP-seq signal in WT versus CTCF[0] (for Fig. 5a).

## Data quality

(See details above.) CTCF peaks were obtained by performing differential binding analysis between the genotypes of interest and the control genotype CTCF[0]. Cp190 peaks were obtained by performing differential binding analysis between the genotypes of interest and the control genotype Cp190[KO].

## Software

Micmap v2.20200223 (Iseli et al, 2007): <https://github.com/sib-swiss/micmap>  
 R v3.5.1 (R Core Team 2018): <https://www.R-project.org/>  
 csaw v1.16.1 (Lun and Smyth, 2014, 2015): <https://bioconductor.org/packages/release/bioc/html/csaw.html>  
 edgeR v3.22.5 (Robinson, McCarthy and Smyth, 2009): <https://bioconductor.org/packages/release/bioc/html/edgeR.html>

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Live Drosophila S2 cells were resuspended in phosphate buffered saline pH 7.5 48 hours after transfection.

## Instrument

NovoCyt Flow Cytometer from Acea Biosciences

## Software

R v3.5.1 (R Core Team 2018): <https://www.R-project.org/>

## Cell population abundance

Approximately 10'000 cells were analyzed per sample, and transfection rates varied from 5-30% of all cells depending on the experiment. Average values from biological duplicate experiments were plotted in Figs. 4b-4c.

## Gating strategy

The starting cell population (Drosophila S2 cells) was gated for FSC values between 6.2-6.8 (log10) and SSC values between 4.5-5.5 (log10). GFP and mCherry fluorescence was detected with the following excitation and emission gates: FITC 488 +530/30 and PE-TexasRed 561+615/20. A gate separating "transfected" from "untransfected" populations was manually set using untransfected control samples, and was kept constant for all samples. This gate is shown in Supplementary Figure 4a, and roughly corresponds to a cut-off of 4 (log10) for EGFP and for mCherry fluorescence.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

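mRNA from larval CNSs was sequenced in 2 experiments of 6 libraries each, *CTCF*0 mutants with a WT control and *Cp190* KO mutants with a WT control of their own, with 3 replicates per group. The deposited values are counts, which the authors made by mapping the reads to dm6 and FlyBase gene models and counting the reads on each gene. The paper's text does not name the strand option or the overlap mode of the counting. The values were checked to be whole numbers for 17510 genes in each of the 12 libraries, and no normalization or filter had been applied to them. Every library was mapped to its group and replicate by its label.

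The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. For each comparison of 6 libraries, genes with at least 1 CPM in at least 3 libraries were kept, library sizes were scaled by TMM, and a quasi-likelihood model with robust estimates of the spread was fitted. The same model was fitted to the 2 WT controls, and a model of all 12 libraries with 4 group means tested the difference between the changes in both mutants. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in that comparison, and all tests of single genes were two-sided. A gene was called DE at an adjusted p-value under 0.05 and a fold change over 1.5. The standard error given for a log2 fold change is its size divided by the square root of the test's F statistic. It was not estimated apart from that test. DESeq2 1.42.0, the tool that the authors used, was run on the same filtered genes as an alternative. Overlaps, shares and correlations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Intervals of shares are Wilson intervals at 95%. A correlation across genes was tested by 100000 permutations of gene labels, or by all pairings for up to 9 genes.

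Positions come from an annotation of dm6, which lists 17405 of the genes and lacks 105. CTCF peaks were the 740 positions of Supplementary Data 1. Matched non-DE genes were drawn 1000 times from 20 bins of mean expression. The spreadsheets of Supplementary Data 4 and 9 and the list of boundaries were read only in part, to 1999 entries each, and the boundary list ended on chromosome 3L at 15620000. Exonic length was the length of the union of a gene's exons.

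The genes given by name were fixed by a rule. It took every gene that the paper names, for each mutant the 3 rising and the 3 falling DE genes with the largest change among those with libraries that did not overlap and a mean of at least 1 on the log2 CPM scale, and the 3 genes with the smallest p in the test of the difference. Genes named outside this rule are said to have been chosen after their values were seen.

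The alternatives were other scaling factors (RLE, upper quartile, library sizes only), DESeq2, other filters (none beyond 1 count, the literal wording of the methods, filterByExpr), the replicate number as a block, all 12 libraries in one fit, other thresholds (no fold change, a fold change over 2, an adjusted p-value under 0.01, a test against a fold change of 1.5) and each library left out in turn. For CTCF peaks they were windows of 0.5 and 2 kb, any annotated start site, the overlap of the peak interval and other DE calls. The main choice among the filters follows the usual use of edgeR, since the wording of the methods can be read in more than one way.

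The pipeline was tested on simulated data. For each design, a single data set was drawn from negative binomial distributions, independently for each gene and library. The spread of each gene was edgeR's own estimate from the real libraries. With 200 changed genes among the genes tested, edgeR recovered 82.5% in the *CTCF*0 design and 68.5% in the *Cp190* KO design, and 7.82% and 5.52% of its calls were genes left unchanged. DESeq2 recovered 88.5% and 78.5%, and 14.9% and 19.9% of its calls were unchanged genes. For the difference between mutants, edgeR recovered 60.5% with 3.20% unchanged genes among its calls. Scatter shared across genes, such as that with exonic length, was not simulated. These shares therefore do not give the error rates of edgeR or DESeq2 on the real libraries, nor rank the tools there. The test of CTCF peaks gave a mean fold of 0.966 for 20 random sets of genes, and the draws put 0 of these sets above chance. It gave a mean fold of 3.34 for 20 planted sets, all above chance.

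The ChIP-seq, Hi-C and in situ data were not analysed here, apart from the published lists of CTCF peaks and boundaries. A/B compartments were not analysed here. The reads themselves were not used here, so the position of reads within a gene was not examined.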

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

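All tests of explanations in this part were chosen only after the result they explain was seen. For the CTCF peak at *st* and for exonic length between the WT controls, what would count for or against the explanation was set down before the distance or the correlation was computed. Each result stands out either because the change in *CTCF*0 and the change in the libraries labelled *Cp190* KO differed in a test of that difference, or because the gene or comparison lies outside those that the paper discusses.

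The test of the difference between the changes in both mutants called 127 genes. The mutants differ in design, since *CTCF*0 animals also lack maternal CTCF. For *Cp190* KO, the paper names maternal Cp190 as a possible remainder that may rescue early defects. The test cannot tell a change that does not need Cp190 from one spared by remaining Cp190. Of the 16 pairs of splits of both experiments that part all libraries of the same replicate number, the labelled pair was 1. The 6 other pairs that keep the labels of one experiment gave from 17 to 64 genes, and the 9 pairs that regroup both experiments gave 0. At an unadjusted p-value under 0.05, the labelled pair had 617 genes, and 5 other pairs had more, up to 1472. The pair with 1472 regroups both experiments. A share of 1 in 16 cannot fall under 0.05 whatever the data, so this count of splits gives no test of the number of genes. Each mutant was compared with its own control, so a difference in sequencing that acts alike on mutant and control cancels, and a difference that acts on only one group does not.

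Among the genes that the paper names, the log2 difference was -4.52 for *CTCF*, -2.25 for *CG1354*, 4.05 for *IFT52*, 4.46 for *Tsp*, 3.26 for *Or67d*, 3.01 for *can* and -4.70 for *CG13689*. *Or67d* was called in 5 and *can* in 2 of the 12 fits that each left out one library, and the others in 12 of 12. With the replicate number as a block, *Or67d* (adjusted p = 0.145) and *can* (adjusted p = 0.196) were not called. The fall of *CTCF* in *CTCF*0 follows from the design, since the gene is mutated. For *CG1354*, *IFT52* and *CG13689*, a CTCF peak lies within 1 kb of the start site. No technical explanation was tested for these genes one by one.

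*Tsp* was higher in *CTCF*0 and lower in the libraries labelled *Cp190* KO than in their controls. Its fall in the libraries labelled *Cp190* KO had an adjusted p-value of 0.108 and a log2 fold change of -1.37, with lower counts in all 3 of them, and with each library left out the log2 fold change was at most -1.21. Between 17 and 29 reads were counted on *Tsp* in those libraries and between 41 and 73 in their controls. All 3 of these libraries lay below all 3 controls, so leaving out one library could not reverse the sign, and whether low counts of *Tsp* account for the fall was not tested by these fits. Adjusted p-values ranged from 0.0072 to 0.388 over the alternatives. *Tsp* was called with DESeq2 (0.0202) and in the edgeR fit of all 12 libraries (0.0072) and in no other.

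By the smallest p-values, *Culd* (log2 difference 5.93), *CG15506* (6.09) and the mutated *CTCF* gene (-4.52) came first. *Culd* rose in *CTCF*0 by 5.76 and *CG15506* by 5.62 on the log2 scale. The nearest CTCF peaks are 93124 bp from the start site of *Culd* and 1523 bp from that of *CG15506*. No technical explanation was tested for either gene, so a sequence variant of the strain remains open.

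The genes *st*, *pst* and *modSP*, chosen after their values were seen, were DE in both mutants in opposite directions. *st* had log2 fold changes of -2.90 in *CTCF*0 and 3.75 in the libraries labelled *Cp190* KO, with a difference of -6.63. *pst* changed by 0.72 and -1.15 (difference 1.87), and *modSP* by 1.48 and -3.22 (difference 4.72). With the replicate block, *st* was called in both mutants (adjusted p = 0.0357 and 0.0404), and *pst* (0.316 and 0.0802) and *modSP* (0.0680 and 0.0701) in neither. In fits that each left out one library, *pst* was called in 1 of 6 in each mutant. *st* was called in 2 of 3 that still tested the gene in *CTCF*0 and in 2 of 6 in the libraries labelled *Cp190* KO, and *modSP* in 2 of 6 and in 2 of 3. The difference between mutants was called for all of these genes in 12 of 12 such fits and with the block (adjusted p = 0.0026, 0.0153 and 0.0034 for *st*, *pst* and *modSP*). The nearest CTCF peak is 65919 bp from the start site of *st*, so a CTCF peak at the gene is not an explanation for its fall in *CTCF*0. All of these genes lie on chromosome 3, as *CTCF* and *Cp190* do, and *pst* (7357275 to 7360263 on 3L) lies beside *CTCF*. A strain variant on the mutated chromosomes or an effect of the engineered allele on its neighbour was not tested for these genes.

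Between the WT controls of both experiments, which the paper does not compare, 1224 genes differed, 831 of them higher and 393 lower in the control of *CTCF*0. None of the 9 other splits of the 6 libraries gave a DE gene (0 genes, with at most 383 at an unadjusted p-value under 0.05). The labelled split was 1 of 4 that part all libraries of the same number, and 4 splits cannot give a share under 0.05. Spearman's rho between the log2 difference and exonic length across genes, which are not independent replicates, was 0.147, below the 0.2 set for a length bias between the sequencing runs. The controls shared 0 read lengths, since one was sequenced as paired-end and the other as single-end reads on different instruments. The difference between the controls therefore cannot be told apart from different sequencing runs for the 2 experiments, and it may also hold differences between stocks.

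In *CTCF*0, *w* rose by 8.51 on the log2 scale. Between 1374 and 1978 reads were counted on *w* in each *CTCF*0 library and between 0 and 14 in each of the other 9 libraries. The paper names a *w* mutant strain as its WT. The nearest CTCF peak is 7524 bp from the start site of *w*. A *w* transgene or *w*+ allele in the *CTCF*0 flies is a candidate explanation, and the rise cannot be told apart from it. The methods describe a rescue transgene in the mothers that was excised, and the paper's text does not name a *w* marker in the larvae.

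Other genes outside those that the paper discusses changed most among the genes that met the rule for naming. In *CTCF*0, *Cyp4p2* was at least 44.8-fold higher and *CG34138* at least 94.5-fold higher, against a control at or under the floor of 3 counts. *CG31157* was at least 64.3-fold lower, *Tektin-C* had a log2 fold change of -7.84 and *Hsc70-2* one of -7.07. In the libraries labelled *Cp190* KO, *CR33294* was at least 59.7-fold higher, *TwdlC* at least 28.4-fold higher and *Dnaaf3* had a log2 fold change of 6.59. The WT libraries had 1, 1 and 4 counts of *Dnaaf3*, near the floor. Its log2 fold change ranged from 6.25 to 7.45 with a WT library left out. *Sdic3* and *SdicA* were each at least 56.2-fold lower in the libraries labelled *Cp190* KO and *Lcp3* at least 50.0-fold lower. The WT libraries had 16.6, 5.37 and 2.36 CPM of *Lcp3*, so its limit rests largely on WT replicate 1. The rule took only genes whose libraries did not overlap between mutant and control, so that they do not overlap here is no evidence for a change. *TwdlC* was called in 0 and *Lcp3* in 2 of 3 fits that each left out one library and still tested the gene. *Sdic3* and *SdicA* had the same count in each of the 6 libraries, so reads shared between these paralogs cannot be told apart from a change of each gene. *Tektin-C* was also DE in the libraries labelled *Cp190* KO (log2 fold change -6.40), and *Sdic3* and *SdicA* in *CTCF*0 (-2.67 and -2.68). The falls of these genes were therefore not specific to either mutant. Sequence variants and presence or absence of a gene copy in the strains were not tested for any of the genes named here.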

How the results depend on the processing

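All alternatives were set before the data were examined, except the correction for exonic length, its combination with the replicate block, the averaging over bins, the peak enrichment without the *CTCF* gene, and the DESeq2 and block alternatives for genes near CTCF peaks, which were chosen after the data were seen. The cause was not tested for any of the changes in the counts of DE genes given here unless a value is given for it.

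The number of DE genes in *CTCF*0 was 245. It was 392 with DESeq2, 382 with no filter beyond 1 count, 137 with the literal reading of the filter, 145 with the replicate block, 119 at an adjusted p-value under 0.01, 144 in the test against a fold change of 1.5 and 121 with the replicate block and the length correction together. With one library left out it ranged from 90, without WT replicate 1, to 556, without *CTCF*0 replicate 2. The share of DE genes that rose ranged from 54.0% to 81.3% in the same fits.

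In the libraries labelled *Cp190* KO, the number of DE genes was 207. It was 440 with DESeq2, 114 with the literal reading of the filter, 89 with the replicate block, 354 with all 12 libraries in one fit, 64 at an adjusted p-value under 0.01, 111 in the test against a fold change of 1.5 and 121 with the replicate block and the length correction together. With one library left out it ranged from 24 to 318, and the share that rose from 43.7% to 72.4%. The share crossed 50% in these fits, so the direction of the majority depends on single libraries.

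The number of genes whose change differed between mutants was 127. It was 213 with DESeq2, 64 with the literal reading of the filter and 60 with the replicate block, and it ranged from 69 to 141 with one library left out. The number that differed between the WT controls ranged from 704 to 1475 in the fits that each left out one library.

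The common DE genes numbered 49. They were 119 with DESeq2, 76 with no filter beyond 1 count, 22 with the literal reading of the filter, 19 with the replicate block, 80 with all 12 libraries in one fit, 11 at an adjusted p-value under 0.01, 24 in the test against a fold change of 1.5, and from 5 to 67 with one library left out. Share of common DE genes with the same direction ranged from 88.1% to 100.0% there. It was 100.0% in fits with up to 32 common genes, without WT replicate 2 of the *CTCF*0 experiment. In the fits without WT replicate 2 or 3 of the *Cp190* KO experiment it was also 100.0%, but over 5 genes, too few to pass (exact binomial p = 0.0625). Correlation of log2 fold changes over common DE genes ranged from 0.70 to 0.99 in these fits. It was 0.87 without WT replicate 3 of the *Cp190* KO experiment (5 genes, exact permutation p = 0.117). The cause was not tested.

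The fold of CTCF peaks at DE genes over matched genes was 3.75 and lay between 3.47 and 5.41 over the alternatives set in advance. It was 8.82 when the matched share was averaged over all distance bins, which was chosen after seeing the paper's fold. Without the *CTCF* gene itself, which is mutated and has a CTCF peak within 1 kb, the fold was 3.68. Expressed genes with a CTCF peak within 1 kb that are not DE made up 90.7%, and 85.9% with DESeq2's calls. The cause was not tested.

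For the genes given by name, 804 results were computed under alternatives. Of these, 714 kept their direction and their side of the threshold, 76 were weaker, 3 stronger and 11 reversed. The replicate block made 9 of 51 weaker and DESeq2 made 2 of 51 stronger. The reversals were of small changes with one library left out. The log2 fold change of *Abd-B* in *CTCF*0 ranged from -0.17 to 0.27 (also -0.03 and -0.15), that of *CG1354* in the libraries labelled *Cp190* KO from -0.11 to 0.0888 (also 0.01 and 0.03) and that of *Abd-B* there from -0.0024 to 0.88. The difference between mutants ranged from -0.13 to 0.23 for *SP1029* (also -0.06 and -0.05) and from -0.78 to 0.0248 for *Abd-B*. The cause was not tested. In the control libraries of *Or67d*, 9 to 13 reads were counted, which limits the precision of its fold change.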

Differences from the paper's values

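Alternatives are named as near the paper's number where the larger of the 2 numbers is at most 1.5 times the smaller. Near in this sense does not mean equal, and a number can be near on either side. All alternatives named were set before the data were examined, except where stated.

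In *CTCF*0, 245 genes were DE against the paper's 392. DESeq2 gave the paper's number. No filter beyond 1 count (382), filterByExpr (274) and the fit without *CTCF*0 replicate 2 (556) were also near it, and the other alternatives set before the data were examined were not. Increased expression was found for 168 genes against the paper's 258, counted in Supplementary Data 4. DESeq2 gave 258. No filter beyond 1 count (262), upper-quartile factors (174), filterByExpr (178) and the fit without *CTCF*0 replicate 2 (300) were near it, although the upper-quartile factors and filterByExpr left most of the difference. Decreased expression was found for 77 genes against the paper's 134. DESeq2 gave 134, and no filter beyond 1 count (120) and filterByExpr (96) were near it.

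In the libraries labelled *Cp190* KO, 207 genes were DE against the paper's 440. DESeq2 gave 440. All 12 libraries in one fit (354) and the fit without *Cp190* KO replicate 2 (318) were near it, and the other alternatives set before the data were examined were not. For increased expression, 119 genes stand against the paper's 192 in the text and the paper's 248 in Supplementary Data 9. DESeq2 gave 248, the number of the supplement. All 12 libraries in one fit gave 192, which equals the text's number, but this fit called 354 genes in all against 440. The text's 192 and 248 are the supplement's numbers with the directions exchanged. DESeq2's 440 calls were all among the supplement's, and log2 fold changes differed by at most 0.00007. The directions of the supplement are thus those of the deposited counts under the library labels. The fit without *Cp190* KO replicate 2 (177) was near both numbers for increased expression, and no filter beyond 1 count (152) was near the text only. For decreased expression, 88 genes stand against the paper's 248 in the text and the paper's 192 in Supplementary Data 9. DESeq2 gave 192, the number of the supplement, which is also near the text. No filter beyond 1 count (129), all 12 libraries in one fit (162) and the fit without *Cp190* KO replicate 2 (141) were near the supplement only.

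The common genes were 20.0% of the DE genes in *CTCF*0 against the paper's 31%. DESeq2 (30.4%), all 12 libraries in one fit (32.7%) and the fit without *CTCF*0 replicate 1 (31.9%) differed from it by the least. Library sizes only (21.6%) and the fits without *CTCF*0 replicate 3 (26.4%), WT replicate 1 (26.7%) or WT replicate 3 (23.8%) of the *CTCF*0 experiment, or *Cp190* KO replicate 2 (24.1%) were near it in the sense given and left part or most of the difference. Genes up in both mutants were 24 against the paper's about 58 in Fig. 6a, read by eye. DESeq2 gave 58, and all 12 libraries in one fit (44) were near it. Genes down in both were 22 against about 49 in Fig. 6a, read by eye. DESeq2 gave 49, and no filter beyond 1 count (33) and the fit without *CTCF*0 replicate 2 (35) were near it. Genes up in *CTCF*0 and down in the libraries labelled *Cp190* KO were 2 against about 10 in Fig. 6a, read by eye, and DESeq2 gave 10. Genes down in *CTCF*0 and up in those libraries were 1 against about 2 in Fig. 6a, read by eye, and DESeq2, no filter beyond 1 count, filterByExpr, all 12 libraries in one fit and the fit without *Cp190* KO replicate 2 each gave 2.

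The share of DE genes with a CTCF peak was 3.75-fold that of matched genes against the paper's 9-fold, and the share of CTCF peaks near a DE gene was 3.73-fold against the paper's 9-fold. For genes with decreased expression the fold was 5.18 against the paper's 10, and for those with increased expression 3.12 against the paper's 8. For all DE genes and for the peaks, none of the alternatives set before the data were examined came near the paper's fold. For each direction, DESeq2's calls were the only alternative run, with folds of 4.73 and 3.14 for decreased and increased expression, which are not near the paper's either. When the matched share was averaged over all bins of 2 kb out to 100 kb, the single definition tried after seeing the values and the paper's legend, the folds were 8.82 and 8.71, and 12.3 and 7.21 for decreased and increased expression.

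The paper states that *CTCF* mRNA is absent in *CTCF*0, and the legend of Supplementary Fig. 3a reports increased transcription of the *CTCF* 5'UTR. Between 23 and 39 reads per *CTCF*0 library were counted on *CTCF*, and the mean was 5.54% of WT. The counts per gene do not say on which part of *CTCF* these reads lie. The paper's text gives more falling than rising genes in *Cp190* KO, whereas 119 genes were higher and 88 lower here, and Supplementary Data 9 lists more rising than falling genes. In the libraries labelled *Cp190* KO, DESeq2 called *Tsp* (adjusted p = 0.0202) and *CG13689* (adjusted p = 0.0336), which edgeR did not call (adjusted p = 0.108 and 0.248).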

Other observations

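The tests in this part were chosen only after the result they explain was seen. For the length correction, the scatter of low counts and both tests of the common DE genes, what would count for or against the explanation was set down before the value of the test was computed.

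The labelled split was the 1 split of the 6 libraries with DE genes in *CTCF*0. The 9 other splits gave 0 DE genes, with up to 2783 genes at an unadjusted p-value under 0.05. The labelled split had 1057 genes at that threshold, so there another grouping of the libraries parted more genes than genotype did. In the libraries labelled *Cp190* KO, the 9 other splits also gave 0 DE genes, with up to 959 genes at an unadjusted p-value under 0.05. In each, 4 splits part all libraries of the same number, and in the other 6 splits some libraries of the same number stay together. With 4 splits, the share cannot fall under 0.05, so these counts cannot be told apart from a random grouping by the splits alone. For the common DE genes, the labelled pair was 1 of the 16 pairs of splits that part all libraries of the same number, and 16 pairs cannot give a share under 0.05 either. Over all 100 pairs of splits, the other 99 gave 0 common DE genes, a share of 0.01 for the labelled pair. The 84 pairs added there leave some libraries of the same number together, and the pairs of splits are not independent of the splits of each experiment, which had no DE gene outside the labelled split.

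Replicates scattered in a way that went with exonic length. Spearman's rho across genes between a library's deviation from its group mean and exonic length was -0.53 in *CTCF*0 replicate 2 and -0.51 in *Cp190* KO replicate 2, and 0.52 in *CTCF*0 replicate 3. Genes are not independent replicates, so no p-value is given. A correction for exonic length raised the DE genes to 327 in *CTCF*0, of which 237 were among the 245, and to 246 in the libraries labelled *Cp190* KO, of which 202 were among the 207. A length bias between libraries is a candidate explanation for part of the rise in calls when replicate 2 of either mutant was left out. Other libraries go against it as the sole explanation. WT replicate 2 of the *Cp190* KO experiment had a rho of -0.47, and without it the DE genes fell from 207 to 29. Without *CTCF*0 replicate 3 they fell from 245 to 163. After the correction, rho lay between -0.0336 and 0.0327 in all 12 libraries, which the way the correction is fitted makes near 0. With the replicate block and the correction together, 120 of the 245 and 116 of the 207 were called. Most calls of the uncorrected fits were thus made after the correction alone. The block without the correction already kept only 144 of the 245 and 88 of the 207, so the lower numbers with the block cannot be assigned to the length bias. None of these fits shows that every call is free of this bias.

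In the library labelled *Cp190* KO replicate 3, 375 genes had 1 to 3 counts, against at least 1738 in each other library. Thinned to its size, the other libraries that are larger had at least 1730 such genes, so library size was not the cause. If low counts had been set to 0 after counting, genes with higher expected counts would not be at 0, but 17 genes with at least 20 expected counts were at 0, against 0 to 3 in the other libraries. For genes of 5 to 50 expected counts, the median squared deviation was 5.42 times Poisson noise, against 1.01 to 3.77 in the other libraries. Few RNA molecules sequenced many times is a candidate explanation for this pattern. No biological explanation was tested.

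Counts on *Cp190* did not fall in the libraries labelled *Cp190* KO. If reads came only from the exonic sequence outside the deletion at unchanged density, at most 23.6% of the WT count would be left, but the lowest library was at 65.5% of the WT mean. If 1 library had been exchanged with 1 of the control, another split should give as many DE genes, but the other splits gave 0 (at most 959 genes at an unadjusted p-value under 0.05). If all 3 libraries had been exchanged with those of the control, the log2 fold change of -0.22 should be well above 0, and if none were, it should be well below 0. This value, with a standard error of 0.295, does not settle it. Other values speak against such an exchange. Under the labels, *SP1029* was higher (log2 fold change 1.18) and *CG15478* lower (-0.93), the directions that the paper reports by RNA-FISH in embryos without Cp190, and an exchange would reverse both. Why reads on *Cp190* did not fall was not settled by these tests, and the counts per gene do not say where in the gene the reads lie.

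A larger share of genes was DE on chromosome 3, which carries both mutated genes, than on the other chromosomes. The shares were 3.52% and 2.26% in *CTCF*0 (Fisher's exact test, two-sided p = 5.1e-04) and 2.86% and 2.03% in the libraries labelled *Cp190* KO (Fisher's exact test, two-sided p = 0.0153). Of the common DE genes, 34 of 49 (69.4%) lay on chromosome 3, against 48.1% of genes DE in one mutant (Fisher's exact test, two-sided p = 0.0078). Sequence differences linked to the mutated chromosome are a candidate explanation for part of the DE genes and of their overlap. Genes are not independent, so these p-values describe the lists. A CTCF peak within 1 kb was as frequent at common DE genes (8.16%) as at genes DE in *CTCF*0 only (10.3%; Fisher's exact test, two-sided p = 0.786), and with 4 such common genes the test had little power.

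Adjusted over the genes that the paper names alone, 9 of 11 passed an adjusted p-value of 0.05 in *CTCF*0 and 4 of 9 in the libraries labelled *Cp190* KO, where 9 and 2 passed when adjusted over all genes tested. This list is drawn from the paper's own calls on the same data.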
